# A CSF-1R-blocking antibody/IL-10 fusion protein increases anti-tumor immunity by effectuating tumor-resident CD8^+^ T cells

**DOI:** 10.1016/j.xcrm.2023.101154

**Published:** 2023-08-15

**Authors:** Yao-Wen Chang, Huey-Wen Hsiao, Ju-Pei Chen, Sheue-Fen Tzeng, Chin-Hsien Tsai, Chun-Yi Wu, Hsin-Hua Hsieh, Santiago J. Carmona, Massimo Andreatta, Giusy Di Conza, Mei-Tzu Su, Pandelakis A. Koni, Ping-Chih Ho, Hung-Kai Chen, Muh-Hwa Yang

**Keywords:** colony-stimulating factor 1-receptor, immunotherapy, interleukin-10, macrophage, CD8 T cell, tumor microenvironment, TCR repertoire, head and neck cancer

## Abstract

Strategies to increase intratumoral concentrations of an anticancer agent are desirable to optimize its therapeutic potential when said agent is efficacious primarily within a tumor but also have significant systemic side effects. Here, we generate a bifunctional protein by fusing interleukin-10 (IL-10) to a colony-stimulating factor-1 receptor (CSF-1R)-blocking antibody. The fusion protein demonstrates significant antitumor activity in multiple cancer models, especially head and neck cancer. Moreover, this bifunctional protein not only leads to the anticipated reduction in tumor-associated macrophages but also triggers proliferation, activation, and metabolic reprogramming of CD8^+^ T cells. Furthermore, it extends the clonotype diversity of tumor-infiltrated T cells and shifts the tumor microenvironment (TME) to an immune-active state. This study suggests an efficient strategy for designing immunotherapeutic agents by fusing a potent immunostimulatory molecule to an antibody targeting TME-enriched factors.

## Highlights

• BF10 demonstrates efficacy against macrophage-enriched tumors
• BF10 depletes tumor-associated macrophages
• BF10 enhances cytotoxicity and metabolic reprogramming of CD8^+^ T cells
• The combination of BF10 and αPD-1 further enhances antitumor activity

## Introduction

Tumor-associated macrophages (TAMs) are one of the most abundant tumor-infiltrated immune cell types that create an immunosuppressive tumor microenvironment (TME) to repress antitumor immunity^1^^,^^2^ and facilitate metastatic colonization.^3^^,^^4^^,^^5^ Increased infiltration of TAMs is associated with a worse prognosis of patients with cancer.^6^^,^^7^^,^^8^ TAMs are therefore considered to be a prime target in the TME over the past decade, with extensive approaches aimed at eliminating or repolarizing TAMs to remodel the TME.^9^^,^^10^^,^^11^^,^^12^ A major strategy for targeting TAMs is to block the colony-stimulating factor-1 receptor (CSF-1R), either by using monoclonal antibodies that prevent ligand (CSF-1 and IL-34) binding or small-molecule inhibitors that prevent downstream signaling.^13^^,^^14^^,^^15^ However, the results of CSF-1R inhibitors/antibodies have been relatively disappointing to date, with no significant benefit in most anticancer clinical trials.^16^^,^^17^^,^^18^ Thus, a means to overcome the hurdles to more effective cancer therapy presented by TAMs remains an urgent but unmet medical need.

Interleukin-10 (IL-10) has long been recognized as an anti-inflammatory mediator through inhibition of antigen-presenting cells (APCs).^19^ However, the pleiotropic nature of IL-10 is now well established, especially with regard to its antitumor effects.^20^^,^^21^ IL-10 exerts antitumor activity by directly activating the IL-10 receptor (IL-10R) on CD8^+^ T cells and natural killer (NK) cells.^22^^,^^23^^,^^24^^,^^25^ IL-10 prevents dendritic cell (DC)-mediated apoptosis of tumor-specific CD8^+^ T cells through IL-10R signaling on DCs.^26^ We recently showed that IL-10 stimulates the oxidative phosphorylation of terminally exhausted T cells to reinvigorate their proliferation and antitumor activity.^27^^,^^28^ In consideration of the therapeutic application of IL-10, a half-life-extended form of IL-10 (pegylated IL-10) demonstrated effective tumor control in mouse models.^29^ Pegylated IL-10 was well tolerated in cancer clinical trials, which showed induction of CD8^+^ T cell immunity.^22^^,^^23^ However, the short half-life of pegylated IL-10 has limited its application. Another form of half-life-extended IL-10 includes an immunoglobulin Fc domain fusion protein (IL-10-Fc), which acts directly on CD8^+^ terminally exhausted T cells to reprogram metabolic activities, restoring their proliferation and antitumor activity in mouse tumor models.^28^ Despite the extended half-life of IL-10-Fc, peri-tumoral administration of the IL-10-Fc was employed to minimize adverse systemic effects.^28^ Developing an optimal form of IL-10 that can be effectively delivered to the TME with minimal systemic side effects is the major challenge of the clinical application of IL-10 therapy.

Recently, emerging evidence has revealed the spatial association between APCs and T cells in the TME. Tumor-specific CD8^+^ T cells are closely associated with APCs in ovarian cancer.^30^ The spatiotemporal codependency between CD8^+^ exhausted cells and TAMs was also noted, and the depletion of TAMs was found to reinvigorate the effector potential of the exhausted T cells.^31^ Furthermore, macrophage-binding proteins can be delivered either though binding to peripheral macrophages first or to already tumor-resident macrophages.^32^ In the present study, we generated an anti-CSF1R antibody-IL-10 fusion protein based on the hypothesis that this will result in better delivery of IL-10 to the TME and thereby result in greater rejuvenation of terminally exhausted T cells in TAM-enriched tumors. Our positive results highlight the potential for the development of such an antibody-IL-10 fusion protein as a promising strategy against TAM-enriched cancers.

## Results

### An *IL-10*^high^/*CSF1R*^low^ profile correlates with an activated immune signature and favorable prognosis in head and neck cancer

Based on the promising antitumor effects of IL-10,^20^^,^^21^^,^^28^ we aimed to develop an IL-10-based fusion protein for anticancer treatment. The potential of the spatiotemporal correlation between macrophages and T cells^30^^,^^31^ prompted us to focus on macrophages as a target to deliver IL-10 to intratumoral T cells. Among the different types of tumors, macrophages were most abundant in head and neck squamous cell carcinoma (HNSCC), breast cancer (BRCA), colorectal adenocarcinoma (COAD), lung adenocarcinoma (LUAD), lung squamous cell carcinoma (LUCC), liver hepatocellular cancer (LIHC), and skin cutaneous melanoma (SKCM) (Figure S1A; Table S1). Intriguingly, we observed a significant correlation of the expression of the *CSF1R* and *IL-10-IL-10RA* axis in HNSCC, BRCA, and COAD of The Cancer Genome Atlas (TCGA) cohort (Figures 1A, 1B, and S1B). However, the prognostic impact of the *IL-10-IL-10RA* axis was shown in HNSCC, i.e., a high expression of either *IL-10* or *IL-10RA* correlated with a better outcome in patients with HNSCC but not in patients with BRCA or COAD. The expression of *CSF1R* had no prognostic impact in all three types of patients with cancer (Figure 1C). We herein focused more on HNSCC, where responses to current immunotherapies had potential room for improvement.^33^^,^^34^ The positive correlation between the expression of the *IL-10-IL-10RA* axis and *CSF1R* was validated in the RNA sequencing data of HNSCC from Taipei Veterans General Hospital (TVGH) (Figures S1C and S1D; Table S2). In HNSCC, human papillomavirus (HPV)^+^ cases display distinct clinical characteristics compared with non-HPV-infected patients.^35^ We categorized TCGA HNSCC cases into HPV^+^ and HPV^−^ ones. The results revealed that HPV positivity did not influence the correlation between *CSF1R* and the *IL-10-IL-10RA* axis (Figures 1D and 1E).

**Figure 1:**
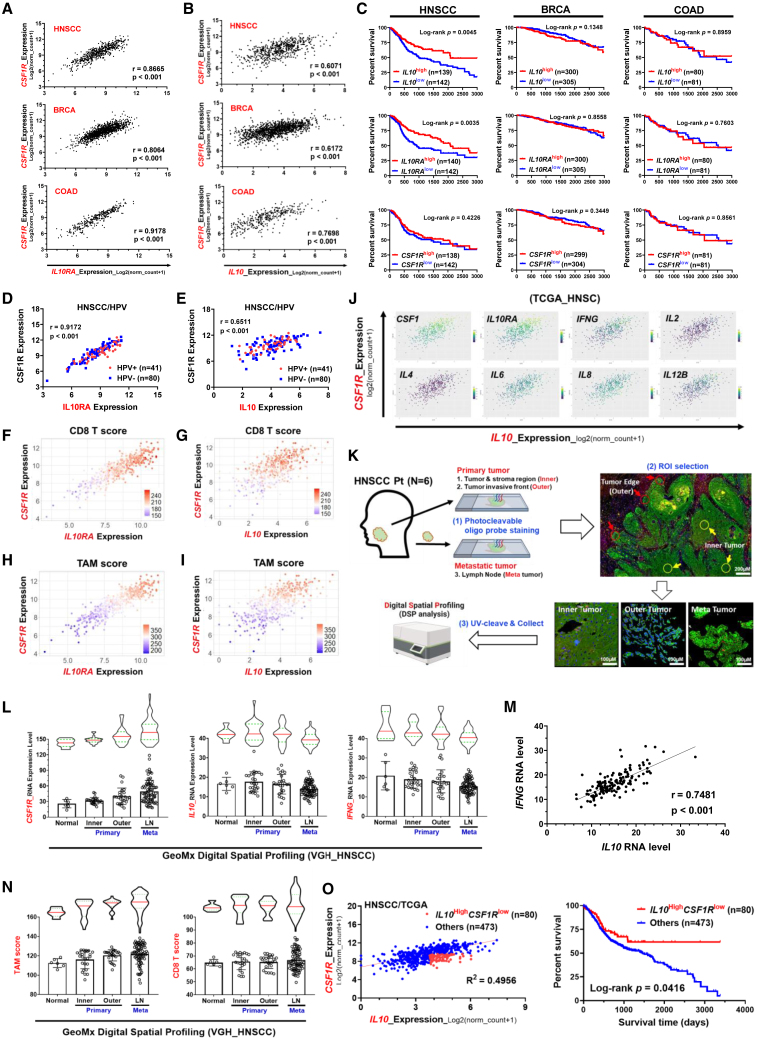
Clinical relevance of the expression levels of IL-10 and CSF-1R in patients with cancer (A and B) The correlation of RNA level between IL-10/IL-10-RA axis and CSF-1R of head and neck squamous carcinoma (HNSCC; N = 566), breast cancer (BRCA; N = 1,218), and colon adenocarcinoma (COAD; N = 329) in The Cancer Genome Atlas (TCGA) database. The correlation was determined by Pearson correlation (r). (C) Kaplan-Meier survival analysis of HNSCC-, BRCA-, or COAD- patients with different expression profiles of *IL*-*10*, *IL*-*10RA*, and *CSF1R*. High, upper quartile; low, lower quartile. p values were estimated by log-rank test. (D and E) The correlation of RNA level between IL-10/IL-10-RA axis and HPV positivity in TCGA-HNSCC cases. The correlation was determined by Pearson correlation (r). (F–I) 3D scatterplots for analyzing the expression of CD8^+^ T score and tumor-associated macrophage (TAM) score related to IL-10/IL-10RA axis and CSF1R in TCGA-HNSCC. CD8^+^ T or TAM scores were expressed from blue to red gradient color dots (low to high). The value expressed by RNA level (log2(norm_count+1)). (J) 3D scatterplots for the expression of different cytokine genes related to *IL*-*10* and *CSF1R* in TCGA-HNSCC. (K) Schematic outlines represent the approach of digital spatial profiling (DSP) analysis of human HNSCC (14 slides with 171 regions of interest [ROIs] analyzed from 6 patients). ROIs were categorized as peri-normal tissue (normal), primary tumor (inner tumor and outer tumor), and metastatic lymph node (LN). Scale bar, 100 or 200 μm as indicated. (L) DSP analysis of *CSF1R*, *IL*-*10*, and *IFNG* in ROIs of HNSCC samples. The ROIs (500 μm in diameter) were analyzed using a DSP CTA (Cancer Transcriptome Atlas) panel with 1825 RNA-binding oligonucleotide probes. (M) Correlation between expression levels of *IL*-*10* and *IFNG* from DSP data. The correlation was determined by Pearson correlation (r). (N) DSP analysis of the TAM score and CD8^+^ T score related to tumor spatial location in ROIs of HNSCC samples. (O) Left, a scatterplot of *IL*-*10* and *CSF1R* gene expression levels in TCGA HNSCC patients. Red dots indicate the patients with the top 50% of *IL*-*10* (IL-10^high^) and the bottom 50% of *CSF1R* (CSF1R^low^). Right, survival analysis between groups of IL-10^high^CSF1R^low^ (red line) and others (blue line). p value was estimated by a log-rank test.

We next examined the correlation of *IL-10/IL-10RA/CSF1R* and the expression of cytokine genes and immune cell signatures in HNSCC. First, we analyzed the correlation between *IL-10/IL-10RA*/*CSF1R* expression and CD8^+^ T cell score and TAM score in HNSCC. Coexpression of *IL-10/IL-10RA* and *CSF1R* was associated with a higher CD8^+^ T cell score and TAM score in both TCGA and TVGH cohorts (Figures 1F–1I and S1E–S11H). An increased expression of the cytokine genes *IFNG*, *IL-2*, *IL-6*, and *IL-12B* was noted in the *CSF1R*^high^*IL-10*^high^/*CSF1R*^high^*IL-10RA*^high^ patients (Figures 1J and S1I). We next examined the gene expression profiles from another set of TVGH HNSCC samples analyzed by the spatial transcriptomics technology Digital Spatial Profiler (DSP) (Tables S3A and S3B). The regions of interest (ROIs) were categorized as normal counterparts, inner tumors, outer invasive fronts, and metastatic tumors by a pathologist to represent their different levels of aggressiveness (Figure 1K). A gradually increased *CSF1R* from the inner tumors to the invasive fronts to the metastatic tumors was seen, whereas a trend of a decrease in *IL-10* and *IFNG* was noted from the inner tumors to the invasive fronts to the metastatic tumors (Figure 1L). A significant correlation between *IFNG* and *IL-10* was demonstrated in the analyzed ROIs (Figure 1M). To investigate the correlation between TAM and CD8^+^ T cells in DSP data, a gradual increase of the TAM score was noted from non-invasive inner tumors to the invasive/metastatic tumors; nevertheless, the change of CD8^+^ T cell score among different regions was not significant (Figure 1N). A significant correlation between TAM score and CD8^+^ T cell score was demonstrated (Figure S1J). The spatial transcriptomics result indicated that expression of *IL-10/IL-10RA* was associated with less invasiveness and an activated immune signature, whereas *CSF1R/*TAM score correlated with aggressiveness in HNSCC. Last, we analyzed the prognostic impact of *IL-10-CSF1R* in patients with HNSCC. A subgroup of patients with HNSCC with the *IL-10*^high^*CSF1R*^low^ profile had a favorable outcome (Figure 1O); on the contrary, *IL-10*^high^*CSF1R*^high^ did not have prognostic impact (Figure S1K). Taken together, the clinical data suggest a correlation of the expression of the *IL-10/IL-10RA* axis and *CSF1R* and an association of the *IL-10*^high^*CSF1R*^low^ profile with an immunostimulatory signature and favorable prognosis of patients with HNSCC. This finding implicates a potential therapeutic impact of the stimulation of the IL-10/IL-10R axis in combination with the blockade of CSF-1R for tumors with abundant macrophages and T cells.

### The anti-CSF1R-IL*-*10 fusion protein BF10 harbors the bioactivity of both IL-10 and anti-CSF1R

Based on the above clinical analysis, we generated anti-CSF1R-IL*-*10 antibody fusion proteins for subsequently experiments. The bifunctional anti-CSF-1R-IL-10 fusion protein (named BF10) consists of a murine immunoglobulin G2a (IgG2a) isotype anti-mCSF-1R antibody with a human IL-10 monomer fused to the heavy-chain C terminus via a linker sequence (Figure 2A). The fusion protein was generated based on the fact that human IL-10 could cross-react with mouse IL-10R^28^^,^^36^ and that the bioactivity of the IL-10 IgG fusion (IL-10-Fc) has been approved.^28^ SDS-PAGE was performed to validate the molecular weight of BF10. A higher molecular weight of the heavy chain of BF10 (∼65 kDa) compared with the original anti-CSF1R antibody (αCSF1R) heavy chain (∼50 kDa) was evident, while the molecular weight of light chains was the same (∼25 kDa) in BF10 and α-mCSF-1R (Figure 2B). BF10 harbored a similar binding affinity (Figure 2C) and neutralization capacity (Figure 2D) to mCSF-1R compared with α-mCSF-1R. The binding abilities of BF10 to mIL-10Rα and hIL-10-Rα were validated (Figures S2A–S22G).

**Figure 2:**
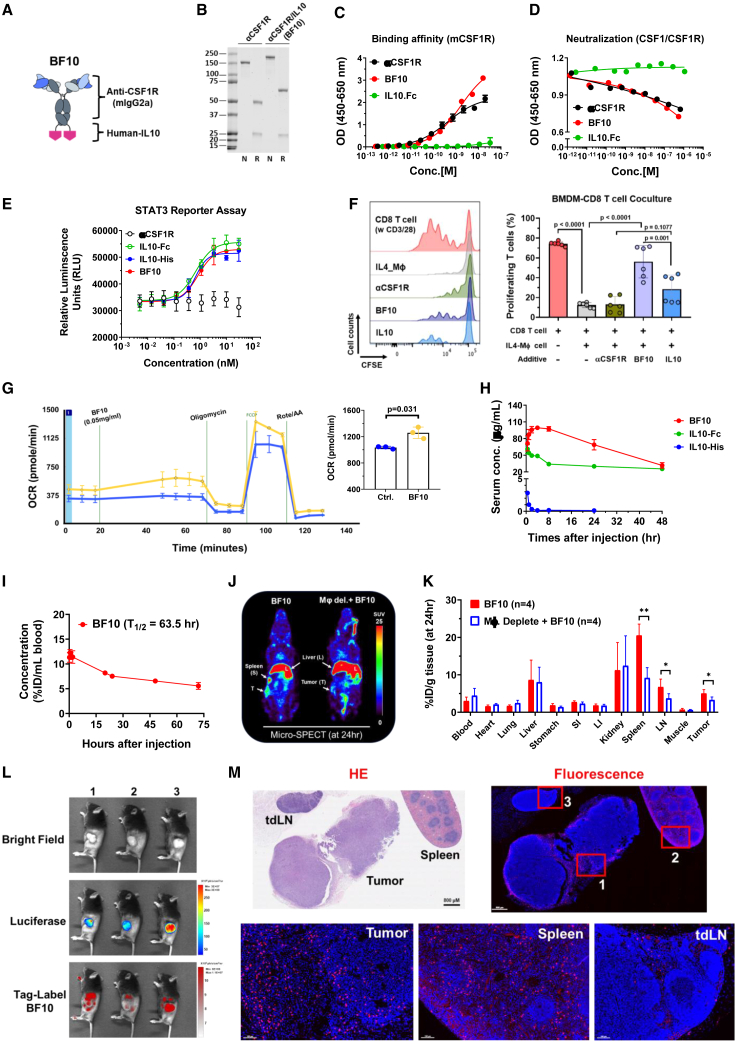
Generation and characterization of the bifunctional anti-CSF-1R-IL-10 fusion proteins (A) Schematic representation of the bifunctional anti-CSF-1R-IL-10 fusion protein (BF10). BF10 was designed by genetically fusing human IL-10 to the C terminus of the CSF-1R fragment (mouse IgG2a) separated by a 14 amino acid linker. (B) SDS-PAGE of BF10 and the anti-CSF-1R antibody. N, non-reducing; R, reducing. (C) Dose-dependent binding affinity of anti-CSF-1R Ab, BF10, and IL-10-Fc to recombinant mouse CSF-1R protein by ELISA. Calculated curve of one representative data of three independent experiments. Each point (OD value) was expressed as the average of two repeats and was presented as mean ± SD. (D) The competition activity of anti-CSF-1R, BF10, and IL-10-Fc. Serial dilutions of the test proteins were preloaded into the well before mouse CSF-1 to CSF-1R binding reaction. The values were measured by absorbance and expressed as an OD value (450–650 nm). Calculated curve of one representative data of three independent experiments was shown. (E) STAT3 reporter assay. IL-10RA-overexpressed HeLa cells were seeded into a 96-well plate with complete DMEM medium (10% FBS) at 37°C for 4 h. Serial dilutions of IL-10-His tag, IL-10-Fc, anti-CSF1R, and BF10 were added into well for 18 h. Luciferase activity was measured using ONE-Glo Luciferase Assay (Promega). The calculated curve of one representative data of three independent experiments was presented as mean ± SD. (F) Effects of BF10 on T cell proliferation. CFSE-labeled CD8^+^ T cells were activated with anti-CD3 and anti-CD28 in absence or presence of IL-4-primed BMDMs. 50 ng/mL anti-CSF-1R, IL-10, or BF10 was added as indicated. Data are cumulative results of two independent experiments (n = 6 per group). The results were shown as mean ± SD, and the statistics were calculated using one-way ANOVA with Tukey test. (G) Oxygen consumption rate (OCR) of CD8^+^ T cells with BF10 treatment. Isolated splenic CD8^+^ T cells from tumor-bearing mice were pretreated with BF10 (0.05 mg/mL) for 30 min and then sequential addition of the Seahorse assay reagents of oligomycin (1 μM), FCCP (0.5 μM), and Rot/antimycin A (1 μM) to examine the effect of BF10 on T cell metabolism. Representative curve is one of three independent experiments and n = 3 repeats per each assay. p value was calculated using Student's t test. (H) The serum concentration of BF10. Mice received the equivalent dose treatments of BF10 (20 mg/kg), IL-10-Fc (10 mg/kg), or IL-10-tag (5 mg/kg) using intravenous injection. 10 μL blood was diluted and collected as the indicated times (0.25, 1, 2, 4, 8, 24, 48, and 72 h) and was subjected to ELISA to detect the IL-10 concentration. (I) The biodistribution of ^111^In-BF10. Tumor-bearing mice with or without clodronate-liposome before BF10 injection. After 24 h, tissue samples were excised and weighted. The radioactivity of the sample was measured, and the value was expressed as a percentage of the injected dose per gram of sample (%ID/g). (J) The SPECT images of HNSCC/Q1-2 tumor-bearing mice receiving radiolabeled ^111^In-BF10 injection. Mice were imaged at 24 h after injection. T, tumor; S, spleen; L, liver. (K) The blood clearance kinetic of ^111^In-BF10. ^111^In-BF10 were intravenously (i.v.) injected, and blood samples were collected at the indicated time points. Data were expressed as the percentage injected dose per milliliter (%ID/mL). The half-life (T_1/2_) of the curve was estimated by Prism (v.9.2.0). p values were calculated using Student's t test. ∗p < 0.05 and ∗∗p < 0.01. (L and M) Representative images of the biodistribution of BF10. HNSC/Q1-2^Luciferase^ tumor-bearing mice were i.v. injected with Vivo680Tag-labeled BF10 (150μg) for 16 h before *in vivo* bioluminescence detection (L), and subsequently, tissues (tumor, spleen, or tdLNs) were isolated for fluorescence-Vivo680Tag detection (M). Scale bar, 100 or 800 μm as indicated.

We next examined the *in vitro* bioactivity of BF10. BF10 had a comparable ability to suppress CSF1-dependent proliferation of murine M-NFS-60 cells (Figure S2H). BF10 stimulated a similar degree of *STAT3* promoter activity in IL-10Rα-expressing HeLa cells as IL-10 did (Figure 2E). Next, we performed macrophage-CD8^+^ T cell coculture assays to examine whether BF10 treatment could sustain T cell proliferation. CD3/28-stimulated CD8^+^ T cells were cocultured with IL4-primed macrophages and were treated with either IL-10-Fc, α-mCSF-1R, BF10, or a control IgG. As expected, IL-4-primed macrophages suppressed T cell proliferation, and anti-mCSF1R antibody did not reverse this macrophage-mediated suppression of T cell proliferation. In contrast, both IL-10-Fc and BF10 effectively rescued T cell proliferation, and BF10 outperformed IL-10-Fc (Figures 2F and S2I). We further generated two clones of fusion proteins consisting of human αCSF-1R (α-hCSF-1R) and IL-10-Fc to validate the efficacy of αCSF-1R-IL-10 on human immune cells (Figure S2J). The fusion protein (huAb) reduced the viability of human macrophages (Figure S2K) and increased the secretion of interferon γ (IFN-γ) and granzyme B by human activated CD8^+^ T cells (Figure S2L). We examined the metabolic profiling of CD8^+^ cells treated with the BF10 *ex vivo* by an Agilent Seahorse analyzer because IL-10 induces metabolic reprogramming of T cells.^28^ BF10 increased the oxygen consumption rate of the splenic CD8^+^ T cells (Figure 2G). This result suggests that BF10 elicits a similar effect on metabolic reprogramming on CD8^+^ T cells as IL-10Fc did in the previous study.

We investigated the pharmacokinetic of BF10, IL-10-Fc, and IL-10-His *in vivo* by examination of the serum concentration of BF10 at different time points by ELISA. Both IL-10-Fc and BF10 had a longer, better half-life than IL-10-His. Interestingly, different patterns of serum concentration changes were noted between BF10 and IL-10-Fc (Figure 2H). We next examined the tumor targeting and tissue biodistribution of BF10 by intravenous injection of radiolabeled BF10 (^111^In-BF10) into tumor-bearing mice. The serum concentration of BF10 first validated in non-tumor-bearing mice with a half-life (T_1/2_) around 63.5 h (Figure 2I). Micro-single-photon emission computed tomography (SPECT)/CT images demonstrated an obvious uptake of ^111^In-BF10 in spleen, liver, lymph node, and tumor tissues. Depletion of macrophage significantly reduced BF10 accumulation in spleen, tumor, and lymph nodes (Figures 2J and 2K). We further applied another bioluminescence assay to confirm the binding capability of BF10 *in vivo*. We labeled BF10 with a near-infrared (NIR) fluorochrome, VivoTag. Labeled BF10 was intraperitoneally injected into mice bearing luciferase-expressing syngeneic murine HNSCC tumors, and mice were analyzed by IVIS imaging 16 h later, followed by collection of tumors, tumor-draining lymph nodes (tdLNs), and spleens for analysis. A combination of luciferase bioluminescence and VivoTag fluorescence imaging showed that BF10 accumulated in tumors as well as sporadic areas within the peritoneal cavity (Figure 2L). The VivoTag fluorescence images within the tissues confirmed the distribution of BF10 to tumors, tdLNs, and spleens (Figure 2M). In summary, these experiments confirm the bioactivity and specificity of the αCSF1R-IL-10 fusion proteins.

### The subcomponents IL-10 and α-mCSF1R both construct the antitumor activity of BF10

We examined the antitumor effect of BF10 in syngeneic murine tumor models. We first applied the mouse syngeneic cancer platform (MuScreen, CrownBio), and a total of 9 cancer cell lines were utilized. Suppression of tumor growth was observed in most types of cancers with the exception of prostate cancer (RM-1), albeit with a somewhat limited effect in Pan02 (pancreatic cancer) and lung cancer (B16BL6) (Figures S3A and S3B). There was a positive correlation between tumor growth inhibition and the percentage of estimated macrophages (Figure S3C), implying the potential of a better efficacy of BF10 on macrophage-enriched tumors. We subsequently focused on the antitumor activities of BF10 in HNSCC owing to the evidence from clinical sample analyses (Figure 1) and the high abundance of TAMs^37^^,^^38^^,^^39^ and relative immune responsiveness of HNSCC.^40^^,^^41^ Abundant infiltrated macrophages were found within the tumor microenvironment of the murine HNSCC syngeneic model, and the relative tumor growth inhibition (TGI) by BF10 is about 68.5% (Figures S3D and S3E). This result justified the selection of HNSCC as a candidate type of cancer for BF10 treatment. The antitumor efficacy of BF10 was validated in the subcutaneous tumor model formed from the syngeneic murine HNSCC cell line MTCQ1-2 (Figures S4A–S4D). We next examined whether BF10 harbored a better antitumor efficacy compared with its subcomponents (IL-10 and α-mCSF1R) in the subcutaneous HNSCC model. With the treatment of an equivalent molar ratio of BF10 or its subcomponents, IL-10-Fc and BF10 both significantly suppressed tumor growth, and BF treatment performed best among all groups. In contrast, α-mCSF1R barely repressed tumors (Figure 3A). A trend of better survival was noted in the BF10 group compared with IL-10-Fc, α-mCSF-1R, or control IgG (Figure 3B). BF10 did not induce splenomegaly (Figure 3C) and caused no deleterious effect in liver compared to the elevated liver enzymes in mice receiving α-mCSF1R treatment (Figure 3D).

**Figure 3:**
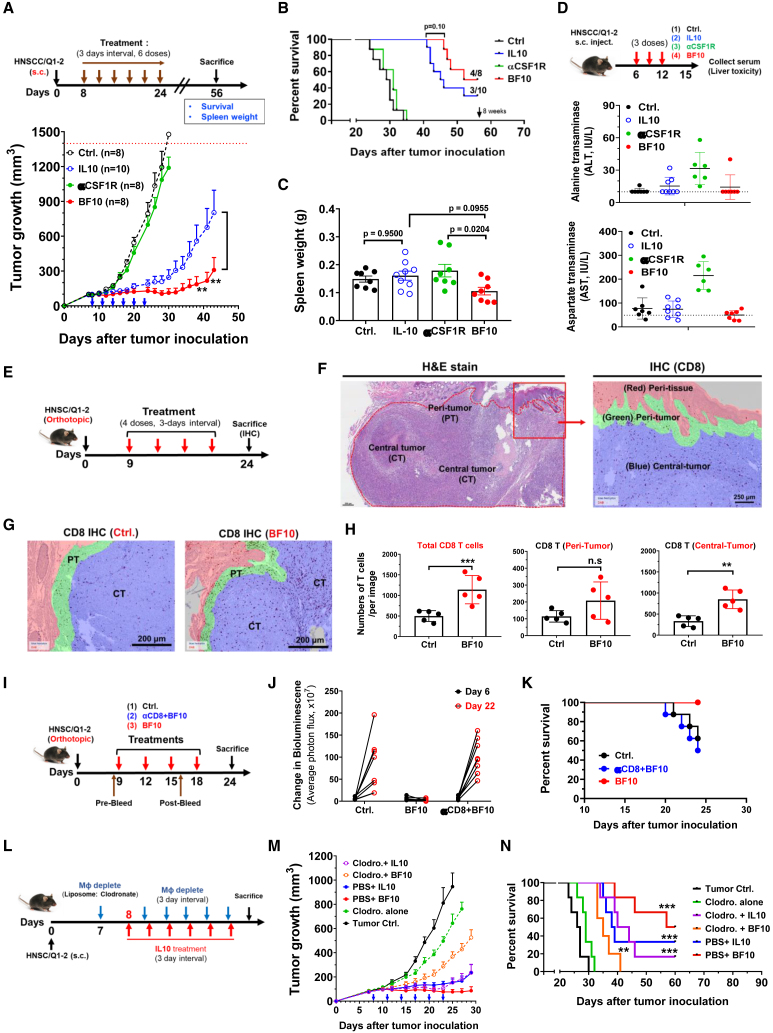
BF10 suppresses tumor growth via increasing tumor-infiltrating CD8^+^ T cells and TAM depletion (A–C) Experimental scheme. The HNSCC/Q1-2^Luciferase^ tumor cells (5 × 10^5^ cells) were subcutaneously inoculated into mice and received treatments of control (Ctrl)-IgG (30 mg/kg), IL-10-Fc (20 mg/kg), αCSF1R (30 mg/kg), or BF10 (36 mg/kg) for six doses as indicated. All mice received the equivalent dose treatment according to different molecular weights of antibody components as described in the STAR Methods. After 8 weeks, tumor growth curve (A), survival proportion (B), and spleen weight (C) were recorded and analyzed. The survival analysis was defined as death spontaneously within 1 month or a tumor burden size reaching 1,500 mm^3^ or a length >1.5 cm. Statistical analyses were evaluated using one-way ANOVA with post-hoc Tukey test. The survival was analyzed by Kaplan-Meier method and a log rank test. ∗∗p < 0.01. (D) Experimental scheme for assessing liver toxicity. Mice received a three-dose treatment as indicated and were sacrificed at day 15. Mouse serum was collected and examined for the levels of ALT and AST. The quantified results were presented as mean ± SD, and these statistics were calculated using unpaired Student’s t test (two groups comparison) and one-way ANOVA (more than 3 groups) with Tukey test. ∗∗p < 0.01. (E and F) The experimental schema with BF10 treatment (E) and an illustration of different tumor regions (F). The orthotopic HNSCC tumor tissues were collected for staining. Tumor tissue was separated into 3 regions, which are defined as peri-tumor (PT; green), central-tumor (CT; blue), and peri-normal tissue (red). Scale bar, 250 μm. (G) Representative images of the distribution of tumor-infiltrated CD8^+^ T cells with BF10 treatment. (H) Quantitative results of tumor-infiltrated CD8^+^ T cells within tumor tissues. Images were captured and analyzed by the Vectra Polaris Imaging System and Inform software. The average numbers of the CD8^+^ T cells were counted and expressed per field (1,397 × 1,048 μm^2^) using Inform software analysis. p values were calculated using Student's t test. ∗∗p < 0.01 and ∗∗∗p < 0.001. (I) Experimental scheme of CD8^+^ T cell depletion by administration with indicated treatments in orthotopic HNSCC tumor model. CD8^+^ T cell depletion was carried out using 200 μg anti-CD8 antibody (i.p. every 3 days) simultaneously with or without BF10. (J) Bioluminescence intensity measured and quantified using Xenogen IVIS 100 imaging system on days 6 and 22 for indicating the tumor growth. (K) The Kaplan-Meier survival curve of the tumor-bearing mice receiving control (n = 8), BF10 (n = 8), and anti-CD8 plus BF10 (n = 7). The death of mice was recorded when they died spontaneously, had a tumor diameter of 1.5 cm, or had their eating behavior affected at day 24. (L) Scheme of the macrophage depletion experiment. Tumor-bearing mice were treated with clodronate-liposome (200 μL per 20 g body weight), followed by cotreatment of IL-10-Fc or BF10 with a 3 day interval for following tumor growth and survival. (M and N) Tumor-bearing mice (N = 6–7 per group) received the treatments as indicated. Tumor size was measured by digital caliper, and tumor volume was calculated using the formula V = (length × width × width)/2. Values represent tumor growth curve in all groups (M). The survival was analyzed by Kaplan-Meier method and a log-rank test (N). ∗∗p < 0.01 and ∗∗∗p < 0.001.

We next investigated the influence of different treatments on immune cells in the HNSCC model. Increased CD8^+^ T cells and reduced CD11b^+^Ly6C^+^ monocyte numbers were noted in the peripheral blood of BF10-treated mice compared with control (Figure S4E). A significant enrichment in the infiltration of CD8^+^ T cells was shown in the tumors after BF10 treatment (Figure S4F), especially in the central part of tumors (Figures 3E–3H and S4G). We further examined the tumor samples from four treatment groups (control, IL-10-Fc, α-mCSF-1R, BF10). BF10 treatment recruited more CD8^+^ T cells to the central tumor part and reduced F4/80^+^ TAM infiltration. α-mCSF-1R treatment reduced TAMs without significantly affecting intratumoral CD8^+^ T cells. IL-10-Fc marginally increased intratumoral CD8^+^ T cells without affecting TAMs (Figure S5A). Furthermore, we conducted an investigation into the influence of BF10 on various mouse models, including orthotopic and subcutaneous injection models, as the immune microenvironments in these models may differ. Orthotopic tumors exhibited a greater infiltration of CD8^+^ T cells and macrophages compared with the control group. Notably, administration of BF10 significantly amplified the influx of CD8^+^ T cells in tumors from both models, and this effect was more pronounced in the orthotopic model (Figure S5B).

We further examined whether both subcomponents of BF10 (IL-10 and α-mCSF1R) contributed to the antitumor efficacy through modulating their corresponding immune cells, i.e., CD8^+^ T cells by IL-10 and TAMs by α-mCSF1R. We first depleted CD8^+^ T cells in BF10-treated tumor-bearing mice (Figure 3I). Successful depletion of CD8^+^ T cells was confirmed by analyzing the post-treatment blood and tumor samples (Figures S6A and S6B). Depletion of CD8^+^ cells abrogated the antitumor effect of BF10 (Figures 3J, 3K, S6C, and S6D). We next depleted TAMs to confirm the antitumor role of the α-mCSF1R subcomponent in BF10 (Figure 3L). IL-10-Fc or BF10 monotherapy effectively suppressed tumor growth and possessed survival benefits as expected. Treatment with the macrophage-depleting agent clodronate-liposome suppressed tumor growth and improved survival marginally. Cotreatment with clodronate-liposome and IL-10-Fc showed a similar result to IL-10-Fc monotherapy. Importantly, cotreatment with clodronate-liposome and BF10 significantly attenuated the antitumor activity of BF10 (Figures 3M and 3N). Taken together, the above results indicate that BF10 provides potent antitumor effect and survival benefit and that both subcomponents of BF10 (IL-10 and α-mCSF1R) contributed to the antitumor efficacy.

### BF10 modulates tumor-infiltrated immune cells and elicits immune activation

We next examined the impact of BF10 on the tumor-infiltrated immune cells in the murine orthotopic HNSCC model (Figure 4A). BF10 showed the most prominent increase in the infiltration of CD8^+^ T cells. Reduction of TAMs was shown both in the αCSF-1R- and BF10-treated groups. A slightly increased trend in CD4^+^ T cell was noted in the BF10-treated group compared with the control group (Figures 4B–4D). We further investigated the composition of infiltrated CD8^+^ T cells (Figures 4E and 4F; the gating strategy of flow cytometry is in Figure S7). Both IL-10-Fc and BF10 treatments significantly increased the GZMB^+^ cytotoxic population of CD44^+^CD8^+^ T cells within the TME (Figure 4E). In addition, different subsets of exhausted CD8^+^ T cells responding to IL-10-Fc and BF10 was noted. BF10 treatment expanded the terminally exhausted CD8^+^ T cells (Term Tex) population with a relatively mild increase in progenitor exhausted CD8^+^ T cells (Prog Tex) (Figure 4F). In contrast, IL-10-Fc increased the Prog Tex population without significantly influencing the Term Tex population. We next applied the multicolor immunofluorescent (mIF) staining to examine the influence of BF10 treatment on infiltrated immune cells. Consistently, BF10 performed best at increasing the infiltrated CD8^+^ T cells compared with its subcomponents (Figures 4G and 4H), and BF10 increased GZMB^+^ cells as expected (Figure S8A). We examined the tdLNs and spleen from BF10-treated mice. Treatment with BF10 significantly boosted the proliferation of immune cells in the germinal centers of spleens and tdLNs (Figures 4I, S8D, and S8E). Further examination of tdLNs showed that BF10 treatment increased the numbers as well as the density of CD8^+^PD-1^+^, CD8^+^PD-1^+^Ki67^+^, and CD19^+^ cells (Figures 4J, 4K,S8C, S8D, and S8F). The above results indicate that BF10 enriches the number and activity of tumor-infiltrated T cells as well as induces immune activation.

**Figure 4:**
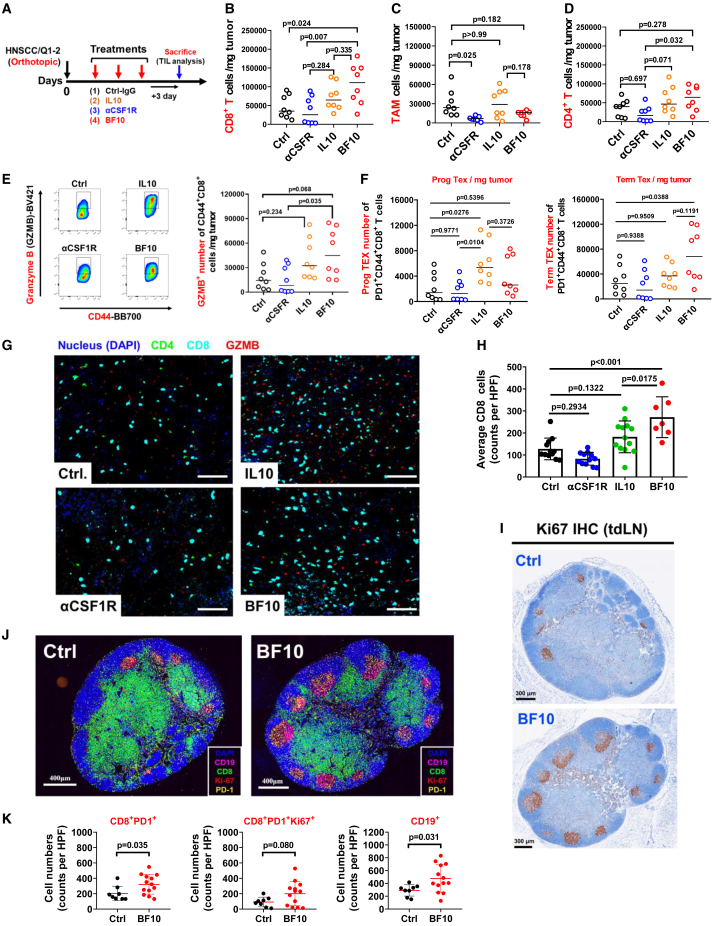
BF10 repopulates infiltrated immune cells in tumor tissues and LNs (A) Experimental scheme. The HNSC/Q1-2 tumor cells (5 × 10^5^ cells) were orthotopically inoculated into mice, followed by administrations of the indicated components (Ctrl-IgG, IL-10-Fc, αCSF1R, and BF10) with a 3 day interval for 3 doses. Tumor-infiltrated CD45^+^ immune cells were assessed by flow cytometry. (B–D) Population of CD8^+^ T cells (B), TAMs (C), and CD4^+^ T cells (D) in tumors from the indicated groups. (E) Representative plots (left) and population (right) of the granzyme B (GZMB)-producing tumor-infiltrating T cells from the indicated tumors. (F) Representative population of the TCF1^+^ Tim3^−^ T cells (Prog Tex) and the TCF1^−^ Tim3^+^ T cells (Term Tex) among total tumor-infiltrating CD44^+^ PD-1^+^ CD8^+^ T cells from the indicated mice. (G–H) Representative images of CD8^+^ T cell numbers from the indicated groups. (G) Multiplexed immunofluorescence (mIF) staining performed with Opal 7-Color IHC kit (PerkinElmer) for CD4 (green), CD8 (sky blue), GZMB (red), and nuclei (hyacinth). Representative composite images obtained and quantified by the Vectra Polaris Imaging System and Inform software. Scale bar, 100 μm. (H) Quantitative result of CD8^+^ T cells. (I–K) Representative image of Ki67 expression in tumor-draining LNs (tdLNs). (I) The isolated tdLN examined by immunohistochemistry (IHC). The brown color indicates Ki67^+^ cells. Scale bar, 300 μm. (J) Representative mIF images of tdLN. The isolated tdLNs were stained with DAPI (blue), CD8 (green), PD-1 (yellow), FoxP3, CD19 (pink), and Ki67 (red). Whole-tissue composite images were captured and analyzed with the Vectra Polaris Imaging System and Inform software. Scale bar, 400 μm. (K) Quantification of the cell number of CD8^+^PD1^+^, CD8^+^PD1^+^Ki67^+^, and CD19^+^ cells in the BF10-treated versus control group. The data were presented as mean ± SD, and the statistics were calculated using unpaired Student’s t test. (two group comparison) and one-way ANOVA (more than 3 groups) with an appropriate test. ∗∗p < 0.01.

### BF10 activates multiple immune-related signaling pathways and expands the clonal diversity of tumor-infiltrated T cells

We compared the impact of BF10 treatment on the transcriptomic changes of tumors to the subcomponent treatment (IL-10-Fc and α-mCSF1R) (Figure 5A). A gene set enrichment analysis (GSEA) showed that BF10 treatment was associated with the signature of IFN-γ response (Figure 5B), IFN-α response (Figure 5C), inflammatory response (Figure 5D), complement (Figure 5E), and genes upregulated in CD8^+^ T cells (GEO: GSE41867) (Figure 5F). Moreover, the BF10 treatment group revealed the most enriched expanded immune signature (Table S4)^42^ compared with IL-10-Fc, αCSF1R, and control (Figure S9A). Single-sample GSEA (ssGSEA) revealed a gene expression profile of BF10-treated tumors compared with the treatment of subcomponents or control (Figure 5G).

**Figure 5:**
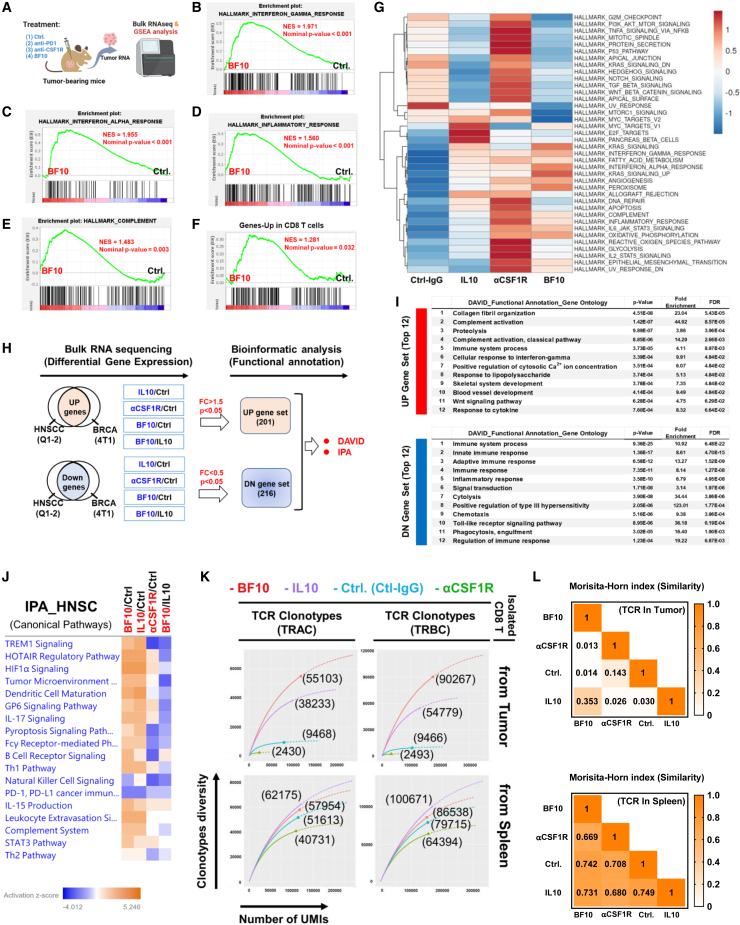
Transcriptomic and TCR repertoire analysis of the samples from mice treated with BF10 versus its subcomponents (A) An illustration of mice receiving the indicated treatment followed by tumor isolation for bulk RNA-seq and gene set enrichment analysis (GSEA). (B–F) Enrichment plots of genes sets in BF10 versus control in mouse tumor samples. Significant pathways were identified by GSEA gene set of IFN-γ response (B), IFN-α response (C), inflammatory response (D), complement (E), and genes upregulated in CD8 T cells (GEO: GSE41867) (F). (G) The heatmap of GSEA enriched pathways in treatment groups. The normalized enrichment score (NES) and p value are shown. (H) Schema of bioinformatic strategy to study the effect of BF10 within tumor microenvironment. Tumors derived from two syngeneic tumor models (HNSC/Q1-2 and BRCA/4T1) treated with BF10, IL-10-Fc, αCSF-1R, or control were collected for bulk RNA-seq to investigate the differentially expressed genes (DEGs; >1.5-fold and p < 0.05 or <0.5-fold and p < 0.05). DEGs were analyzed using 2 modules: (1) Bioinformatics Database for Annotation, Visualization, and Integrated Discovery (DAVID; https://david.ncifcrf.gov/) and (2) Ingenuity Pathway Analysis (IPA). (I) DAVID functional Gene Ontology analysis. (J) IPA. (K) Immune repertoire TCR sequencing of CD8^+^ T cells. Tumor-bearing mice received treatments of Ctrl-IgG, IL-10, anti-CSF1R, or BF10 for 3 doses, followed by RNA extraction of isolated CD8^+^ T cells for TCR immune repertoire analysis. The data are shown as clonotype diversity and distribution of both TRAC and TRBC CDR3 sequencing from tumor and spleen. The number of the bracket indicates observed diversity in the enrichment metrics of QIAseq-RNA Immune Repertoire Application. (L) Examination of the TCR immune repertoire using Morisita-Horn index.

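Table S9 also reports the percentage of clonotypes that hold the top 50% of UMIs, which is low when few clonotypes dominate. In tumors, this share was 24.6% of TRAC clonotypes for BF10 (95% interval 24.5% to 24.8%), 23.2% for IL-10-Fc (23.0% to 23.3%), 4.30% for control IgG (4.15% to 4.45%) and 2.47% for αCSF1R (2.28% to 2.66%). For TRBC it was 27.4% for BF10 (27.3% to 27.5%), 24.5% for IL-10-Fc (24.3% to 24.6%), 1.12% for αCSF1R (1.08% to 1.17%) and 0.792% for control IgG (0.759% to 0.825%). In spleens, it lay between 25.2% and 25.9% for TRAC and between 27.1% and 30.5% for TRBC. At the size of the smallest library of the tissue, the tumor share for TRBC was 41.1% for BF10 and 31.1% for IL-10-Fc, the largest change in these shares under the alternatives tried. The most abundant TRBC clonotype of the control IgG tumor library, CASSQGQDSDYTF with Trbv5 and Trbj1-2, had 11032 of 104036 TRBC UMIs, or 10.6% (95% Wilson interval 10.4% to 10.8%). In the αCSF1R tumor library it was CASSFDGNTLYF with Trbv15 and Trbj1-3, at 4.99% (4.76% to 5.23%). In the IL-10-Fc tumor library it was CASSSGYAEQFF with Trbv14 and Trbj2-1, at 0.366% (0.334% to 0.400%), and in the BF10 tumor library it was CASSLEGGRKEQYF with Trbv3 and Trbj2-7, at 0.169% (0.151% to 0.189%). The most abundant TRAC clonotypes in tumors were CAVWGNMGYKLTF with Trav9n-3 and Traj9 for control IgG, at 7.70% (7.51% to 7.88%), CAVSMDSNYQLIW with Trav9n-3 and Traj33 for αCSF1R, at 6.33% (6.03% to 6.65%), and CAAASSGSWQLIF with Trav7d-2 and Traj22 for IL-10-Fc, at 1.99% (1.91% to 2.08%). In the BF10 tumor library it was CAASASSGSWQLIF with Traj22, at 0.148% (0.127% to 0.172%), a clonotype that the V region assignment leaves between Trav14d-3-dv8 and Trav14n-3 and that was listed in 12 of the 12 libraries. In spleens, the most abundant TRBC clonotype took 0.0769% of TRBC UMIs for control IgG (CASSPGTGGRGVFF with Trbv29 and Trbj1-1), 0.0162% for IL-10-Fc (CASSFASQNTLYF with Trbv14 and Trbj2-4), 0.388% for αCSF1R (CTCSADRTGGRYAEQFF with Trbv1 and Trbj2-1) and 0.172% for BF10 (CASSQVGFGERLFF with Trbv5 and Trbj1-4). The most abundant TRAC clonotype of the control IgG spleen library was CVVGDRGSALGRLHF with Traj18, whose V region was assigned to Trav11 or Trav11d, at 0.184%, and that of the other 3 spleen libraries was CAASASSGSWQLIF with Traj22 and Trav14-2 or Trav14n-2, at 0.156% to 0.191%. Trbv5, on chromosome 6 of GRCm38 from 41062332 to 41062803, had the largest share of TRBC UMIs in control IgG tumors and the largest difference between BF10 and control IgG tumors, at 14.0% (13.8% to 14.2%) for control IgG, 6.63% for αCSF1R, 2.53% for IL-10-Fc and 2.43% (2.36% to 2.51%) for BF10. Trbv29 (chromosome 6, 41271394 to 41271881) had the largest share in control IgG spleens, at 13.2%, with 14.2% for IL-10-Fc, 13.3% for αCSF1R and 9.39% for BF10. Of the Trbv5 UMIs of control IgG tumors, 14572 in all, 11032 belonged to the leading TRBC clonotype. On the same build, Trbv3 (41048290 to 41048828), Trbv14 (41135145 to 41135616) and Trbv15 (41141188 to 41141658) lie on chromosome 6, and Trav7d-2 (52683964 to 52684472), Trav14d-3-dv8 (53078452 to 53079045), Trav9n-3 (53231433 to 53232102) and Trav14n-3 (53370077 to 53370575) lie on chromosome 14.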

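Taken chain by chain, the Morisita-Horn index between spleen libraries was higher for TRAC than for TRBC. It lay between 0.365 and 0.440 over the 6 pairs of treatments for TRAC and between 0.0210 and 0.0406 for TRBC. In tumors it lay between 0.0017 and 0.0707 for TRAC and between 0.0015 and 0.0536 for TRBC, and the pair with the highest index was BF10 and IL-10-Fc for both chains. With CDR3 amino acid sequences in place of clonotypes and all 4 chains, the index between BF10 and control IgG was 0.0136 in tumors and 0.743 in spleens, and that between BF10 and IL-10-Fc was 0.353 and 0.732.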

Next, we investigated potential signaling pathways influenced by BF10. We enrolled two syngeneic murine tumor models (4T1/Balb-c BRCA model and MTCQ1-2/C57BL/6 HNSCC model) to reduce the influence of tumor-type-specific effect and treated the mice with control IgG, IL-10-Fc, αCSF-1R, or BF10. Tumors were obtained for RNA sequencing (RNA-seq) and for further analysis of the consistently upregulated/downregulated genes in both models (Figure 5H; Tables S5 and S6 for HNSCC and S7 and S8 for BRCA). A significant proportion of the top 12 upregulated/downregulated gene-related pathways were associated with immune responses (Figure 5I), which validated the immunomodulatory effects of these agents. We further focused on examining the genes/pathways influenced by different treatments in HNSCC through multiple comparisons. Compared with the control group, both BF10 and IL-10-Fc activated the expression of immune-related genes and pathways, effects that were mostly not observed in the αCSF-1R-treated group. For example, *Wnt7a*, *Mmp9*, *Stfa2*, *C1s2*, *Elane*, *Apo11a*, and *H2-Dmb2* were upregulated in IL-10-Fc- and BF10-treated samples but not in αCSF1R-treated tumors. In contrast, *Clec4a*, *Clec4b1*, *Dpep2*, *Slamf9*, and *Lilra5*α were downregulated in the αCSF1R group but not in the IL-10-Fc and BF10 groups (Figures S9B–S9D). Many pathways, such as TREM1 signaling, the TME pathway, DC maturation, Fcγ receptor-mediated phagocytosis, leukocyte extravasation signaling, and the complement system, were activated both in the IL-10-Fc- and BF10-treated samples but not in the αCSF1R-treated tumors (Figure 5J). Two pathways were specifically activated in the BF10-treated group compared with the IL-10-Fc group: B cell receptor signaling and IL-15 production (Figure 5J).

Recognition of tumor-associated antigen by T cell receptor (TCR) is a major determining factor for effective antitumor immune response. High diversity of TCR repertoire is associated with a better prognosis and with better responses to immune checkpoint blockade therapies.^43^^,^^44^ Here, we analyzed the TCR repertoire of CD8^+^ cells harvested from tumors, tdLNs, and spleens of mice receiving treatment of BF10 or subcomponents versus control (Figure S9E). 

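RNA of CD8+ T cells, isolated with magnetic beads against CD8, was made into 12 TCR libraries, 1 for each of 4 treatments (control IgG, IL-10-Fc, αCSF1R and BF10) in each of 3 tissues (tumor, spleen and tdLN). According to the sample labels, RNA of 3 mice was mixed for each library, and the mice had received 3 doses at intervals of 3 days. The labels give 30 mg/kg for every treatment. The methods give 30 mg/kg of control IgG, 20 mg/kg of IL-10-Fc, 30 mg/kg of αCSF1R and 36 mg/kg of BF10, and Fig. S9E draws control IgG at 20 mg/kg. The deposited data hold 1 library per treatment and tissue (n = 1), without replicates, so no SD and no test across treatments could be computed. The intervals printed with the values cover counting error only. The paper's statistics section states that all experiments had independent replicates, and it does not say whether replicate TCR libraries were made. A UMI marks a cDNA molecule, so PCR copies are counted once, but several molecules from one cell are counted separately. The authors' analysis portal grouped reads by UMI and assigned a V region, a J region and a CDR3 to each consensus. The deposited values are counts of UMIs per clonotype supported by at least 3 reads, without normalization, and the fraction these make of the UMIs of their chain. A clonotype is a chain (TRAC, TRBC, TRGC or TRDC) with its V region, J region and CDR3 nucleotide sequence. The paper's Table S9 reports between 3469515 and 6379191 read pairs per library. Summed over the 4 chains, the tumor libraries held 192168 UMIs for control IgG, 230941 for IL-10-Fc, 61965 for αCSF1R and 295394 for BF10. The spleen libraries held 273833, 290112, 269407 and 275461 UMIs in the same order of treatments, and the tdLN libraries held 238672, 340888, 290776 and 277580 UMIs. From these counts, the number of clonotypes was taken for each library and chain, as listed and as the expected number among equal numbers of UMIs (analytic rarefaction). Overlap between libraries was computed with the Morisita-Horn index on UMI shares. Choices that could change these values are the depth at which libraries are compared, the number of reads or UMIs required, whether V and J regions enter the definition of a clonotype, and which chains enter the index.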

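In tumors, the BF10 library listed 55103 TRAC clonotypes (95% interval 54899 to 55307, from 200 resamplings of its UMIs), against 38233 (38095 to 38371) for IL-10-Fc, 9468 (9406 to 9530) for control IgG and 2430 (2395 to 2465) for αCSF1R. It listed 90267 TRBC clonotypes (90017 to 90517), against 54779 (54599 to 54959) for IL-10-Fc, 9466 (9407 to 9525) for control IgG and 2493 (2454 to 2532) for αCSF1R. The ratio of BF10 to the highest other treatment, IL-10-Fc, was 1.44 (1.43 to 1.45) for TRAC and 1.65 (1.64 to 1.66) for TRBC. Of the alternatives tried, the inverse Simpson index of UMIs in place of the number of clonotypes moved the tumor ratio most, to 11.8 for TRAC. This index squares the shares, so it depends strongly on the leading clonotype. That clonotype held 1.99% of TRAC UMIs for IL-10-Fc, against 0.148% for BF10. The tumor libraries differed in size, so the expected number of clonotypes was also taken at the size of the smallest library. Equal UMIs are not equal numbers of T cells, and cell numbers per library were not available. Among 32784 TRBC UMIs, the expected number was 27798 for BF10, 23816 for IL-10-Fc, 6633 for control IgG and 2493 for αCSF1R, and the ratio of BF10 to IL-10-Fc was 1.17. Among 23650 TRAC UMIs, the ratio was 1.14. In tdLNs, the BF10 library listed 38898 TRAC clonotypes (38725 to 39071), against 63371 (63165 to 63577) for IL-10-Fc, 46550 (46377 to 46723) for control IgG and 43136 (42957 to 43315) for αCSF1R, a ratio to the highest other treatment of 0.614 (0.610 to 0.618). These libraries held 55901 TRAC UMIs for BF10, 65745 for αCSF1R, 101598 for control IgG and 137078 for IL-10-Fc. Among 55901 UMIs, the expected number of TRAC clonotypes was 38898 for BF10, 38298 for αCSF1R, 36796 for IL-10-Fc and 33495 for control IgG, and the ratio rose to 1.02. The BF10 and αCSF1R tdLN libraries listed 151105 (150745 to 151465) and 151480 (151109 to 151851) TRBC clonotypes, a difference not detectable at this depth, against 106279 (106009 to 106549) for IL-10-Fc and 71579 (71349 to 71809) for control IgG. Among 124488 TRBC UMIs, the expected numbers were 99948 for BF10, 98324 for αCSF1R, 82468 for IL-10-Fc and 71579 for control IgG. In the BF10 tdLN library, 80.6% of TRBC clonotypes had a single UMI, against 78.6% for αCSF1R, 58.2% for IL-10-Fc and 56.2% for control IgG. With clonotypes of at least 2 UMIs only, the ratio of BF10 to the highest other treatment in tdLNs fell to 0.299 for TRAC and 0.660 for TRBC. In spleens, the IL-10-Fc library listed 62175 TRAC clonotypes (61974 to 62377) and 100671 TRBC clonotypes (100387 to 100955). The highest other treatment was BF10, with 57954 (57771 to 58137) and 86538 (86300 to 86776), which gave ratios of 1.07 (1.07 to 1.08) and 1.16 (1.16 to 1.17). Control IgG spleens had 51653 and 79715, and αCSF1R spleens had 40731 and 64394. The TRAC ratio in spleens fell below 1, to 0.994, with clonotypes of at least 2 UMIs. The paper gives these observed numbers in Table S9 and shows them by treatment within each tissue (Figs. 5K and S9F). Read by eye, some entries of these figures differ in digits from Table S9. The tdLN labels of Fig. S9F look swapped between treatments. The paper states that clonotype diversity was highest with BF10 in tumors and tdLNs and that IL-10-Fc increased it in spleens.

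**Figure D1:**
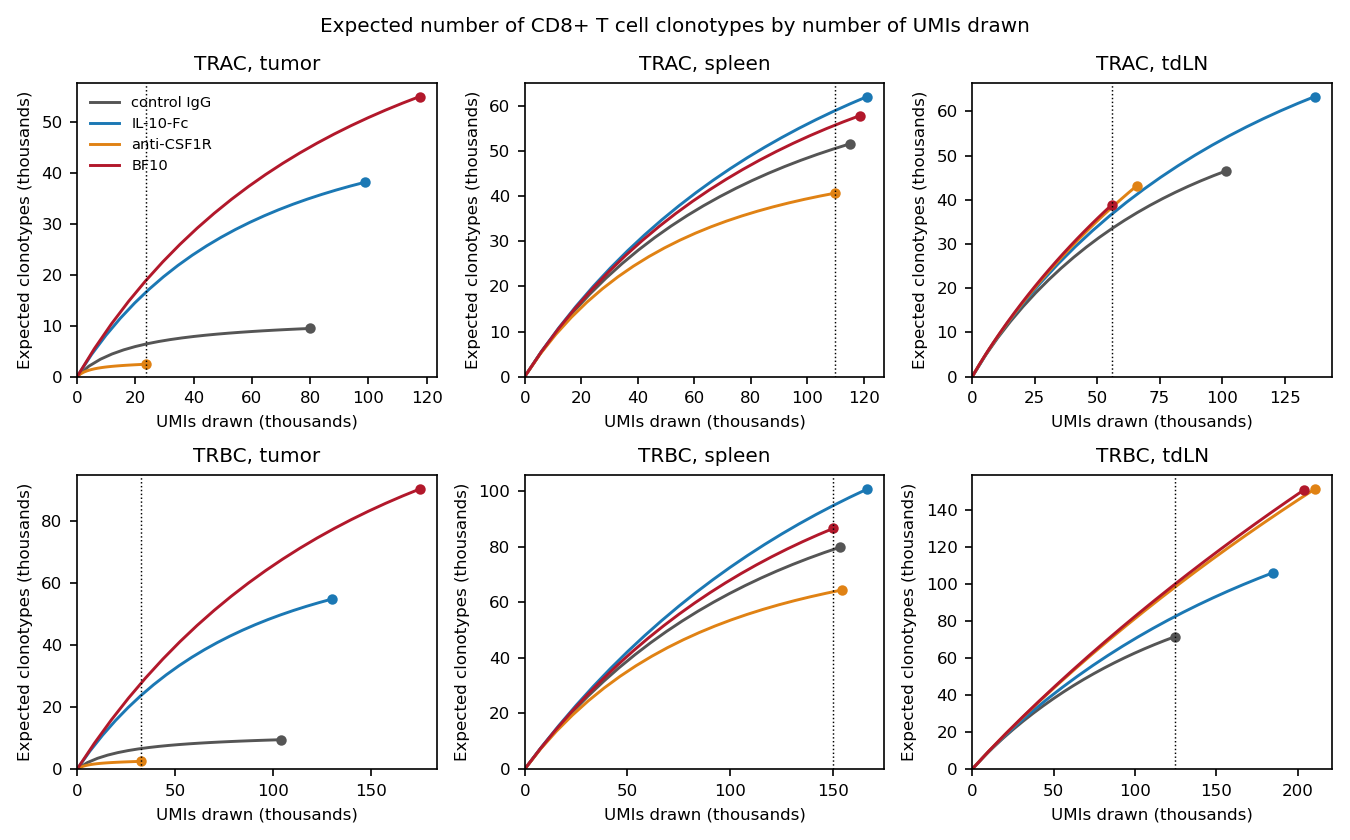
Expected number of TRAC (top) and TRBC (bottom) clonotypes against the number of UMIs drawn, in tumor, spleen and tdLN libraries. Each line is 1 library (control IgG, IL-10-Fc, anti-CSF1R or BF10), the point at its end is the observed number, and the dotted line marks the smallest library of the panel. In tumors the BF10 and IL-10-Fc lines lie above those of control IgG and anti-CSF1R, and in tdLNs the BF10 line for TRAC ends at 55901 UMIs.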

Tumor-specific TCRα and TCRβ sequencing demonstrated that the CD8^+^ cells from tumors or tdLNs of BF10-treated mice harbored the highest clonotype diversity compared with the other groups, whereas IL-10-Fc treatment increased the diversity of the TCR repertoire of CD8^+^ cells from spleen (Figures 5K and S9F). 

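The Morisita-Horn index is 0 for libraries that share no clonotype and 1 for libraries with the same clonotypes at the same shares of UMIs. With all 4 chains and the clonotypes as listed, the index of the BF10 tumor library was 0.0030 with control IgG (95% interval 0.0028 to 0.0033), 0.0046 with αCSF1R (0.0041 to 0.0050) and 0.0640 with IL-10-Fc (0.0594 to 0.0686). Among the other tumor libraries, it was 0.0239 between αCSF1R and control IgG (0.0225 to 0.0252), 0.0069 between IL-10-Fc and control IgG (0.0063 to 0.0074) and 0.0054 between IL-10-Fc and αCSF1R (0.0048 to 0.0060). In spleens, the index lay between 0.200 (IL-10-Fc and αCSF1R) and 0.273 (IL-10-Fc and control IgG), with 0.271 (0.263 to 0.279) between BF10 and control IgG. In tdLNs, it lay between 0.823 (BF10 and control IgG, 0.806 to 0.839) and 0.954 (BF10 and αCSF1R, 0.949 to 0.959). Of the alternatives tried for BF10 and control IgG, the one that moved the index most in tumors was the Sorensen index, which uses presence only, at 0.0216, and in tdLNs it was TRBC clonotypes only, at 0.0353.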

The Morisita-Horn calculation index and the TCR clonotype report supported the fact that BF10 treatment induces the most clonotype diversity compared with the other treatments (Figures 5L and S9G; Table S9). In summary, the above results indicate that BF10 outperforms subcomponent treatments in the active immune signature of tumor samples and that BF10 increases TCR clonotype diversity in CD8^+^ cells from tumors and tdLNs to the greatest extent compared with subcomponents or control.

### BF10 repopulates tumor-infiltrated T cells by increasing Term Tex cells and reducing regulatory T cells

To further understand the impact of BF10 on tumor-infiltrated immune cells, single-cell RNA-seq (scRNA-seq) was performed in murine orthotopic HNSCC tumors treated with IL-10-Fc, αCSF1R, BF10, or a control IgG. CD45^+^ cells were isolated from the tumor samples and analyzed using scRNA-seq, and CD45^−^ cells were reserved for bulk RNA-seq analysis. The flowchart is illustrated in Figure 6A. Bulk RNA-seq of the CD45^−^ cells showed that BF10 was associated with the reactive oxygen species (ROS) pathway, IFN-γ response, and inflammatory response as compared with the control treatment (Figure S10A). Compared with the IL-10-Fc treatment group, BF10 treatment was also more closely associated with the signatures of ROS, IFN-γ response, and inflammatory response (Figure S10B). For scRNA-seq of CD45^+^ cells, sorted tumor-infiltrated leukocytes (19,558 cells) were clustered into 7 groups (Figure 6B). The expression of the immune markers in different clusters is shown in Figures 6C and 7, and the populations of immune cells were defined as shown in Figure 6D. Among the three treatment groups, T cells were mostly enriched in the BF10 group. TAMs were depleted in the αCSF-1R group and reduced in the BF10 group, as expected. Interestingly, monocytes were significantly reduced in all three treatment groups, and NK cells were most prominently enriched in the αCSF-1R group. An unexpected increase in neutrophils was noted in the BF10 group (Figure 6E). We further dissected the T cell subpopulations. By observing the relative percentages of subgroups, BF10 reduced the regulatory T cell (Treg) population and increased the Term Tex population, whereas the IL-10-Fc group also increased the Term Tex population, albeit to a lesser degree, without significantly influencing Tregs. αCSF1R treatment did not influence the T cell subpopulations (Figures 6F and 6G). BF10 upregulated the genes related to T cell exhaustion more significantly than IL-10-Fc (Figure 6H). To address the role of neutrophils in BF10-mediated antitumor effect, a neutrophil-depletion experiment was performed. Neutrophil depletion causes a minor effect on tumor growth and survival of the mice (Figures S10C–S10F). In summary, the results indicate that BF10 shapes T cell subpopulations by increasing CD8^+^ Term Tex and reducing the percentage of Tregs, which may contribute to its antitumor effect.

**Figure 6:**
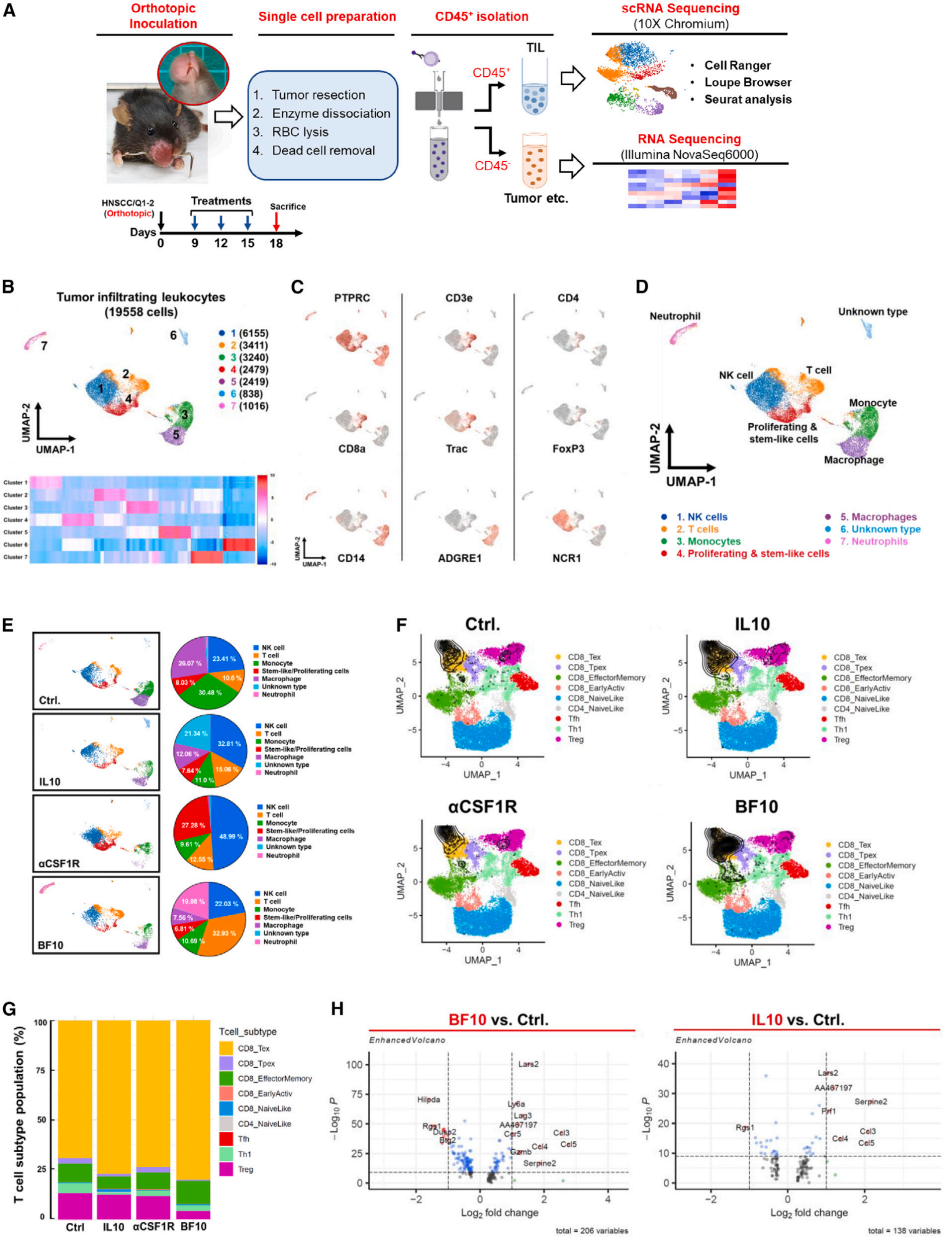
scRNA-seq analysis of syngeneic HNSCC treated with BF10 or its subcomponents (A) Experimental scheme for scRNA-seq. TILs were isolated. Single-cell libraries were prepared using a Chromium NextGEM Single Cell 3′ Reagent Kit (v.3.1 kit) and sequenced with Illumina NovaSeq 6000. Data were processed and analyzed with Cell Ranger pipeline (v.5.0.1, 10× Genomics) and Loupe browser (v.5.0). A detailed analysis of T cell subtype was assessed with ProjecTILs (v.1.0). CD45^−^ cells were harvested for bulk RNA-seq. (B) Top, uniform manifold approximation and projection (UMAP) plot of the total cells colored by the 7 major cell lineages. The cell counts of each cluster are indicated in brackets. Bottom, a heatmap to represent the top 10 upregulated genes of each cluster. (C) UMAP plots of markers for different types of immune cells. (D) UMAP plot of color-coded immune cell types as indicated (reference: CellKb, https://www.cellkb.com/immune.). (E) Left, UMAP plots of cell-type distributions in different treatment groups. Right, pie charts showing the immune cell compositions of different treatment groups. (F) Projection of T cells into a TIL reference atlas using ProjecTILs in tumors of different treatment groups. Colored cells represent the reference states defined by previous literature^45^; black cells represent projected cells from the treatment groups, and black contour lines represent the density of projected cells over the atlas. (G) T cell subtype composition and proportion of the four treatment conditions with subtypes defined by ProjecTILs classifier. (H) DEGs in exhausted T cells (Texs) between pairs of treatments.

**Figure 7:**
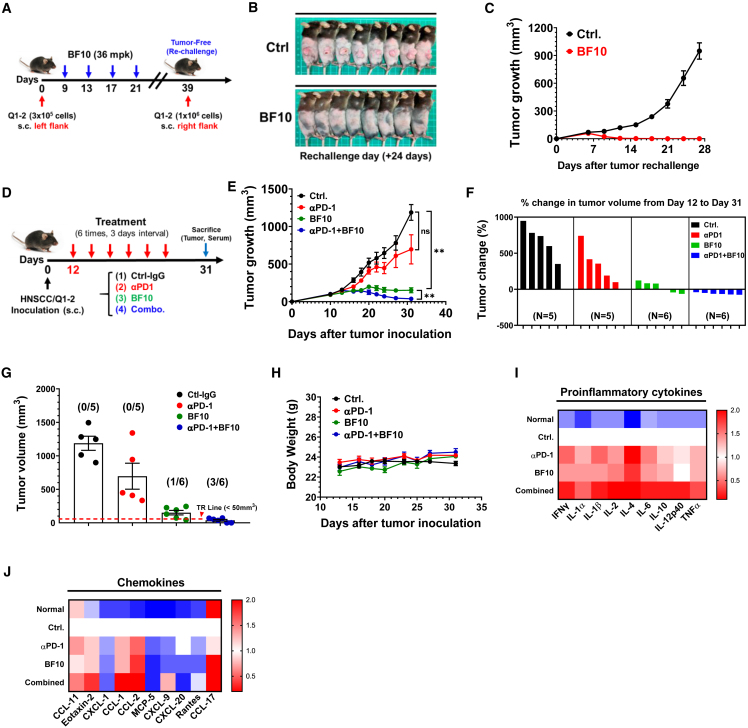
BF10 provides durable antitumor effect and potentiates anti-PD1 therapy (A) Schema of the tumor rechallenge experiments. HNSCC/Q1-2 tumor cells (3 × 10^5^ cells) were subcutaneously injected into left flank of mice followed by BF10 treatment until tumor regression. Tumor-free mice were selected and rechallenged with a secondary implantation of the tumor cells (1 × 10^6^ cells) on the right flank. Tumor growth was recorded for 1 month after rechallenge. (B) Representative photos of the mice that received tumor rechallenge. (C) Tumor volume curve of the BF10-treated, tumor-free mice or control mice. The data are shown as means ± SEM (N = 10–16 per group). (D–J) Tumor-bearing mice (Q1-2, subcutaneous) were treated with isotype control or anti-PD1 (200 μg) and/or BF10 (36 mg/kg) as indicated. (D) Experimental scheme. Treatment started when tumor size reached 100 mm^3^. The mice were sacrificed on day 31. (E)Tumor growth curve. The data were presented as mean ± SD, and the statistics were calculated by one-way ANOVA with multiple comparisons test. ∗∗p < 0.01. (F) Waterfall plot showed tumor volume percentage change of individual mice. (G) The ratio of tumor-free mice over total mice in each group (N = 5–6 per group). Tumor-free volume was defined as <50 mm^3^. (H) The measurements of body weights in mice. (I and J) The serum (N = 4 per group) from mice with indicated treatments was analyzed using the Mouse Cytokine Antibody Array (RayBiotech, QAM-CAA-4000 for 200 cytokines). The signals of dots are normalized to internal positive and negative controls on the same array. The calculated data values are shown as heatmaps of proinflammatory cytokines (I) and chemokines (J).

### BF10 elicits durable protective effect and potentiates anti-PD1 efficacy

We next investigated the effect of BF10 under tumor rechallenge. We treated HNSCC tumor-bearing mice with BF10 until total regression of the tumors was reached. The tumor-free (TF) mice were selected for subsequent tumor rechallenge experiments (Figure 7A). A significant and durable protective effect was demonstrated in the BF10-treated mice compared with the unexposed mice (Figures 7B and 7C). An *ex vivo* examination of the parental tumor cell line cocultured with CD8 T^+^ isolated cells from BF10-treated TF mice showed that CD8^+^ T cells from BF10-treated mice were able to repress tumor cell growth (Figures S11A and S11B).

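In tumors, clonotypes with at least 0.1% of the UMIs of their chain were counted as expanded. The control IgG tumor library had 76 such TRBC clonotypes, which held 50.2% of TRBC UMIs, and the αCSF1R tumor library had 76, which held 61.5%. The IL-10-Fc tumor library had 23, which held 5.11%, and the BF10 tumor library had 3, which held 0.448%. The 10 most abundant TRBC clonotypes held 28.2% of TRBC UMIs in control IgG tumors, 33.4% with αCSF1R, 3.02% with IL-10-Fc and 0.890% with BF10. The exponential of the Shannon entropy, which gives the number of equally abundant clonotypes with the same entropy, was 72736 for TRBC in the BF10 tumor library, 36019 for IL-10-Fc, 896 for control IgG and 329 for αCSF1R.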

Next, we examined whether BF10 potentiates the antitumor activity of anti-PD1 (αPD1) because BF10 increased the diversity of the TCR repertoire of tumor-infiltrating lymphocytes (TILs) (Figures 5K–5L), which is associated with the response to immune checkpoint blockade.^43^^,^^44^ Furthermore, BF10 increased the CD8^+^ Term Tex population (Figures 4F, 6F, and 6G). Mice with HNSCC were subjected to the treatment of BF10, αPD1, or both in combination versus control (Figure 7D). BF10 revealed a significant antitumor effect consistent with previous data, whereas αPD1 treatment showed a moderate effect in murine HNSCC. The combination of BF10 with αPD1 showed nearly complete suppression of the tumors (Figures 7E, S11C, and S11D). The tumor volume changes and the endpoint tumor volume also supported a better antitumor efficacy in the combination treatment group compared with the single agents (Figures 7F and 7G). Treatment with BF10, αPD1, or the combination did not alter the body weight of the mice (Figure 7H). We collected the sera of the mice for cytokinome analysis (Figure S11E). Combination treatment harbored a higher effect in producing inflammatory cytokines (IFN-γ, IL-1β, IL-2, IL-6, IL-10, IL-12p40, and TNF-α) and certain chemokines (e.g., CCL-11, eotaxin-2, CCL-1, CCL-2, and CXCL-9) than single treatments (Figures 7I and 7J). The angiogenic factors were not significantly and consistently influenced by the combination treatment (Figure S11F). In summary, the combination of BF10 and αPD1 provided better efficacy against murine HNSCC. An increased induction of certain proinflammatory cytokines and chemokines is shown in the combination treatment group, which might contribute to the immune cell recruitment and antitumor activities induced by BF10 and αPD1.

## Discussion

In this study, we generated a proof-of-concept bifunctional antibody, BF10, by fusing an anti-CSF-1R antibody with IL-10. The goal of this design is to enhance the delivery of IL-10 to the TME and concurrently shape the immune environment. We selected CSF-1R as the target of the “basal” antibody based on the following. First, we validated the clinical relevance of *IL-10/IL-10R* and *CSF1R* in tumor samples. Second, there was a high proportion of TAMs in tumor-infiltrated immune cells of HNSCC. Third, the importance of the physical interplay between APCs (especially TAMs) and T cells (especially exhausted T cells) within the TME has been gradually uncovered.^31^^,^^46^ Fourth, the efficient delivery of macrophage-targeting agents to tumor sites by either peripheral macrophages or TAMs was demonstrated. The results of this study highlight the potential development of antibody-fused IL-10-Fc in the future. The selection of basal antibodies can be extended to target the proteins enriched in the TME with immunomodulatory functions.

In our study, significant antitumor activity was demonstrated in both BF10 and IL-10-Fc, and BF10 outperformed its subcomponents IL-10 and α-mCSF1R. The potential explanations include the following. First, the antitumor activity of BF10 was abolished by depletion of either CD8^+^ T cells or TAMs, indicating that both subcomponents contribute to its therapeutic efficacy. Second, BF10 increased the greatest clonotype diversity of TCRs of CD8^+^ T cells in tumors or tdLNs compared with its subcomponents. 

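Counting only clonotypes with at least 2 UMIs, the BF10 tumor library listed 46793 TRBC clonotypes, against 33062 for IL-10-Fc and 1850 for αCSF1R. In tdLNs, the BF10 library listed 29328 such TRBC clonotypes, against 44451 for IL-10-Fc and 32375 for αCSF1R, and 9831 such TRAC clonotypes, against 32903 and 12117. Without this minimum and at equal UMIs, the BF10 tdLN library had the highest expected number for both chains. Its margin over αCSF1R was small, at 38898 against 38298 for TRAC and 99948 against 98324 for TRBC. Read pairs per UMI were 4.2 for BF10 and 4.3 for αCSF1R, against 6.5 for control IgG and 6 for IL-10-Fc. This order therefore cannot be told apart from thin read coverage.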

Third, BF10 has the best ability to reprogram the TME to an immune-active state, as proven by transcriptomic experiments. Interestingly, BF10 had a better ability to enrich Term Tex and reduce Tregs compared with IL-10-Fc. The BF10 biodistribution experiment indicates that BF10 accumulated not only in the tumor but also in the tdLN and spleen, indicating the potential extra-tumoral immunomodulatory effects of BF10.

Here, we selected HNSCC as the major target disease because of the abundance of TAMs in HNSCC in previous studies^47^^,^^48^ and our analyses, and the accumulation of TAMs in the TME negatively correlated with the clinical outcomes of patients with HNSCC.^47^ In recent years, the paradigm shift of the treatment in recurrent/metastatic (R/M) HNSCC has been due to the great success of immune checkpoint inhibitors (ICIs).^49^^,^^50^^,^^51^ However, the relatively low response rate of ICI monotherapy reduces enthusiasm and indicates persistent unmet medical needs in R/M HNSCC. Recent studies have suggested that ICIs alone may not be sufficient because of the dominant role of the TME in governing tumor immune surveillance and cancer immune evasion.^52^^,^^53^^,^^54^ Therefore, simultaneous activation of tumor-specific T cells and shaping of the TME serve as an opportunity to resolve the shortcomings of current therapies.

In summary, we present the antitumor efficacy of the bifunctional fusion protein BF10 in multiple murine models, especially HNSCC. BF10 enhances CD8^+^ T cell recruitment to the central tumor region, induces proliferation and metabolic reprogramming of CD8^+^ T cells, and reduces Tregs and TAMs. The combination of BF10 and αPD-1 further enhances antitumor activity and boosts proinflammatory cytokine production. Our results provide a promising drug design strategy for the future development of immuno-oncology agents.

### Limitations of the study

A significant limitation of the current study is the lack of evaluation regarding the impact of BF10 on tumor-specific T cells in HNSCC. This is primarily due to the unavailability of a suitable model, such as Yumm1.7 for melanoma, to investigate tumor-specific T cells in HNSCC. We did not employ the Yumm1.7 model in this study due to our focus on HNSCC. Nonetheless, it is imperative to establish a tumor-specific T cell model to explore the antitumor response for future advancements in anti-HNSCC immunotherapy.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Pacific Blue™ anti-mouse CD45 Antibody (30-F11)	BioLegend	Cat#103126; RRID: AB_493535
APC anti-mouse CD3 Antibody (17A2)	BioLegend	Cat#100236; RRID: AB_2561456
APC anti-mouse/human CD11b Antibody (M1/70)	BioLegend	Cat#101212; RRID: AB_312795
FITC anti-mouse Ly-6C Antibody (HK1.4)	BioLegend	Cat#128006; RRID: AB_1186135
PerCP anti-mouse CD4 Antibody (RM4-5)	BioLegend	Cat#100432; RRID: AB_893323
PE anti-mouse CD8a Antibody (53–6.7)	BioLegend	Cat#100708; RRID: AB_312747
PerCP anti-mouse F4/80 Antibody (BM8)	BioLegend	Cat#123126; RRID: AB_893483
FITC anti-mouse CD279 (PD-1) Antibody (29F.1A12)	BioLegend	Cat#135214; RRID: AB_10680238
APC/Cy7 anti-mouse IFN-r Antibody (XMG1.2)	BioLegend	Cat#505850; RRID: AB_2616698
PE anti-mouse F4/80 Antibody (BM8)	BioLegend	Cat#123110; RRID: AB_893486
BV570 anti-mouse CD45 Antibody (30-F11)	BioLegend	Cat#103136; RRID: AB_2562612
BB515 anti-mouse/human CD11b Antibody (M1/70),	BD Biosciences	Cat#564454; RRID:AB_2665392
APC/Cy7 anti-mouse CD19 Antibody (6D5)	BioLegend	Cat#115530; RRID: AB_830707
APC/Cy7 anti-mouse CD3e Antibody (145-2C11)	BD Biosciences	Cat#557596; RRID: AB_396759
APC/Cy7 anti-mouse-NK1.1 Antibody (PK136)	BioLegend	Cat#108724; RRID: AB_830871
BV650 anti-mouse Ly6G Antibody (1A8)	BD Biosciences	Cat#740554; RRID: AB_2740255
BB700 anti-mouse F4/80 Antibody (T45-2342)	BD Biosciences	Cat#746070; RRID: AB_2743450
PE anti-mouse CD206 Antibody (C068C2)	BioLegend	Cat#141706; RRID: AB_10895754
BV605 anti-mouse I-A/I-E Antibody (M5/114.15.2)	BioLegend	Cat#107639; RRID: AB_2565894
BV421 anti-mouse CD11c Antibody (N418)	BD Biosciences	Cat#565452; RRID: AB_2744278
BV480 anti-mouse NK1.1 Antibody (PK136)	BD Biosciences	Cat#746265; RRID: AB_2743597
BV650 anti-mouse CD3e Antibody (145-2C11)	BD Biosciences	Cat#564378; RRID: AB_2738779
R718 Anti-mouse CD4 Antibody (RM4-5)	BD Biosciences	Cat#566939; RRID: AB_2869957
PE-/Dazzle594 anti-mouse CD25 Antibody (PC61)	Biolegend	Cat#102048; RRID: AB_2564124
AF647 anti-mouse FoxP3 Antibody (MF23)	BD Biosciences	Cat#560401; RRID: AB_1645201
BB700 anti-mouse CD44 Antibody (IM7)	BD Biosciences	Cat#566506; RRID: AB_2744396
BV605 anti CD8a Antibody (53–6.7)	Biolegend	Cat#100744; RRID: AB_2562609
PE-Cy7 CD279/PD-1 Antibody (RMB1-30)	BD Biosciences	Cat#748265; RRID: AB_2872693
BV711 anti-mouse CD366 Antibody (5D12)	BD Biosciences	Cat#747622; RRID: AB_2744188
BV421 anti-Granzyme B Antibody (GB11)	BD Biosciences	Cat#563389; RRID: AB_2738175
PE anti-mouse TCF1/TCF7 (C63D9) Rabbit mAb	Cell Signaling	Cat#14456; RRID: AB_2798483
Ki-67 antibody (D3B5)	Cell Signaling	Cat#9129; RRID: AB_2687446
CD45 (D3F8Q) Rabbit mAb	Cell Signaling	Cat#70527; RRID: AB_2799780
CD4 (D7D2Z) Rabbit mAb	Cell Signaling	Cat#25229; RRID: AB_2798898
CD8α (D4W2Z) Rabbit mAb	Cell Signaling	Cat#98941; RRID: AB_2756376
F4/80 (D2S9R) Rabbit mAb	Cell Signaling	Cat#70076; RRID: AB_2799771
Granzyme B (D6E9W) Rabbit mAb	Cell Signaling	Cat#46890; RRID: AB_2799313
PD-1 (D7D5W) XPR Rabbit mAb	Cell Signaling	Cat#84651; RRID: AB_2800041
FoxP3 (D6O8R) Rabbit mAb	Cell Signaling	Cat#12653; RRID: AB_2797979
CD19 (D4V4B) Rabbit mAb	Cell Signaling	Cat#90176; RRID: AB_2800152
TIM-3 (D3M9R) Rabbit mAb	Cell Signaling	Cat#83882; RRID: AB_2800033
In VivoMab anti-mouse CD8α (2.43)	BioXCell	BE0061; RRID: AB_1125541
In VivoMab rat IgG2b isotype control (LTF-2)	BioXCell	BE0090; RRID: AB_1107780
In VivoMab anti-mouse PD1 (RMP1-14)	BioXCell	BE0146; RRID: AB_10949053
In VivoMab rat IgG2a isotype control (2A3)	BioXCell	BE0089; RRID: AB_1107769
In VivoMab anti-mouse Ly6G/Ly6C (NIMP-R14)	BioXCell	BE0320; RRID: AB_2819047

**Biological samples**		

14 slide specimens form 6 HNSCC patients for Digital spatial profiling of RNA analysis (Figures 1K–1M, 1N, and S1J; Tables S3A and S3B)	Taipei Veterans General Hospital	TVGH-IRB certificate No.2018-06-001BC
44 tumor samples with 21 normal counterparts from 21 HNSCC patients for RNA-seq analysis (Figures S1C–S1H; Table S2)	Taipei Veterans General Hospital	TVGH-IRB certificate No.2017-05-013AC
Mouse tumor biopsies for flow cytometry analysis (Figure 4)	This paper	NYCU, IACUC No. 1081014rr, 1081205, 1100713, 1110915
Mouse tumor biopsies for Bulk RNA sequencing (Figures 5A–5G)	This paper	NYCU, IACUC No. 1081014rr, 1081205, 1100713, 1110915
Mouse tumor biopsies for single cell RNA sequencing (Figure 6)	This paper	NYCU, IACUC No. 1081014rr, 1081205, 1100713, 1110915
Mouse tumor biopsies for T cell receptor (TCR) sequencing (Figures 5K and S5F)	This paper	NYCU, IACUC No. 1081014rr, 1081205, 1100713, 1110915
Mouse serum for cytokine array (Figures 7I, 7J, S9E, and S9F)	This paper	NYCU, IACUC No. 1081014rr,1081205, 1100713, 1110915

Chemicals, peptides, and recombinant proteins		

Recombinant human IgG1 Fc (Human Fc-G1)	BioXCell	BE0096
Recombinant human IL10-Fc	Elixiron Immunotherapeutics Inc.	Customized
anti-mouse CSF1R (AFS98)	Elixiron Immunotherapeutics Inc.	Customized
IL10/anti-mCSF1R fusion protein (BF10)	Elixiron Immunotherapeutics Inc.	Customized
IL10/anti-hCSF1R fusion protein (huAb#1,2)	Elixiron Immunotherapeutics Inc.	Customized
Recombinant human IL10-Histag	Elixiron Immunotherapeutics Inc.	Customized

**Critical commercial assays**		

VivoTag 680XL Protein labeling Kit	Perkin Elmer	NEV11118
LEGEND MAX Human IFN-γ ELISA Kit	BioLegend	430107
LEGEND MAX Human Granzyme B ELISA Kit	BioLegend	439207
BD Cytofix/cytoperm	BD Biosciences	554714
Fc Receptor binding reagent	ebioscience	16-9161-73
Novolink Max Polymer Detection Systems	Leica Biosystems	RE7280-K
Opal 7 Color Manual IHC Kit	Akoya Biosciences	NEL811001KT
Opal 480 Reagent Pack	Akoya Biosciences	FP1500001KT
Opal 780 Reagent Pack	Akoya Biosciences	FP1501001KT
Opal Polymer anti-Rabbit HRP Kit	Akoya Biosciences	ARR1001KT
Tumor Dissociation Kit, mouse	Miltenyi Biotec	130-096-730
Dead Cell Removal Kit	Miltenyi Biotec	130-090-101
Quant-iT RNA BR Assay Kit	Thermo Fisher	Q10213
TruSeq Stranded mRNA Library Prep Kit	Illumina Inc	RS-122-2101
QIAseq Immune Repertoire RNA Library Kit	QIAGEN	333705
Chromium Next GEM Single Cell 3′ Reagent Kit (v3.1)	10x Genomics	PN-1000128
CD8a+ T cell isolation kit, mouse	Miltenyi Biotec	130-104-075
CD8a (Ly-2) MicroBeads, mouse, positive selection	Miltenyi Biotec	130-177-044
CD45 MicroBeads, mouse	Miltenyi Biotec	130-052-301
XFp Cell Mito Stress Test Kit	Seahorse Bioscience	103010–100
Real-Time ATP Rate Assay Kit	Seahorse Bioscience	103591–100
XFp FluxPak	Seahorse Bioscience	103022–100
Chromium Next GEM Single Cell 3′ Reagent Kit (v3.1)	10x Genomics	PN-1000128

**Deposited data**		

TCGA RNA sequence data (HNSCC patients)	This paper	https://portal.gdc.cancer.gov/projects/TCGA-HNSC
TCGA RNA sequence data (BRCA patients)	This paper	https://portal.gdc.cancer.gov/projects/TCGA-BRCA
TCGA RNA sequence data (COAD patients)	This paper	https://portal.gdc.cancer.gov/projects/TCGA-COAD
Cohort analysis of patient survival data (TCGA-HNSC, TCGA-BRCA, and TCGA-COAD); Figures 1C, 1O, and S1K	This paper	https://xenabrowser.net/
TVGH RNA sequence data (HNSCC patients), 44 tumor samples with 21 normal counterparts from 21 HNSCC patients	This paper	GEO: GSE178537 (Figures 1K, 1L, 1M, 1N, S1C–S1H, and S1J; Tables S2 and S3)
Mouse RNA sequence data (Tumor tissue; HNSCC/Q1-2 mixed)	This paper	GEO: GSE193054 (Figures 5B–5F; Tables S5 and S6)
Mouse RNA sequence data (Tumor tissue; BRCA/4T1)	This paper	GEO: GSE193045 (Figure 5H; Tables S7 and S8)
Mouse RNA sequence data (Tumor tissue; HNSCC/Q1-2, 3 triplex)	This paper	GEO: GSE193051 (Figure S5A)
CD45-nagative cells sequence data (Tumor tissue; HNSCC/Q1-2)	This paper	GEO: GSE193050 (Figures S6A and S6B)
Single cell sequence data of CD45^+^ cells of Ctrl, IL10, antiCSF1R and BF10-treated mouse model (Tumor tissue; HNSCC/Q1-2, Orthotopic)	This paper	GEO: GSE190111 (Figure 6)
TCR repertoire sequence data of Ctrl, IL10, antiCSF1R and BF10-treated mouse model (Tumor, Spleen and tdLN tissues; HNSCC/Q1-2)	This paper	GEO: GSE216119 (Figures 5K, 5L, S5F, and S5G; Table S9)

**Experimental models: Cell lines**		

Mouse: MTC-Q1 (HNSC/Q1-2_Luc)	This paper	N/A
Mouse: 4T1 (4T1-Luc2)	ATCC	CRL-2539

**Experimental models: Organisms/strains**		

Mouse: C57BL/6JNarl	National Laboratory Animal Center, Taipei, Taiwan	N/A
Mouse: BALB/cByJNarl	National Laboratory Animal Center, Taipei, Taiwan	N/A
MuScreen™ efficacy assay	CrownBio Inc.	N/A

**Software and algorithms**		

CIBERSORT	Alizadeh Lab (Newman et al. 2015)^55^	https://cibersort.stanford.edu/
GraphPad Prism 8	GraphPad Software, San Diego, CA	https://www.graphpad.com/
DAVID Bioinformatics Resources 6.8	LHRI (Huang et al., 2009)^56^	https://david.ncifcrf.gov/
Ingenuity Pathway Analysis (IPA)	QIAGEN	https://digitalinsights.qiagen.com/
Gene Set Enrichment Analysis (GSEA)	UC San Diego and Broad Institute (Subramanian et al., 2005)^57^	https://www.gsea-msigdb.org/gsea/index.jsp
ImmGen	ImmGen Groups	http://www.immgen.org/
CellKb	Combinatics Inc.	https://www.cellkb.com/
Cell Ranger v3.0	10x Genomics Inc.	https://www.10xgenomics.com/
Loupe Browser 5.0	10x Genomics Inc.	https://www.10xgenomics.com/
Rstudio	N/A	https://rstudio.com/
Seurat v3.0	N/A	https://satijalab.org/seurat/
ProjecTILs v1.0	N/A	https://rdrr.io/github/carmonalab/ProjecTILs
Phenochart	Akoya Biosciences	https://www.akoyabio.com/phenoptics/software/
inForm Tissue Analysi Software	Akoya Biosciences	https://www.akoyabio.com/phenoptics/software/

### Resource availability

#### Lead contact

Further information and requests for resources, reagents, and samples should be directed to the Lead Contact, Muh-Hwa Yang ().

#### Materials availability

The materials and reagents used in this study are listed in the key resources table. Reagents generated in our laboratory in this study or previous studies are available upon request.

### Experimental model and subject details

#### Human HNSCC samples

The clinical samples and studies conducted in this research received approval from the Institutional Review Board (IRB) of Taipei Veterans General Hospital (TVGH IRB No. 2014-03-004AC, 2017-05-013AC, 2018-06-00). Informed consent was obtained from all HNSCC patients before sample collection. Individual information was de-identified according to IRB-approved protocols. A total of 65 samples were collected from 21 patients and subjected to bulk RNA sequencing. The patient cohort consisted of 21 male individuals with ages ranging from 35 to 75 years. All patients had a pathological diagnosis of squamous cell carcinoma of the head and neck and had not undergone any prior anticancer treatment. Detailed clinical characteristics of the 21 HNSCC patients is presented in Table S2.

#### Mice

C57BL/6J and BALB/c mice (6–8 weeks old) were purchased from the National Laboratory Animal Center (Taipei, Taiwan) and were housed in a pathogen-free environment (50% humidity and 22°C). Animal experiments were conducted according to the Guide for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Utilization Committee of National Yang Ming Chiao Tung University (IACUC certificate No. 1081014rr, 1081205, 1100713 and 1110915). All mice were acclimated for 3 to 7 days before the experiment. We employed a mouse orthotopic model using oral cancer cells (MTCQ1-2 abbreviated as Q1-2) derived from tongue carcinogenesis. To ensure compliance with the principles of the 3Rs (Replacement, Reduction, and Refinement) in animal research, we made a deliberate decision to administer the orthotopic tumor inoculation via buccal mucosa injection. This choice was guided by two primary considerations. Firstly, direct inoculation in the tongue was observed to significantly disrupt the feeding behavior of the mice, which could potentially introduce confounding factors into the study. Secondly, by opting for buccal mucosa injection, we aimed to create a microenvironment that more closely resembled the natural conditions of the tongue. This approach allowed us to conduct experiments with greater feasibility while still preserving the essential characteristics of the oral cavity.

#### Cell lines

Mouse breast cancer cell lines (4T1, CRL-2539) were purchased from the American Type Culture Collection (ATCC). HNSCC/Q1-2^Lucferiease^ is a luciferase-expressing subline from parental MTC-Q1 (mouse oral cancer cell line), which was kindly provided by Dr. Kuo-Wei Chang (Department of Dentistry, National Yang Ming Chiao Tung University of Taiwan). All cell lines were cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% FBS (HyClone) and penicillin/streptomycin (1% v/v, Gibco) at 37°C in 5% CO_2_.

### Method details

#### Bioinformatics analysis of The Cancer Genome Atlas (TCGA) and VGH_HNSCC patients

The TCGA RNA sequencing (RNA-Seq) data and clinical characteristics of patients were downloaded from the Genomic Data Commons (GDC) Portal (https://portal.gdc.cancer.gov) and UCSC Xena database (https://xenabrowser.net/). The analysis contains nine different cancer types, including head and neck squamous carcinoma (HNSCC), breast cancer (BRCA), colon adenocarcinoma (COAD), lung adenocarcinoma (LUAD), lung squamous cell carcinoma (LUSC), prostate adenocarcinoma (PRAD), liver hepatocellular carcinoma (LIHC), skin cutaneous melanoma (SKCM), and kidney renal clear cell carcinoma (KIRC). Differential gene expression (DEG) was normalized to FPKM or log2 (norm_count+1). The immune cell composition was estimated by gene expression data using CIBERSORT analysis, which quantifies the proportions of immune cells among different cancer types (https://cibersort.stanford.edu/). For comparison with TCGA_HNSCC data, we also enrolled sequencing data from Taipei Veterans General Hospital (VGH_HNSCC; 65 primary or metastatic tumors from 21 patients; the characteristics of the patients are shown in Table S2). For survival analysis, we categorized TCGA_HNSCC patients into high- and low-level groups according to the expression levels of the highest and lowest quartiles of the candidate genes. Individual information for the patients was de-identified under Institutional Review Board (IRB)-approved protocols of Taipei Veterans General Hospital (VGH-IRB certificate No. 2014-03-004AC; No. 2017-05-013AC; No. 2018-06-001BC). The immune cell type and gene list have been described in detail^58^^,^^59^ and were used for the cell score correlation of CSF-1R and IL-10/IL10-RA axis.

#### Digital spatial profiling (DSP) of RNA analysis in HNSCC samples

The FFPE slides (5 μm) from HNSCC specimens were used for GeoMx DSP analysis. All protocols were performed with instrument manual (NanoString, Seattle WA) and as described (Merritt et al., 2020). Briefly, fresh-cut tissue sections were stained with multiplex cocktail oligonucleotides probes (UV-photocleavable) and four fluorescent markers against epithelial cells (Pan-cytokeratin), T cells (CD3e), macrophages (CD68), and cell nuclei (DNA GeoMx Nuclear Stain) to visualize tumor tissue architecture and cell morphology, followed by scanning with GeoMx DSP instrument. Spatial images and segmented regions of interest (ROIs) were generated from a total of 171 ROIs, each with a diameter of 500 μm, across 14 slides obtained from six patients with HNSCC. The accuracy and validity of these segmented ROIs were confirmed through careful assessment by a pathologist. Next, selected ROIs were UV-illuminated and released indexing oligonucleotides were collected for NanoString optical barcodes hybridization and nCounter sequencer analysis. The Cancer Transcriptome Atlas (CTA) which targets ∼1800 genes across tumor biology and immune response, was enrolled for selected ROIs analysis. The outlier probes were dropped from downstream data analysis. Then, the data were processed by Q3 normalization. Individual counts were normalized against the 75th percentile of the signal from their own ROI. The clinical characteristics of the 6 patients for DSP study is shown in Table S3A. The RNA values of the ROIs are listed in Table S3B.

#### Tumor model and treatment

In tumor growth studies, PBS-resuspended cancer cells (5 × 10^5^ of Q1-2 or 5 × 10^4^ of 4T1) were mixed 1:1 (v/v) with BD Matrigel (#354234) and were inoculated into mice by orthotopic or subcutaneous injection as indicated in the figures. Tumor growth was measured twice a week using a digital caliper, and the treatment started when the tumor size reached 100 mm^3^. Tumor-bearing mice received intraperitoneal treatment with IL-10-Fc (20 mg/kg), anti-CSF-1R (30 mg/kg), BF10 (36 mg/kg) or control IgG (30 mg/kg) for a total of 4–6 doses in different experiments. All mice received the equivalent dose treatment according to different molecular weights of antibody components. The molecular weights of IL10-Fc, anti-CSF-1R and anti-CSF1R-IL10 (BF10) were 92 kDa, 150 kDa, and 185.5kDa, respectively. After tumor injection (20–36 days), the mice were sacrificed, and tumor samples were collected for flow cytometry assays, immunohistochemistry, immunofluorescence, and RNA sequencing. The survival analysis was defined as death spontaneously within one month or a tumor burden size reaching 1500 mm^3^ or length >1.5 cm.

#### MuScreen examination of BF10 antitumor activity in syngeneic tumor models

The CrownBio MuScreen platform was utilized to examine the antitumor activity of BF10 in other syngeneic mouse models of different cancer types. Briefly, BALB/c mice (6–8 weeks old, female) were implanted subcutaneously with 5×10^5^ CT26 (ATCC CRL-2638), 5×10^5^ EMT6 (ATCC CRL-2755), 1 × 10^6^ H22 (RRID:CVCL_H613), or 1×10^6^ Renca cells (ATCC CRL-2947). C57BL/6 mice (6–8 weeks old, female) were implanted subcutaneously with 3×10^5^ LL2 (ATCC CRL-1642), 1 × 10^6^ MC38 (RRID:CVCL_B288), or 3×10^6^ Pan02 cells (RRID:CVCL_D627). Mice were randomized into treatment groups when the tumor volume reached 50–100 mm^3^. Mice were then injected intraperitoneally twice weekly with 36 mg/kg anti-CSF1R/IL-10 fusion protein. Tumor volume was measured twice per week by caliper measurements until the end of the study. The percentage of tumor growth inhibition (TGI %) was calculated from the ratio of volume change in treatment and control between Day 0 and the end after final dosing.

#### Generation of bifunctional anti-CSF-1R/IL-10 fusion proteins

The bifunctional anti-CSF-1R/IL-10 fusion proteins were designed with the goal of delivering IL-10 to TAM-rich tumors while blocking CSF-1R signaling and boosting the antitumor CD8^+^ T cell response. For mouse experiments, recombinant anti-CSF-1R/IL-10 fusion protein (BF10) was designed by genetically fusing human IL-10 polypeptide to the C-terminus of CSF-1R antibody (clone AFS98) of mouse IgG2a, which was separated by a 14-amino-acid linker. The human recombinant bifunctional fusion protein was designed by genetically fusing human IL-10 to the N-terminus of human IgG1 Fc fragments separated by a 14-amino-acid linker. The desired gene segments, preceded by an IL-2 secretion sequence required for secretion of recombinant proteins, were obtained using the Thermo gene synthesis service and cloned into a mammalian expression vector. A bifunctional antibody was generated by transient transfection of the expression plasmids into ExpiCHO-S cells (Thermo Scientific), and the supernatant containing the fusion protein was purified using Protein A Sepharose Beads (GE Healthcare) according to the manufacturer’s protocol. The quality of the purified antibodies was examined by SDS–PAGE in the presence and absence of a reducing agent and stained with Coomassie blue.

#### ELISA of BF10 binding activity and neutralization

Recombinant human CSF1R-His (Biolegend), human CSF1R-Fc, mouse CSF1R-Fc (Sino Biological), or mouse/human IL-10Ra fusion protein (R&D Systems) were immobilized on 96-well microtiter plates overnight at 4°C. The wells were washed with wash solution (0.05% Tween 20 in imidazole-buffered saline) and blocked with 1% BSA. Serial dilutions of the antibodies or Ab/IL-10 fusion proteins were added to the wells and incubated at 37°C for 1 h. For binding ELISA, peroxidase-conjugated goat anti-human kappa light chain antibody (Sigma) was applied for 1 h at 37°C. For competition ELISA, biotinylated CSF1-His (Biolegend) was applied for 1 h at 37°C, and then streptavidin-HP (Jackson ImmunoResearch) was applied for 1 h at RT. After washing, the wells were developed with TMB substrate, and the reaction was stopped with 1 N HCl. Thereafter, the absorbance was measured at 450 nm and 650 nm. The EC50 and IC50 values were calculated using GraphPad Prism 8.

#### Inhibition of CSF-1-dependent cell survival of macrophages by anti-CSF1R antibodies

Human peripheral blood was obtained from healthy donors. Peripheral blood mononuclear cells (PBMCs) were immediately isolated by density gradient centrifugation using Ficoll-Paque Plus (GE Healthcare). CD14^+^ monocytes were isolated by using anti-human CD14 conjugated magnetic beads (Miltenyi Biotec). To generate monocyte-derived macrophages, human CD14^+^ monocytes (2 × 10^6^ cells/mL) were cultured in culture medium (RPMI-1640 containing 10% FBS) supplemented with 100 ng/mL CSF-1 for 6 days. In the proliferation assay, differentiated macrophages (2×10^4^ per well) were incubated with serial dilutions of antibodies in culture medium in 96-well plates. CSF-1 (10 ng/mL) was then added to the cells. Cell survival was measured 72 h after stimulation using a CellTiter-Glo assay (Promega).

#### IL10R-STAT3 reporter assay

The biological activity of the bifunctional BF10 protein was determined by the STAT3 reporter assay. HeLa cells overexpressing IL-10RA were seeded into a 96-well plate at a concentration of 8000 cells/well in 0.1 mL complete medium (DMEM containing 10% FBS) at 37°C for 4 h. Serial dilutions of the indicated components of IL-10-Histag, IL10-Fc, anti-CSF1R antibody, and BF10 were added to the cells and cultured for 18 h. Luciferase activity was measured using the ONE-Glo Luciferase Assay (Promega) according to the manufacturer’s protocol. The calculated curve of one representative data of three independent experiments was presented as mean ± S.D. All data analyses were performed using GraphPad Prism (San Diego, CA).

#### CD8^+^ T cell proliferation assay

A macrophage-mediated suppression assay on CD8^+^ T cell proliferation was performed as described previously with modifications (27). CD8^+^ T cells were isolated from the spleens of C57BL/6/J mice using a negative selection Mojosort kit (BioLegend) and labeled with 5 mg/mL CFSE (Life Technology) for 10 min at 37°C protected from light. Cells were washed twice and resuspended in medium containing 10 ng/mL murine IL-2 (Peprotech) and 10 ng/mL murine CSF-1 (Peprotech). Then, cells were seeded on wells coated with anti-CD3 and anti-CD28 antibodies (2 mg/mL) to allow activation alone or at a ratio of 2:1 (2-CD8T:1-BMDM) with BMDMs previously treated for 24 h with 10 ng/mL IL-4 (Peprotech). During coculture, either CSF-1R Ab (CD115, Invitrogen), rIL-10-Fc or BF10 was added at a concentration of 50 ng/mL. After 72 h, CD8 T cells were collected, stained and analyzed by flow cytometry.

#### Seahorse metabolomics analysis

The metabolic effects of BF10-treated CD8^+^ T cells were examined by using a Seahorse XF Cell Mito stress Kit (Agilent Technologies) according to the manufacturer’s instructions. In brief, isolated splenic CD8^+^ T cells from tumor-bearing mice were seeded in pre-coated XF24 culture plate, followed by incubation with XF RPMI medium containing pyruvate (1 mM), glutamine (2 mM), and glucose (5 mM). After 37°C incubation (30 min, non-CO2 condition), The assay plate with CD8^+^ T cells was treated with BF10 (0.05 mg/mL) for 30 min, then sequentially addition of the seahorse assay reagents of Oligomycin (1 μM), FCCP (0.5 μM) and Rot/antimycin A (1 μM) to examine the oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) of T cells.

#### Serum pharmacokinetics of BF10

The *in vivo* retention time curve of BF10, IL10-Fc and IL10-tag were assessed using a single intravenous bolus injection in mice. Mice were received the equivalent dose treatments of BF10 (20 mg/kg), IL10-Fc (10 mg/kg) or IL10-tag (5 mg/kg) using intravenous administration, then followed by collecting peripheral blood (10 μL blood) at the indicated time (0.25, 1, 2, 4, 8, 24, 48, 72 h). The collected bloods were immediately diluted with 1X PBS (1:9), then centrifuged (300g, 5min) and store the supernatant until IL10 ELISA assay.

#### Preparation of ^111^In-labeled BF10 and the animal SPECT/CT imaging of ^111^In-labeled BF10

The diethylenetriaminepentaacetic acid (DTPA)-modified antibodies were prepared as previously reported.^60^ Briefly, a 20-fold molar excess of *p*-SCN-Bn-DTPA dissolved in bicarbonate buffer (0.05M, pH = 9.2) was added to a reaction vial containing the antibodies. The mixture was reacted at 37°C for 2 h. After the reaction, the crude product was loaded onto a 10-kDa membrane column and centrifuged at 10,000 g for 10 min to remove the unreacted chelate. The centrifugation step was repeated twice for complete removal. For radiolabeling, ^111^In-InCl_3_ (37 MBq) was loaded to a vial containing 40 μL of sodium citrate buffer (0.1 M, pH = 5.0) and then DTPA-conjugated antibodies (0.1 mg) were added. The reaction mixture was kept at 40°C for 20 min. The radiolabeling efficiencies and radiochemical purities of the ^111^In-labeled BF10 were determined by radio-thin layer chromatography (radioTLC), which was performed on an instant TLC plate (ITLC, Merck, NewJersy, USA) using sodium citrate buffer (0.5 M, pH = 5.5) as the mobile phase, by using a scanner (AR2000, Bioscan, Washington, USA). The animal SPECT/CT images were acquired using the nanoSPECT/CT imaging modality (Mediso, Hungary) at Cheng Gung Memorial Hospital, Taoyuan City, Taiwan. Static imaging was performed for 30 min at 24 h after intravenous injection of 18.5 MBq of ^111^In-DTPA-BF10. Standard uptake values (SUVs) of tumor and muscle were calculated using the AMIDE software (Version 1.0.5). The tumor-to-muscle ratio (*T/M*) was applied to eliminate the individual difference.

#### Biodistribution studies of ^111^In-labeled BF10 and the blood clearance kinetic of ^111^In-labeled BF10

The tumor-bearing mice were sacrificed at 24 h post-injection of 18.5 MBq of ^111^In-labeled BF10 (with carrier; total 500 μg). Samples of blood, heart, lung, liver, stomach, intestines, spleen, kidney, lymph node, muscle, and tumor were excised, cleaned, and weighed. The radioactivity of samples was determined by a gamma counter (Wizard 2, PerkinElmer Inc., USA). The tissue uptake was expressed as a percentage of the injected dose per gram of sample (%ID/g). The 1.85–3.7 MBq of ^111^In-labeled BF10 (in 150 μL normal saline) were injected via orbital sinus and the blood samples were collected from the tail vein with 1 μL of micro-capillary tubes at 0.17, 0.5, 1, 2, 20, 24, 48, and 72 h post-administration. The radioactivity of blood samples was measured by a 2470 Wizard Gamma counter (PerkinElmer, Waltham, MA, USA). Data were expressed as the percentage injected dose per milliliter (%ID/mL). The area under the curve (AUC) and half-life (T_1/2_) of the curve were estimated by Prism (version 9.2.0).

#### Activation of CD8^+^ T cells by IL-10

Human CD8^+^ T cells were isolated from PBMCs using CD8 magnetic beads (Miltenyi Biotec). Human tumor-infiltrating lymphocytes (TILs) were isolated from TNBC patient biopsy samples (National Taiwan University Hospital, IRB No: 2014121193RINC). Isolated CD8^+^ T cells and TILs were activated with T cell TransAct (Miltenyi Biotec) for 3 days. Following activation, T cells were treated with Ab/IL-10 fusion proteins for 3 days and restimulated with anti-CD3 (Biolegend) for 4 h. Concentrations of IFN-γ and granzyme B in cell culture media were measured by ELISA (Biolegend) according to the manufacturer’s instructions.

#### Antibody labeling, biodistribution and *in vivo* imaging

Purified BF10 fusion proteins were labeled using a near-infrared (NIR) fluorochome labeling Kit (VivoTag 680XL, PerkinElmer) according to the manufacturer’s instructions. HNSC/Q1-2^Lucferiease^ tumor cells were subcutaneously inoculated into syngeneic mice (C56BL/6) for tumor growth. After a 2-week growth period, HNSC/Q1-2^Lucferiease^ tumor-bearing mice were intravenously injected with VivoTag680-labeled BF10 (150 μg) for 16 h followed by *in vivo* bioluminescence and fluorescence detection using a Xenogen IVIS 100 imaging system. For the biodistribution of BF10, mouse tissues with VivoTag680 signals, including tumor, spleen and tumor-driving lymphoid node (tdLN), were isolated to confirm the existence of BF10 by fluorescence examination with a Vectra Polaris Imaging system (Akoya Biosciences).

#### Immunohistochemistry (IHC)

The IHC experiments were performed using a Novolink polymer detection system kit (# RE7150-K, Lecia Biosystem) according to the manufacturer’s protocol. Briefly, formalin-fixed, paraffin-embedded (FFPE) tumor sections (5 μm thick) were deparaffinized and rehydrated, followed by antigen retrieval with Tris-EDTA solution (pH 9.0). After washing with PBS-T (0.05% Tween 20) thee times, sample slides were treated with Peroxidase Block and Protein Blocking reagents (Lecia Biosystem) before overnight primary antibody incubation (1:250 for CD8 #98941; 1:1000 for Ki-67 #9129, both from Cell Signaling Technology). Next, the slides were incubated with horseradish peroxidase (HP)-conjugated polymer (30 min, RT), followed by diaminobenzidene (DAB) development and counterstaining with Mayer hematoxylin. The serial slices were also stained with hematoxylin and eosin for histologic examination. Images were captured at 20X magnification using an Olympus microscope system (Olympus B×51; Olympus Corp., Japan).

#### *In vivo* depletion of CD8^+^ T cells or macrophages

For CD8^+^ T cell depletion, 200 μg anti-mouse CD8α antibody (clone 2.43, BioXcell) or isotype control (rat IgG2b, BioXcell) was intraperitoneally (i.p.) injected into mice every three days four times in the presence or absence of BF10 cotreatment. The depletion efficacy of CD8 T cells was examined by flow cytometry analysis of mouse peripheral blood samples (pre-bleed and post-bleed) and IHC as indicated. The macrophage depletion was accomplished by intraperitoneal administration of Clodronate-Liposome (Liposoma BV, Netherlands) as our previous study.^3^ Briefly, Tumor-bearing mice were received with Clodronate- and/or PBS- liposome solution (200μL contains 1mg clodronate for 20g mice) at the indicated time, followed by co-treatment of IL-10-Fc or BF10 with a three-day interval for tumor growth analysis.

#### Flow cytometry assays

Mouse samples of tumor-infiltrating leukocytes (TILs) and peripheral blood cells were collected to analyze immune cell composition by flow cytometric analysis. For TILs, tumors tissues were minced into small pieces and incubated in RPMI containing 2% FBS, DNase I (1 μg mL^−1^; Sigma-Aldrich), and collagenase (0.5 mg mL^−1^; Sigma-Aldrich) for 30 min at 37 °C. After cells were filtered with a 70-μm cell strainer, filtered cells were incubated with RBC Lysing Buffer (Biolegend) to lyse red blood cells and then washed with FACS buffer (phosphate-buffered saline with heat-inactivated 2% FBS and 0.1% sodium azide). TILs were further enriched by Percoll density gradient centrifugation at 800*g* for 30 min. Fc receptors on cells were blocked with anti-CD16/32 antibody on ice for 15 min before staining. Viable cells were determined using a BD Horizon Fixable Viability Stain 450 reagent (BD Biosciences) at room temperature for 15 min. Cells were processed for surface marker staining and then intracellular molecule staining. Samples were analyzed on Cytek Aurora or LSRII flow cytometers (BD Biosciences), and data were analyzed with FlowJo v10. The following antibodies were used for flow cytometry: anti-CD3ε (17A2), anti-CD4 (RM4-5), anti-CD8a (53.6.7), anti-CD11b (M1/70), anti-CD11c (N418), anti-CD19 (6D5), anti-CD45 (30-F11), anti-CD103 (2E7), anti-Ly6G (1A8), anti-MHC class II I-Ab/I-E (M5/114.15.2), anti-FoxP3 (MF-14), anti-NK1.1 (HP-3G10), anti-F4/80 (T45-2342), anti-CD44 (IM7), anti-Tim3 (RMT3-23), anti-PD-1 (RMP1-30), and TCF1(C63D9). Besides anti-TCF1 (C63D9; Cell Signaling Technology), other antibodies were purchased from Biolegend or BD Biosciences. For peripheral blood samples, blood was drawn and mixed with ACK RBC lysis buffer (1:9) for 3 min of incubation. After centrifugation, cell pellets were washed, blocked with Fc blocker and resuspended in FACS buffer for surface marker staining (30 min on ice), then followed by flow cytometers analysis.

#### Multiplex immunofluorescence staining of mouse samples

FFPE sections of mouse tissues (tumor, spleen and tdLN) were processed as described in IHC analysis. For multiple marker staining, samples were analyzed using the Opal 7-Color manual IHC kit (NEL811001KT, Akoya Biosciences, Waltham, MA) according to the manufacturer’s recommendations. The dilutions of primary antibodies were preoptimized by the signal intensity of IHC assays and then applied to the Opal IHC multiplex platform. These antibodies included CD4 (1:20, #25229), CD8a (1:250, #98941), F4/80 (1:250, #70076), Ly6G (1:500, #MBS-2556115), PD-1 (1:100, #846541), CD19 (1:1000, #90176), granzyme B (GZMB, 1:250, #46890), FoxP3 (1:200, #12653) and Ki-67 (1:1000, #9129). Briefly, epitope-retrieval tissue slides were washed twice with TBS-T, followed by blocking with a blocking/antibody diluent solution (10 min, RT, Akoya #ARD1001EA). Then, slides were incubated with primary antibody (4°C, overnight), followed by HP-conjugated polymer secondary for 10 min at RT. After washing with TBS-T twice, a single Opal fluorophore working solution (Opal 480, 520, 540, 570, 620 and 690 stock reagents) was prepared and further incubated with the slides for an additional 10 min for first-round Opal signal generation. Then, the primary antibody-HP polymer-Opal complex was removed by HIER treatment as described above for secondary antibody binding. The repeated staining steps and antibody-Opal complex removal were terminated until all Opal fluorophores were used. Finally, the tissue slides were mounted with Fluoroshield medium with DAPI (Sigma–Aldrich, #F6057). Images were acquired and processed with the Vectra Polaris Automated Quantitative Pathology Imaging System and inform tissue analysis software (Akoya Biosciences). All comparative images were obtained using identical area and camera settings. Detailed information on the antibodies used in the experiments is listed in Table S9.

#### Bulk RNA sequencing and biologic inference

To examine the effects of BF10 on the TME, tumor tissues were collected from murine breast cancer (4T1) and HNSCC (Q1-2) models treated with 4 doses of IL-10-Fc, anti-CSF-1R antibody, BF10 or control IgG for RNA sequencing. Briefly, total RNA was extracted from resected tumor tissues using the TRIzol protocol and quantified with a Quant-iT RNA BR assay kit (Thermo Fisher). RNA-Seq libraries were prepared using the TruSeq Stranded mRNA Library Prep Kit, followed by PCR with KAPA HiFi Polymerase according to the manufacturer’s instructions. Libraries were sequenced using an Illumina NextSeq 550 system to generate 33–40 million reads per sample with a read length of 75 bp. Sequenced data were aligned to the mouse reference genome mm10 (GRCm38.101). Sequence reads were normalized to 10 million reads per sample and log2 transformed with the formula log2(((expression gene × ÷ library size)106)+1), where the library size was the sum of all expression values per sample. Gene expression differences with an FDR value of 0.05 or smaller and an expression difference ≥50% were considered statistically significant and determined as differentially expressed genes (DEGs). To clarify the possible biological pathways influenced by BF10, an online bioinformatics database (DAVID Bioinformatics Resources 6.8) was applied to analyze significant changes in DEGs (FC > 1.5 and p < 0.05; FC < 0.5 and p < 0.05). Ingenuity pathway analysis software (IPA, QIAGEN) was used to examine the functional connectivity of genes related to pathways in HNSC/Q-1 tumor samples between groups. Gene set enrichment analysis (GSEA) was performed to determine whether there were significant differences in the defined gene set between the 2 different treatment groups. The expanded immune gene signature was described as previously reported,^42^ and the expression score in this study was defined as the average expression level of *Cd3d, Ido1, Ciita, Cd3e, ccl5, Gzmk, Cd2, Cxcl13, Il2rg, Nkg7, Cxcr6, Lag3, Tagap, Cxcl10, Stat1* and *Gzmb*.

#### Generation of mouse TCR immune repertoire sequencing data

Total RNA of CD8^+^ T cells was extracted as described in method of bulk RNA sequencing. The same amount RNA (100 ng and RIN >8) of indicated group was applied to construct RNA-seq libraries using QIAseq Mouse TCR Sequencing kit (#333705, Qiagen). 

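Clonotypes of all 4 chains were listed for each library. In tumors, TRGC and TRDC together took 4.27% of UMIs for control IgG (95% Wilson interval 4.18% to 4.36%), 8.93% for αCSF1R (8.70% to 9.15%), 0.873% for IL-10-Fc (0.836% to 0.912%) and 0.898% for BF10 (0.865% to 0.933%). In spleens, they took 1.96% for control IgG, 0.677% for IL-10-Fc, 1.79% for αCSF1R and 2.30% for BF10.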

Briefly, cDNA synthesis was completed with TCR-specific RT primers, which recognize the constant region of T cell receptor alpha, beta, gamma, and delta. Next, the cDNA molecule was assigned with a unique molecular index (UMI) by ligating a 12-base oligo adapter with sample index. Following UMI assignment and reaction cleanup, TCR target enrichment was performed by single primer extension, followed by processing with sample indexing primer and universal primer for libraries amplification. Finally, TCR libraries were sequenced using an Illumina NextSeq 550 system for CDR3 region. All protocols and steps were performed according to the manufacturer’s instructions, reference report.^61^ Samples were processed by the assistance of Cancer Progression Research Center (National Yang Ming Chiao Tung University) and analyzed data were completed by QIAseq Immune Repertoire RNA Library Kit Data Analysis Portal (https://geneglobe.qiagen.com/us/analyze). The relative clonotype information and diversity results from the QIAseq Immune Repertoire report were also evaluated using the Morisita-Horn index. This index was utilized to compare the similarity of treatment-induced differences across all groups and different tissues.

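To compare tissues, the Morisita-Horn index on TRAC and TRBC clonotypes was averaged over the 4 pairs of libraries of the same treatment and over the 12 pairs of different treatments. Fig. S9E draws the tissues as taken from the same mice, so pairs of the same treatment may also be pairs of the same mice. Higher overlap within a treatment therefore cannot be told apart from overlap within mice. Between tumor and tdLN the means were 0.0640 and 0.0362, a ratio of 1.77, and the observed pairing of treatments gave the highest mean of all 24 pairings (one-sided exact permutation test, p = 0.0417, the smallest that 24 pairings allow). Between spleen and tdLN the means were 0.158 and 0.131, a ratio of 1.21 (the same exact test, p = 0.0417). Between tumor and spleen the means were 0.0599 and 0.0589, a ratio of 1.02 (the same exact test, p = 0.542). Adjusted over these 3 tests by the Benjamini-Hochberg method, the exact permutation p was 0.0625 for tumor and tdLN and for spleen and tdLN. Of the alternatives tried, TRBC clonotypes only moved the ratio between tumor and tdLN most, to 4.86. CDR3 amino acid sequences without V and J lowered it to 1.07 (the same exact test, p = 0.25). They gave 1.02 between spleen and tdLN (the same exact test, p = 0.125). Between tumor and spleen, TRBC clonotypes only gave 1.45 and presence only gave 1.11 (the same exact test, p = 0.0417 for each). TRAC clonotypes only gave 0.963 there (the same exact test, p = 0.542). With TRBC clonotypes only, the index of the BF10 tumor library was 0.129 with the BF10 tdLN library and 0.0278 to 0.0478 with the other tdLN libraries, and that of the IL-10-Fc tumor library was 0.0929 with the IL-10-Fc tdLN library and 0.0080 to 0.0142 with the others. Between the control IgG tumor and tdLN libraries it was 0.0072, and between the αCSF1R tumor and tdLN libraries it was 0.0040. Of the 100 most abundant TRBC clonotypes of each tumor library, the tdLN library of the same treatment listed 56 for BF10, 58 for IL-10-Fc, 53 for αCSF1R and 32 for control IgG, and the tdLN libraries of other treatments listed 5 to 13.

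**Figure D2:**
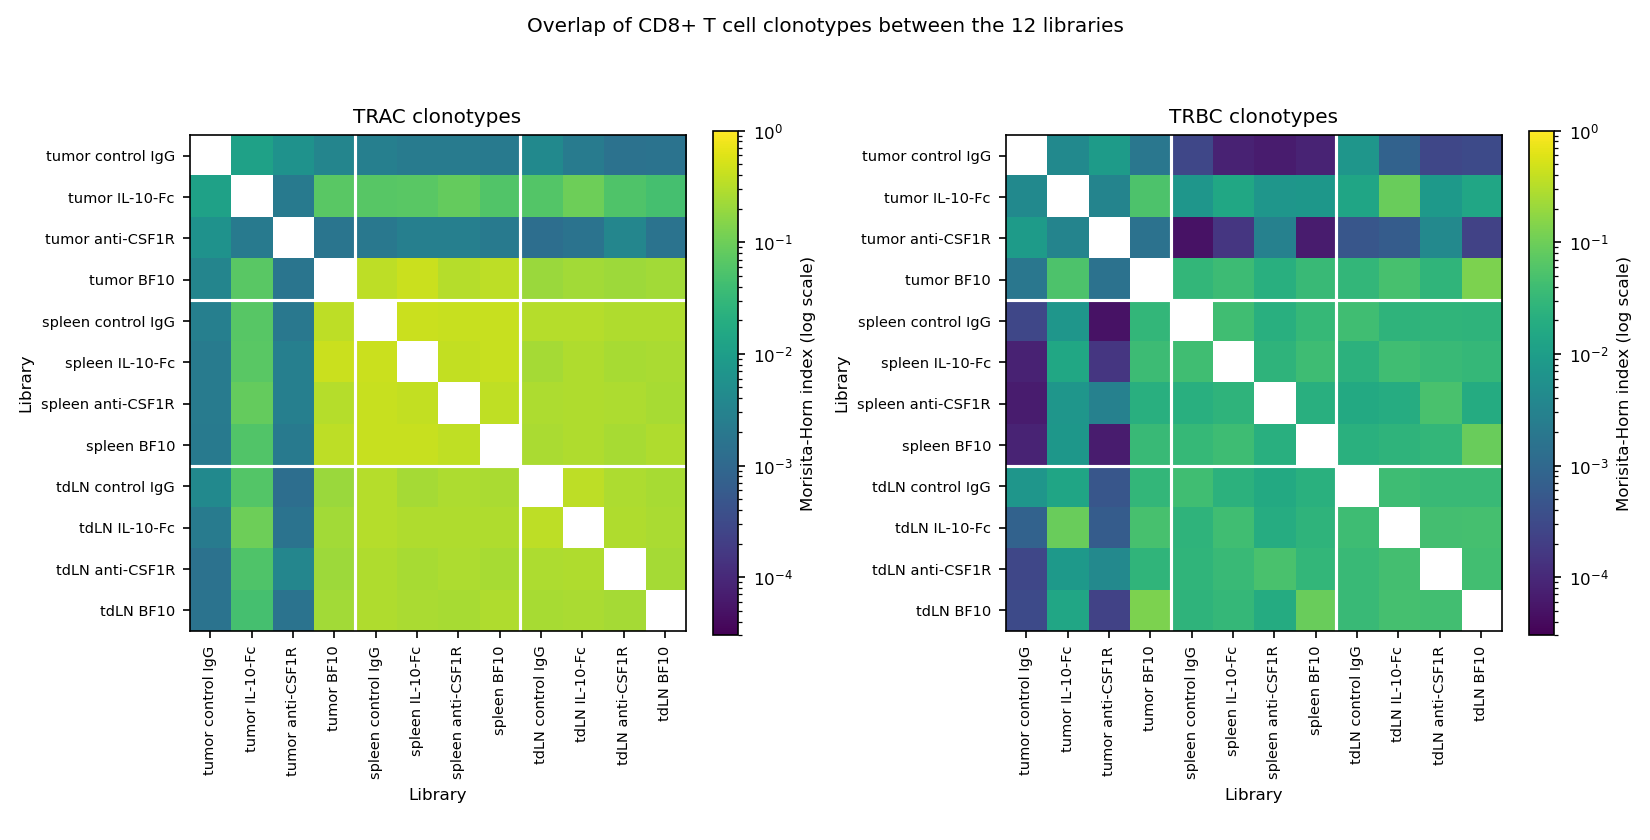
Morisita-Horn index (log scale) of each pair of the 12 libraries for TRAC (left) and TRBC (right) clonotypes, with 1 row and 1 column per library and white lines between tissues. A library was not compared with itself (white squares). For TRBC, the index of the BF10 tumor and BF10 tdLN libraries is 0.129.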

#### Single-cell RNA sequencing

The schematic protocol of scRNA-seq is shown in Figure 6A. Tumor tissues were harvested from the HNSC/Q1-2^Lucferiease^ orthotopic cancer model with four doses of control-IgG or IL-10 or anti-CSF-1R and BF10. Single-cell suspensions were isolated with kits (mouse dissociation kit, RBC lysis solution, dead cell removal kit) and a gentleMACS dissociator. All of the above reagents/instruments were obtained from Miltenyi Biotech and followed the manufacturer’s protocols. Next, CD45^+^ tumor-infiltrating lymphocytes (TILs) and CD45^−^ cells were separated using CD45^+^ Microbeads and MACS LS columns (Miltenyi Biotech). The separated cells were washed twice with 1X PBS and resuspended in DMEM containing 5% FBS at a cell density of 1000 cells/μl. Cell suspensions were processed by drop-based scRNAseq using a Chomium Next GEM Single Cell 3′ Reagent Kit (v3.1 kit, 10x Genomics), followed by a reverse transcription reaction within GEM droplets containing one cell, one gel bead and reverse transcript reagents for cDNA library preparation. Single-cell libraries were sequenced using an Illumina NovaSeq 6000 System (Illumina Inc.). The sequenced reads were processed with the Cell Ranger pipeline (v5.01, 10x Genomics) and then mapped to the mouse genome (GENCODE vM23/Ensembl 98) using Cell Ranger software (10x Genomics) and further analyzed by Loupe Browser (10x Genomics). Low-quality cells and potential doublets were ruled out by mitochondrial counts (>10%) and feature values per gene (greater than 95% of the total samples or cells expressed fewer than 1000 genes). Dimensionality reduction and visualization were analyzed by the UMAP algorithm with the default settings of Loupe Browser. For T cell subsets, we evaluated the expression of T cell marker genes using the UCell package for gene signature scoring.^45^ T cell subtype annotation was performed with ProjecTILs v1.0^62^ using default parameters. Differential expression analysis for cells of a specific subtype was performed using the FindMarkers function of Seurat with default parameters; the results were displayed using the EnhancedVolcano package (https://github.com/kevinblighe/EnhancedVolcano) using a log2(fold-change) threshold of 1.

#### Neutrophil depletion

To deplete neutrophils, we administered 200μg of anti-mouse Ly6G/Ly6C antibody (clone NIMP-R14, BioXcell) intraperitoneally (i.p.). The effectiveness of neutrophil depletion was assessed through flow cytometry analysis of mouse peripheral blood samples (pre-bleed and post-bleed) and immunohistochemistry (IHC), as indicated. The experimental scheme and protocols were presented in Figure S10C. In brief, mice received either Ly6G/6C or Mock (Rat-IgG2b) treatment one day before the experiment, followed by co-treatment of PBS or BF10 with a three-day interval for tumor growth analysis.

#### Combination therapy of BF10 with anti-PD-1 blockade

A subcutaneous HNSC/Q1-2^Lucferiease^ mouse model was used for the combination therapy. Tumor-bearing mice received an isotype control or anti-PD-1 (200 μg) and/or BF10 (36 mg/kg) when the average tumor size reached 150 mm^3^. The antibody treatments of BF10 or isotype control (clone 2A3, BioXcell) or anti-mouse PD-1 (clone. RMP1-14, BioXcell) were intraperitoneally injected at 3-day intervals for a total of six doses. Tumor size was measured and recorded using a digital caliper.

#### Cytokine array assay

Mouse serum samples were analyzed using a Quantibody Mouse Cytokine Array 4000 Kit (QAM-CAA-4000, RayBiotech) to examine the expression levels of various cytokines according to the manufacturer’s instructions. This combinational assay kit contains five glass array slides (Q4, Q5, Q6, Q7 and Q8) to quantitatively detect 200 mouse cytokines using a multiplexed sandwich ELISA platform. Briefly, serum samples were diluted 2-fold with PBS into wells and then incubated overnight at 4°C. Next, the slides were washed and incubated with a biotinylated antibody cocktail mixture at room temperature for 2 h, followed by further incubation with Cy3 dye-streptavidin reagent for 1 h. After 5 washes, the slides were detected with a laser scanner imaging system using the Cy3 channel (Axon Instruments, GenePix). The signal values of the spots were processed with RayBio analysis software, and each array contained internal controls to normalize the data.

### Quantification and statistical analysis

All experiments were conducted with a minimum of two independent replicates, each consisting of more than four technical repeats. The data are presented as the mean ± standard deviation (S.D.), unless otherwise specified with standard error of the mean (S.E.M.). Statistical analysis for comparing differences between two groups was performed using a two-sided unpaired Student’s t-test. Functional assays among the four treatment groups were evaluated using one-way ANOVA with post-hoc Tukey test. Pearson’s correlation test was employed to analyze the correlation between two factors. Survival rates were assessed using the Kaplan-Meier curve and log rank test. All statistical analyses were conducted using GraphPad Prism (v8). Statistical significance was denoted as follows: ∗ for p ≤ 0.05, ∗∗ for p ≤ 0.01, and ∗∗∗ for p ≤ 0.001.

## Data Availability

• Bulk RNA-seq and single-cell RNA-seq data have been deposited at GEO and are publicly available under accession numbers (GEO: GSE193051, GSE193045, GSE193054, GSE190111, GSE193050, and GSE216119). The survival and gene expression data of TCGA HNSCC cohort were based on UCSC Xena dataset^63^ (https://portal.gdc.cancer.gov/projects/TCGA-HNSC) and cBioPortal (https://xenabrowser.net/).^64^ • This paper does not report original code. • Any additional information required to reanalyze the data reported in this work paper is available from the lead contact upon request.

# Supplementary material for: A CSF-1R-blocking antibody/IL-10 fusion protein increases anti-tumor immunity by effectuating tumor-resident CD8+ T cells
**Source:** Cell Rep Med. 2023 Aug 15;4(8):101154. doi: 10.1016/j.xcrm.2023.101154
**Supplement:** Document S1. Figures S1–S11

**Supplemental information**

**A CSF-1R-blocking antibody/IL-10 fusion protein**

**increases anti-tumor immunity**

**by effectuating tumor-resident CD8<sup>+</sup> T cells**

**Yao-Wen Chang, Huey-Wen Hsiao, Ju-Pei Chen, Sheue-Fen Tzeng, Chin-Hsien Tsai, Chun-Yi Wu, Hsin-Hua Hsieh, Santiago J. Carmona, Massimo Andreatta, Giusy Di Conza, Mei-Tzu Su, Pandelakis A. Koni, Ping-Chih Ho, Hung-Kai Chen, and Muh-Hwa Yang**

## **Supplemental information**

The file includes:

-Supplementary Figure S1 to S11 with legends

### **A CSF-1R-blocking antibody/IL-10 fusion protein increases anti-tumor immunity by effectuating tumor-resident CD8<sup>+</sup> T cells**

Yao-Wen Chang, Huey-Wen Hsiao, Ju-Pei Chen, Sheue-Fen Tzeng, Chin-Hsien Tsai, Chun-Yi Wu, Hsin-Hua Hsieh, Santiago J. Carmona, Massimo Andreatta, Giusy Di Conza, Mei-Tzu Su, Pandelakis A. Koni, Ping-Chih Ho, Hung-Kai Chen, and Muh-Hwa Yang

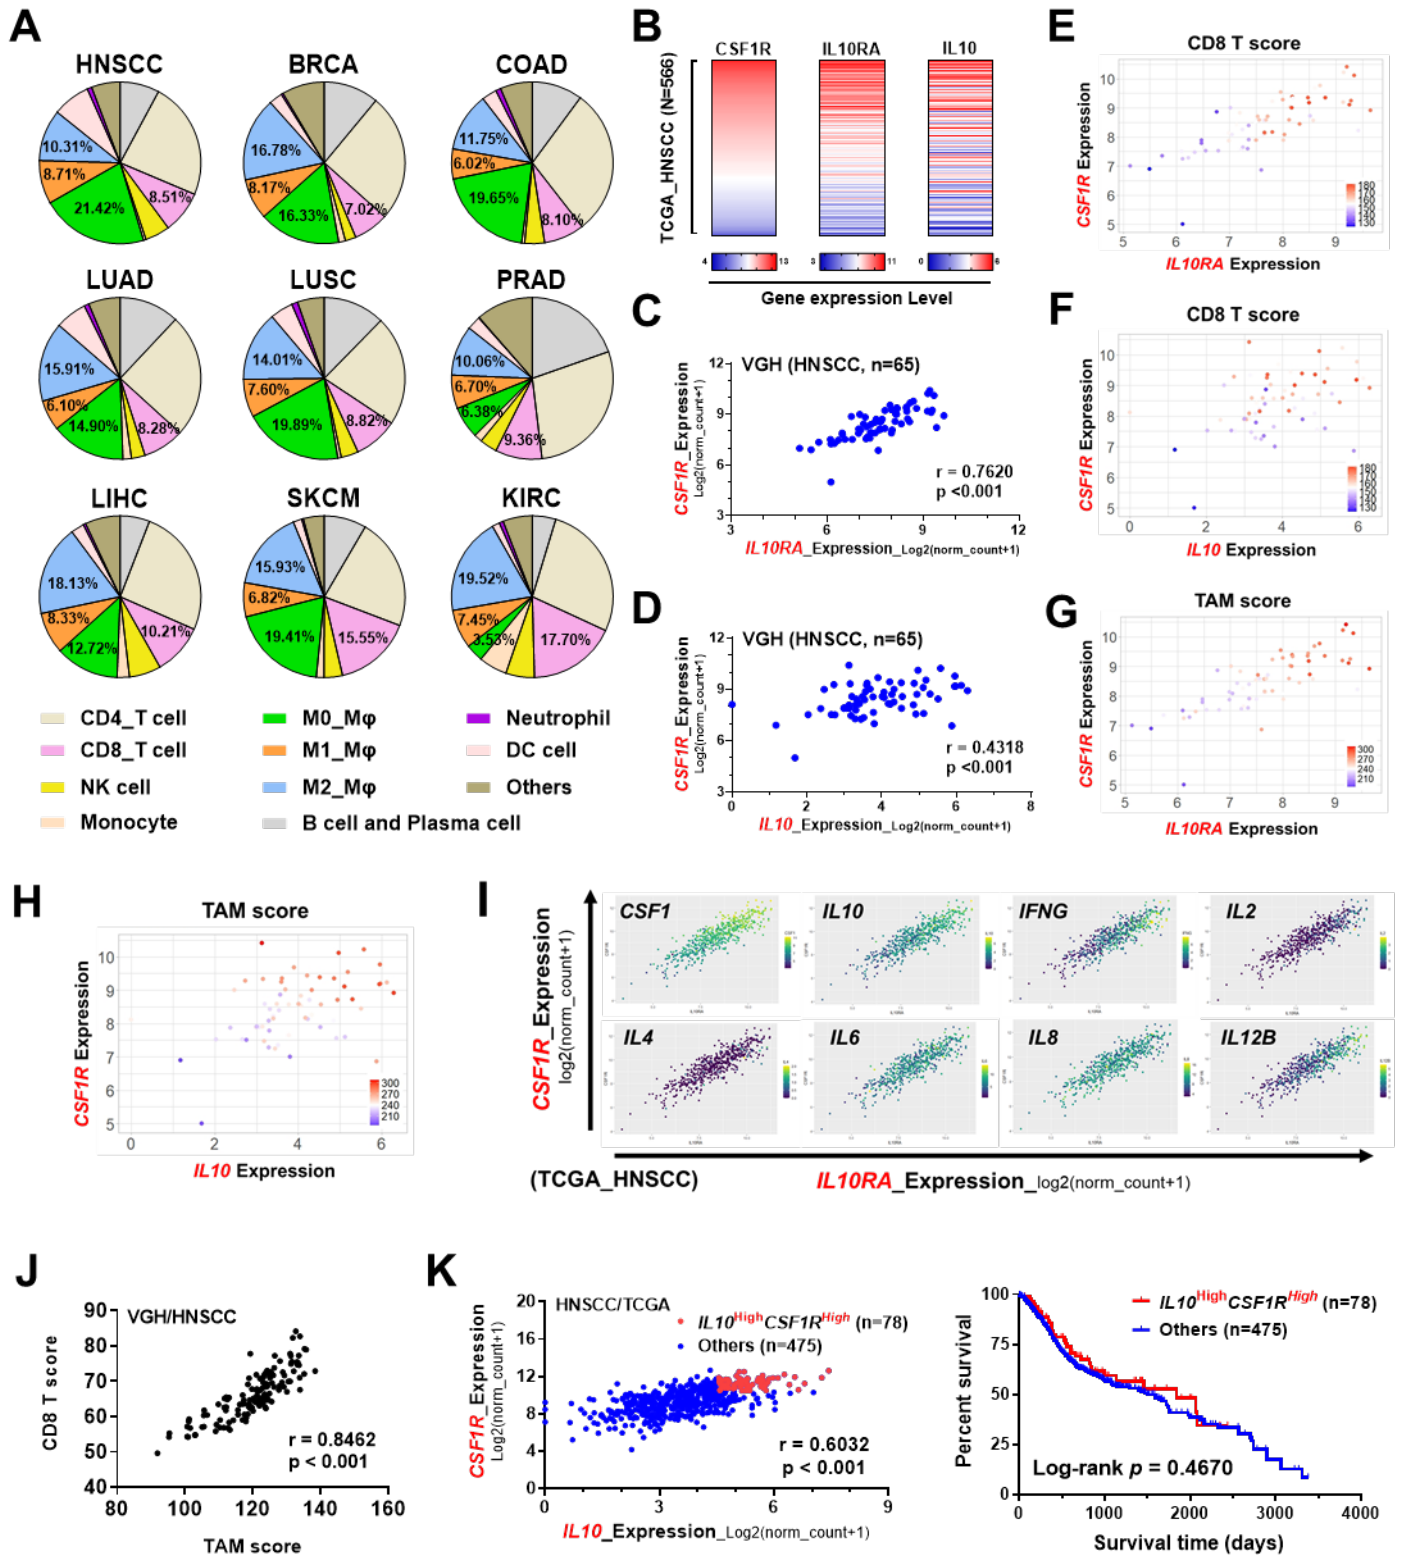

**Figure S1. The immune cell composition in different cancers and the relationship between CSF-1R and IL10/IL10-RA axis and immune signature in HNSCC, related to Figure 1. (A)** The proportion of infiltrated immune cells within tumor microenvironment. Bulk RNA-sequencing analysis from 9 cancer types of TCGA database. Relative abundance of immune cell types among different cancer types was analyzed by CIBERSORTx with LM22 signature. head and neck squamous cell carcinoma (HNSCC); breast cancer (BRCA); colon adenocarcinoma (COAD); lung adenocarcinoma (LUAD); lung squamous cell carcinoma (LUSC); prostate adenocarcinoma (PRAD); liver cancer (LIHC); skin cutaneous melanoma (SKCM); kidney renal clear cell carcinoma (KIRC). **(B)** The gene expression panels of CSF1R, IL-10RA and IL-10 of the individuals of TCGA HNSCC patients (n= 566). **(C),(D)** The correlation analysis of RNA expression level between IL-10/IL-10-RA axis and CSF-1R of head and neck squamous carcinoma (HNSCC) in Taipei Veterans General Hospital (VGH) database (n=65). The correlation was determined by

Pearson correlation (r). **(E)-(H)** The 3D scatter plots for analyzing the expression of CD8 T score and tumor -associated macrophages (TAM) score related to IL10/IL10RA axis and CSF1R in VGH-HNSC. X-axis represents IL10 or IL10-RA expression. Y-axis means CSF1R expression. CD8 T or TAM scores were expressed from blue to red gradient color dots (low to high). The value expressed by RNA level ( $\log_2(\text{norm\_count}+1)$ ). **(I)** The 3D scatter plots for analyzing the expression of different cytokine genes related to IL10-RA and CSF1R in TCGA-HNSC. **(J)** The correlation analysis of the gene signature scores between CD8 T and TAM of VGH/HNSCC DSP dataset. RNA expression level from 134 ROIs of 6 patients were assessed and Region of interests (ROIs) were categorized as peri-normal tissue (Normal), primary tumor (inner tumor and outer tumor) and metastatic lymph node (LN). The correlation was determined by Pearson correlation (r). **(K)** Left panel: a scatter plot of IL10 and CSF1R gene expression level in TCGA HNSCC patients. Red dots indicate the patients with the top 50% level of IL10 (IL-10<sup>High</sup>) and top 50% of CSF1R (CSF1R<sup>High</sup>) gene expression level. Right panel: survival analysis between groups of IL10<sup>High</sup>CSF1R<sup>High</sup> (red line) and others (blue line). P value was estimated by log-rank test.

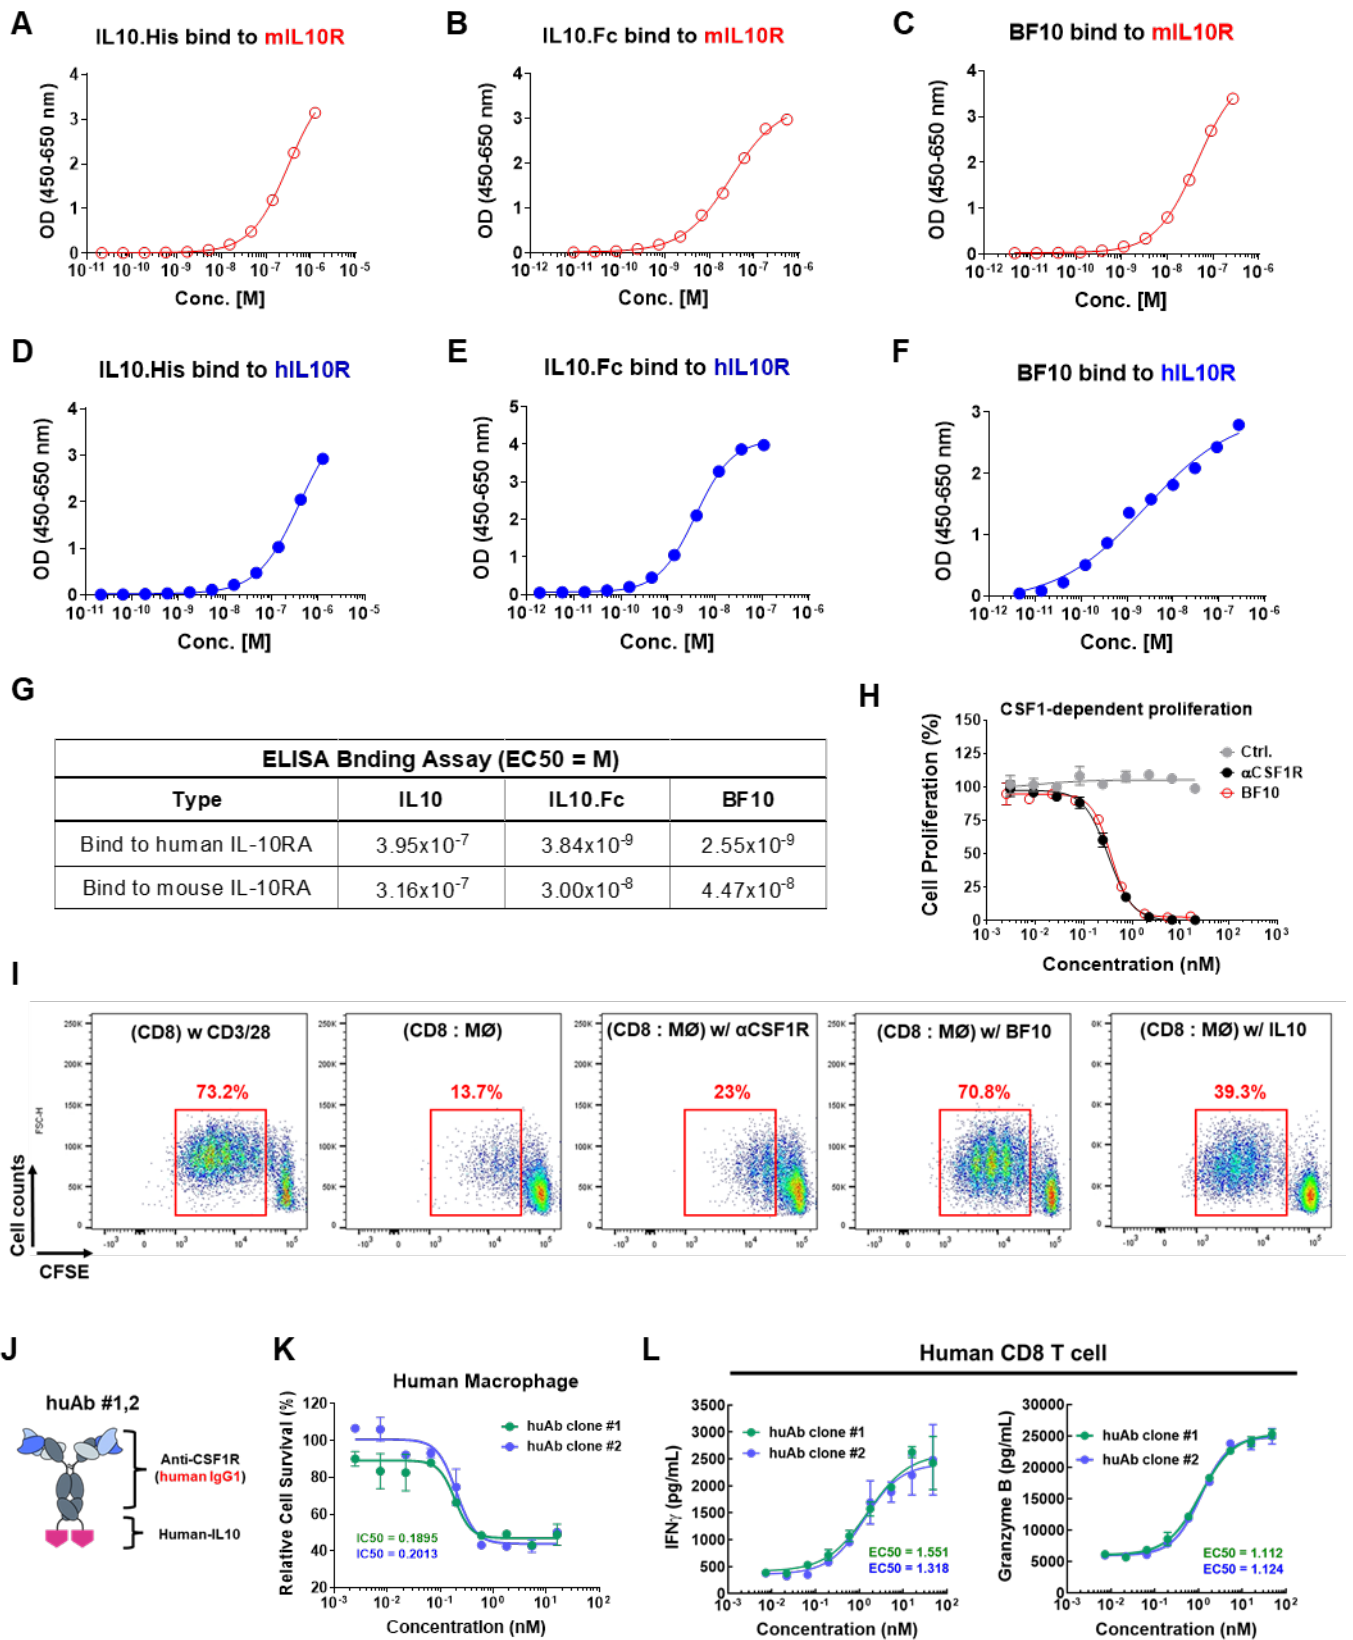

**Figure S2. In vitro characterization of the  $\alpha$ -CSF1R-IL10 fusion proteins, related to Figure 2. (A)-(F) Dose-response binding curve of IL-10-His tag, IL10-Fc and BF10 to recombinant mouse or human IL-10 receptor (a-c for mouse and d-f for human, respectively). The binding assays were performed by ELISA and data are calculated by OD values. (G) A table for summarizing the calculated EC<sub>50</sub> values of BF10 compared to IL10-his tag and IL10-Fc. EC<sub>50</sub> values were calculated from three independent experiments. (H) Proliferation assay of M-NFS-60 murine myelogenous leukemia cells incubated with CSF-1 together with anti-mCSF-1R or BF10 or control for 3 days. Cell proliferation was measured using CellTiter-Glo assay (Promega). (I) Effects of**

BF10 on T cell proliferation. CFSE-labeled CD8<sup>+</sup> T cells were activated with anti-CD3 and anti-CD28 in absence or presence of IL4-primed BMDMs. The activated cells were treated with 50 ng/ml of anti-CSF-1R, IL-10 or BF10 for 72 hours, and collected for flow cytometry analysis. The number indicates proliferating CD8 T cells percent in the red bracket. **(J)** Schematic presentation of the anti-human CSF-1R-IL10 fusion proteins (named as huAb # clone 1 and 2). **(K)** Cell viability assay. Human macrophages were derived from CD14<sup>+</sup> monocytes and then incubated with CSF-1 with different concentrations of anti-hCSF-1R-IL-10 fusion proteins for 3 days. Cell survival was measured using CellTiter-Glo assay (Promega). **(L)** Assay for the production of IFN- $\gamma$  and granzyme B from human activated CD8<sup>+</sup> T cells. CD 8<sup>+</sup> T cells were isolated from PBMC and activated with anti-CD3 plus anti-CD 28 (T Cell TransAct Miltenyi Biotec) for 3 days and then treated for 3 days with anti CSF-1R/IL-10 fusion proteins and triggered with anti-CD3 (Biolegend) for 4 hours. The level of IFN- $\gamma$  and granzyme B were measured by ELISA (Biolegend). The calculated curve of one representative data of three independent experiments was presented as mean  $\pm$  S.D. and was shown in indicated assays in j and k, respectively.

**A**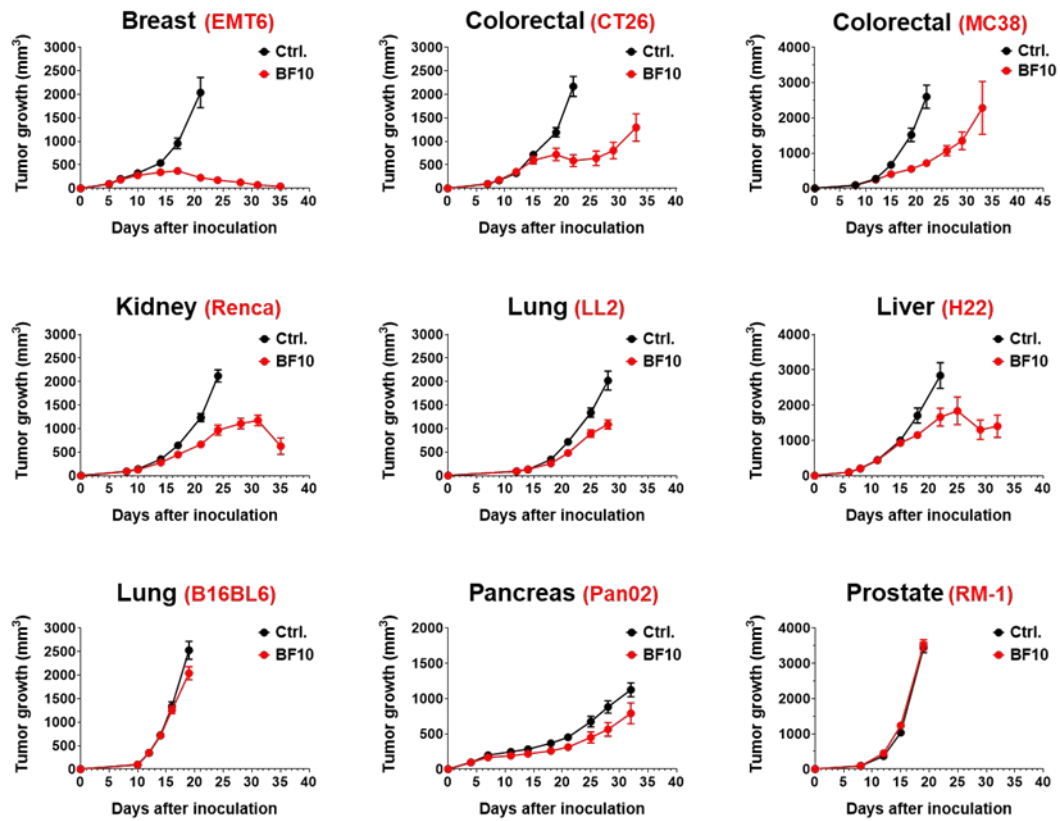**B**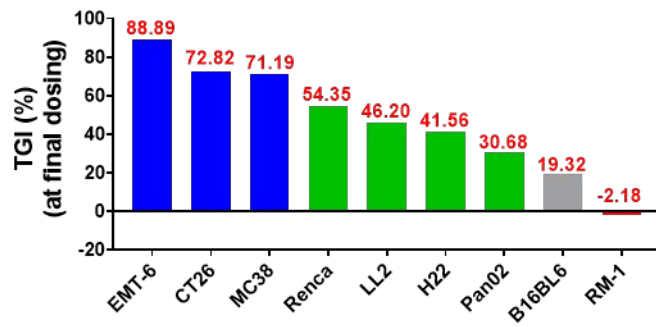**C**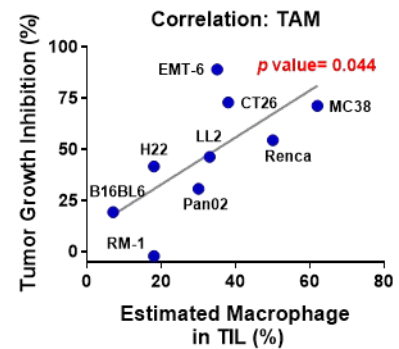**D**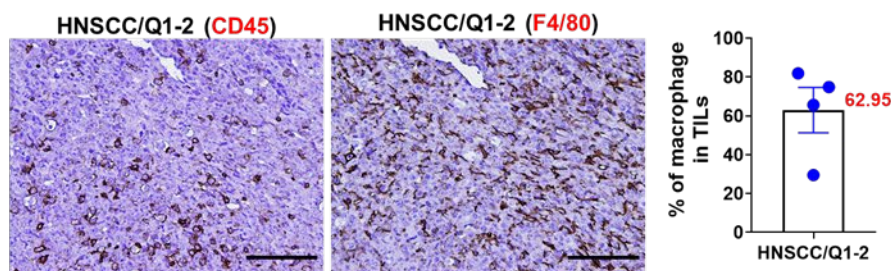**E**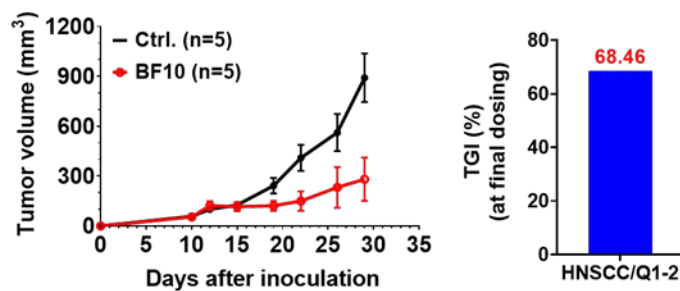

**Figure S3. The antitumor activities of BF10 in mouse syngeneic tumor models, related to Figure 3.** (A) The anti-tumor activity of BF10 was further assessed among syngeneic cancer cell lines for seven cancer types. The syngeneic mouse cancer platform (MuScreen™, CrownBio Inc.) was applied and analyzed with their responding macrophage proportion in the same model (CrownBio Inc.). Tumor-bearing mice were received the treatment with either isotype control or BF10 (36 mg/kg) for a total of six doses. All mice received the equivalent dose treatment as described in methods. The tumor growth was measured twice per week until end of the study. (B) The tumor growth inhibition (TGI) values (presented in %) among different cancer types. TGI was calculated from the ratio of volume change in treatment and control between Day 0 and the end of the experiment (Day 33). (C) The correlation analysis of TGI versus estimated macrophages numbers in tumor-infiltrated lymphocytes (TILs). The relationship was evaluated by linear regression model and shown as p-value. (D)-(E) The anti-tumor activity of BF10 for mouse HNSCC syngeneic model. HNSCC/Q1-2 tumor-bearing mice were received treatments of Ctrl-IgG or BF10 for six doses, and then tumor samples were harvested and subjected to determine the infiltration of CD45<sup>+</sup> and F4/80<sup>+</sup> cells by immunohistochemical staining. Representative images of the CD45<sup>+</sup> cells or F4/80<sup>+</sup> cells from the control group and BF10 group were calculated for macrophage proportion in TIL. The TGI value was calculated from the ratio of volume change in treatment and control between Day 0 and the end of the experiment (Day 29).

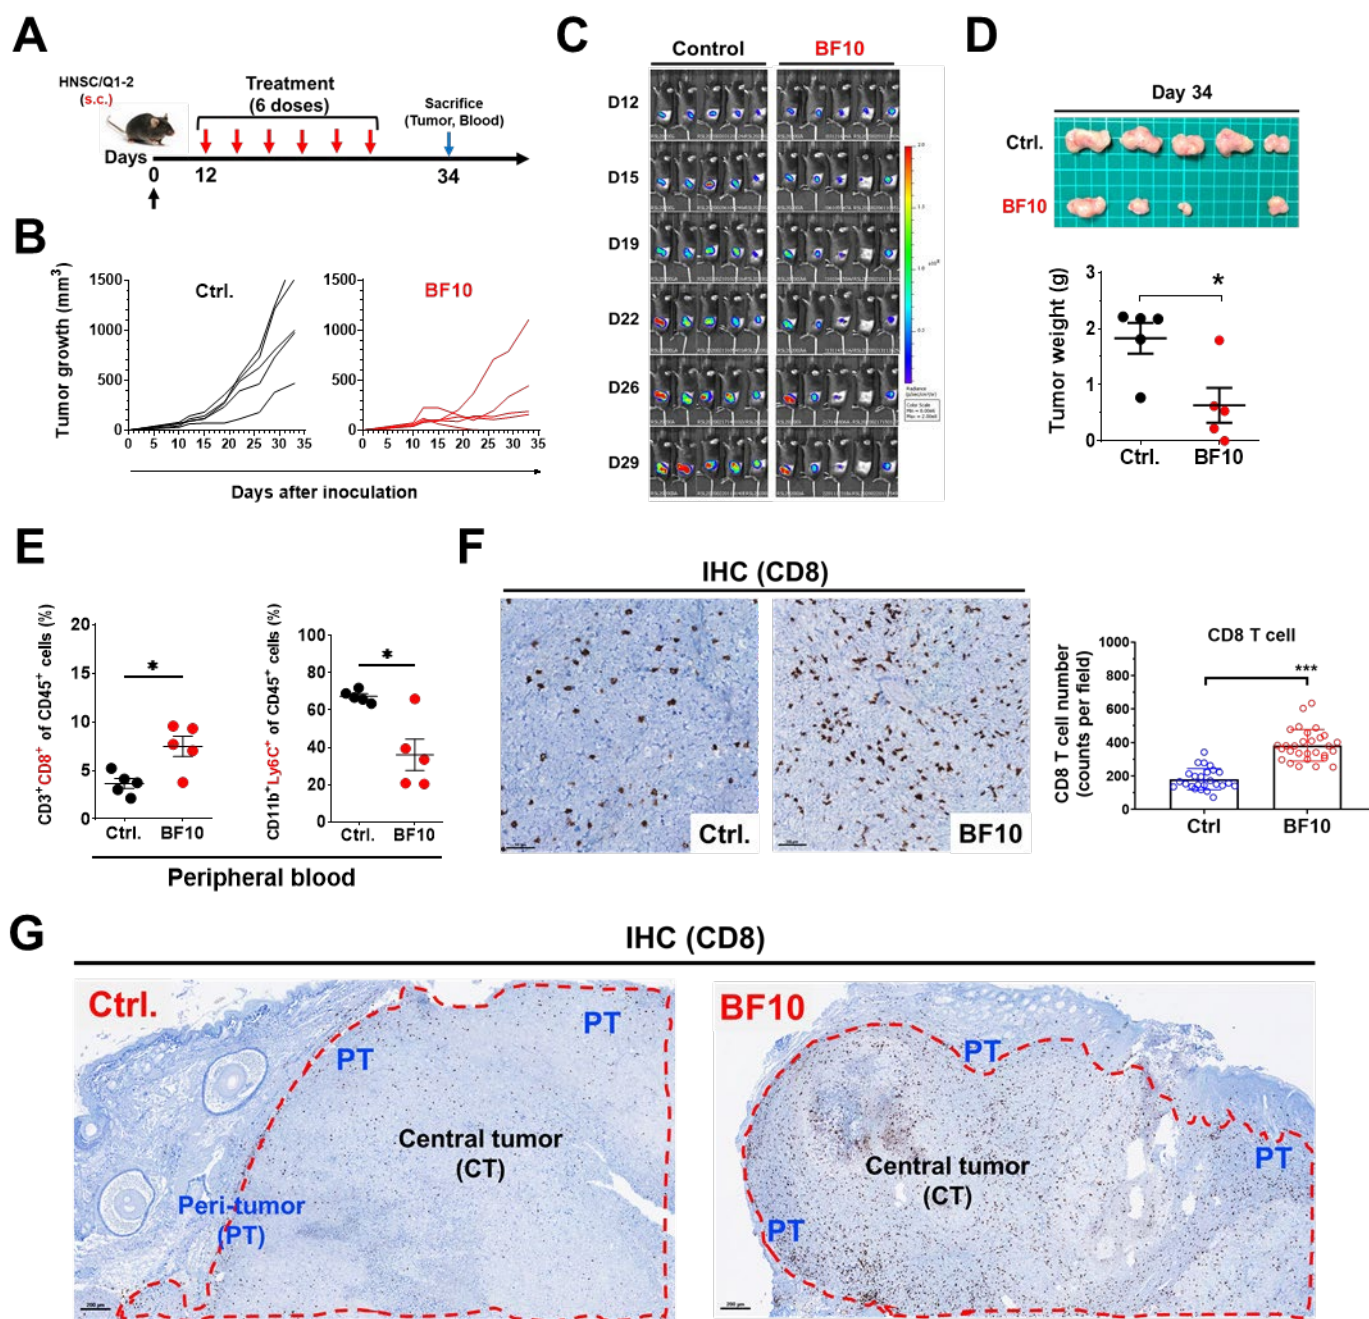

**Figure S4. The antitumor activities of BF10 in mouse syngeneic tumor models, related to Figure 3.** (A)-(F) Tumor-bearing mice (HNSCC/Q-2<sup>luciferase</sup>, subcutaneous) received control IgG (30 mg/kg) or BF10 (an equivalent dose of 30 mg/kg IgG) twice per week for a total of six doses when tumor size reach to 100 mm<sup>3</sup> (Day 12). At endpoint of treatment (Day 34), tumor tissues and serum samples were collected for analysis. (A) Experimental scheme and treatment protocol of mouse model of HNSCC cancer cells. (B) Tumor volume curves of individual mice. (C) Representative bioluminescence images for tumor growth. The bioluminescence intensity of tumor growth (Day 12, 15, 19, 22, 26 and Day 29) was measured using Xenogen IVIS 100 imaging system. n=5 for each group. (D) Upper: representative photos of the collected tumors. Lower: quantification of tumor weights after treatment of BF10 at Day 34. \*P < 0.05. (E) Flow cytometric analysis of the immune cells in peripheral blood of the tumor-bearing mice after last treatment (n = 5 per group). (F) The representative image of the tumor-infiltrated CD8<sup>+</sup> T cells with immunohistochemical (IHC) examination (Upper). Images were captured by a microscope system (Olympus BX51; Olympus Corp.). Scale bar= 50  $\mu$ m. (Lower) The quantification of the CD8<sup>+</sup> T cells per HPF (20X magnification). Images from indicated groups (n= 3 to 4 mice, total images > 25 HPF) were quantified. Data were presented as mean  $\pm$  S.D. (G) Representative images

of the distribution of tumor-infiltrated CD8<sup>+</sup> T cells. Tumor tissues (orthotopic murine HNSCC model) from the indicated treatments were examined by using IHC staining. Tumor tissue was separated into outer and inner regions which define as peri-tumor (PT, blue color) and central-tumor (CT, black color). Scale bar, 200  $\mu$ m.

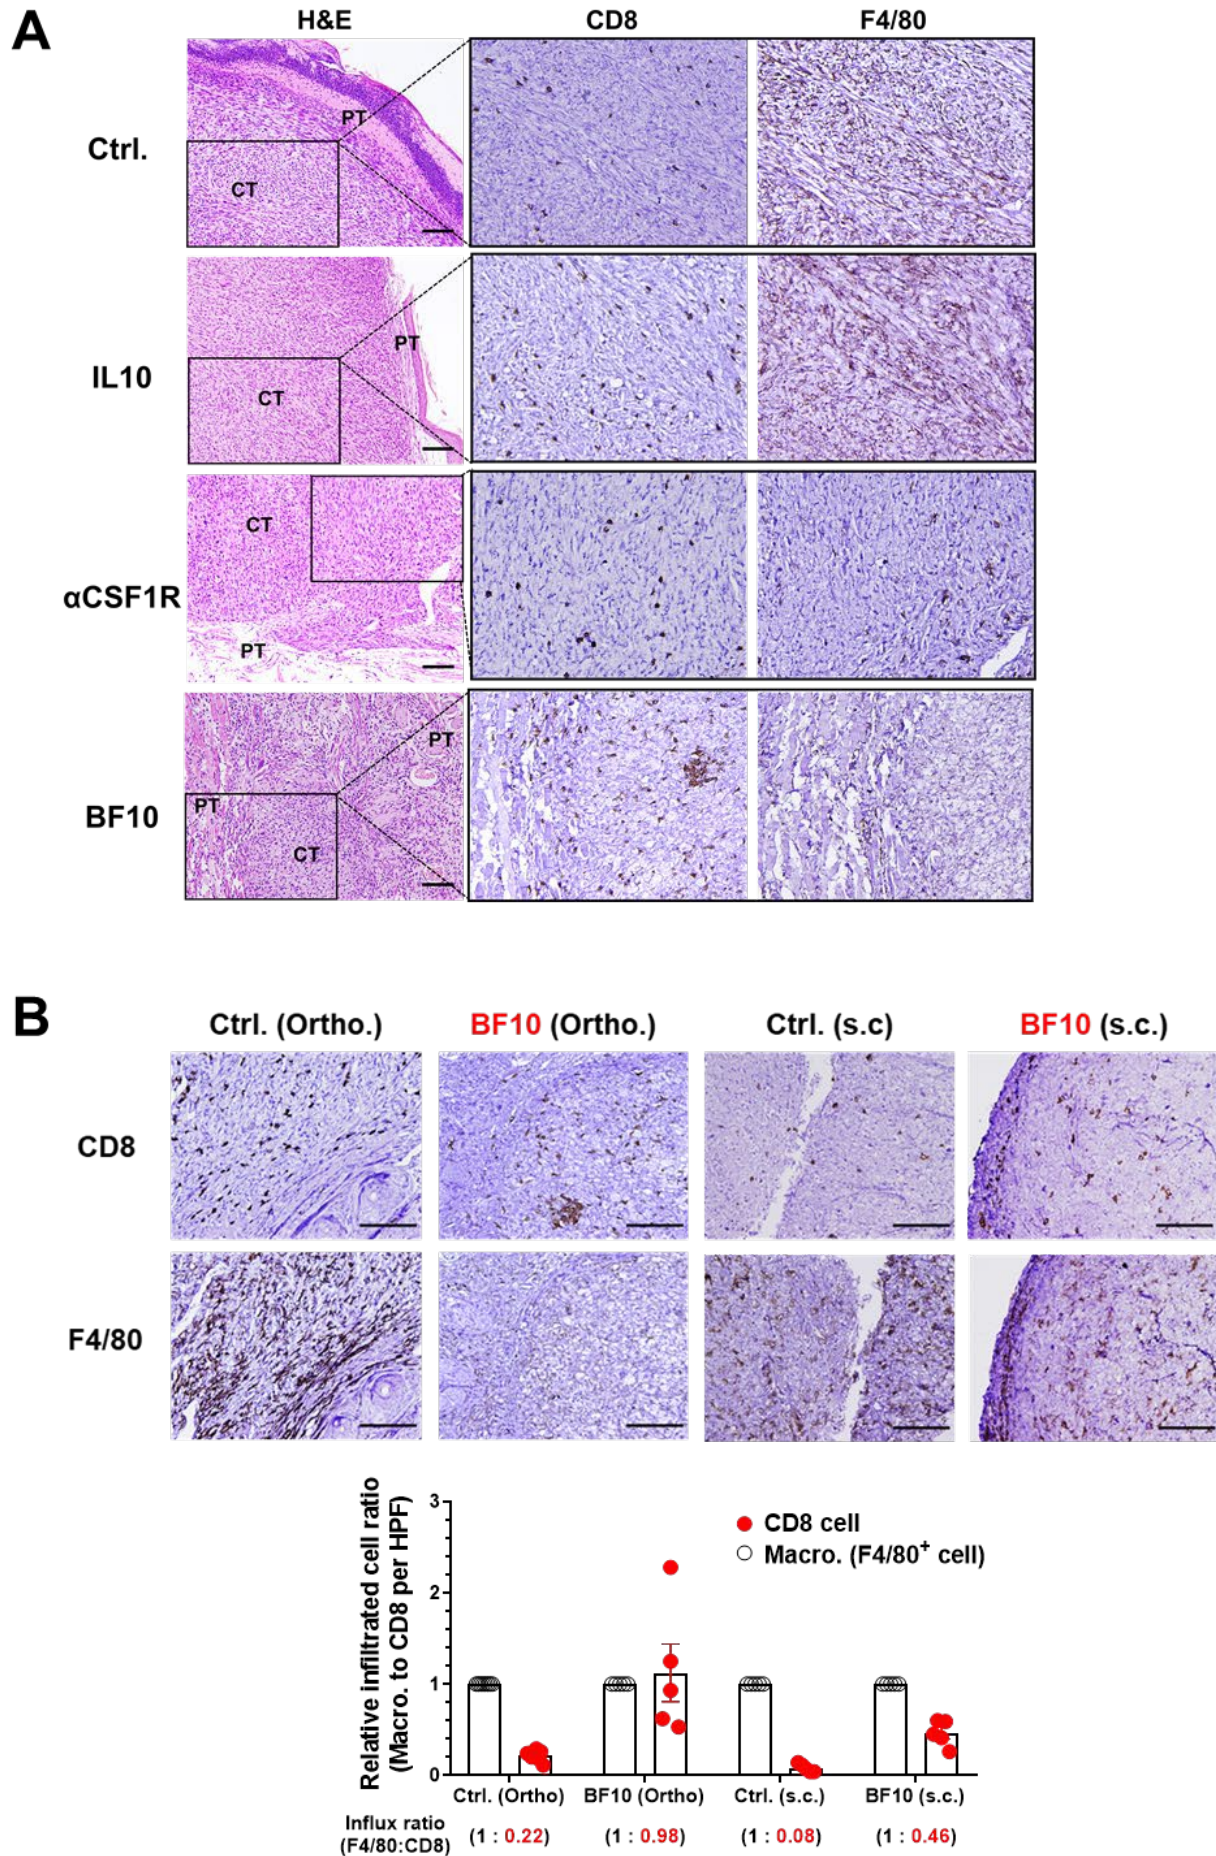

**Figure S5. The antitumor activities of BF10 in mouse syngeneic tumor models, related to Figure 3. (A)** Tumor-bearing mice (HNSCC/Q-2<sup>luciferase</sup>) received treatments of Ctrl-IgG (30 mg/kg), IL10-Fc (20 mg/kg), αCSF1R (30 mg/kg) or BF10 (36 mg/kg)

for six doses. Collected samples were assayed using immunohistochemical staining for CD8 T cells and tumor-resident macrophages. Representative images of H&E and IHC staining of CD8<sup>+</sup> T cells or F4/80<sup>+</sup> cells in tumor tissues from the indicated groups. n= 3 per group. Scale bar= 100  $\mu$ m. **(B)** The ratio comparison of CD8<sup>+</sup> : F4/80<sup>+</sup> cells between orthotopic and subcutaneous models of HNSCC/Q1-2 tumor cells. Representative image is one of at least two independent experiments. The quantification of the CD8<sup>+</sup> T cells or macrophages per HPF (40X magnification). Images from indicated groups (n= 3 to 4 mice) were quantified. Data were presented as mean  $\pm$  S.D. Scale bar = 100  $\mu$ m

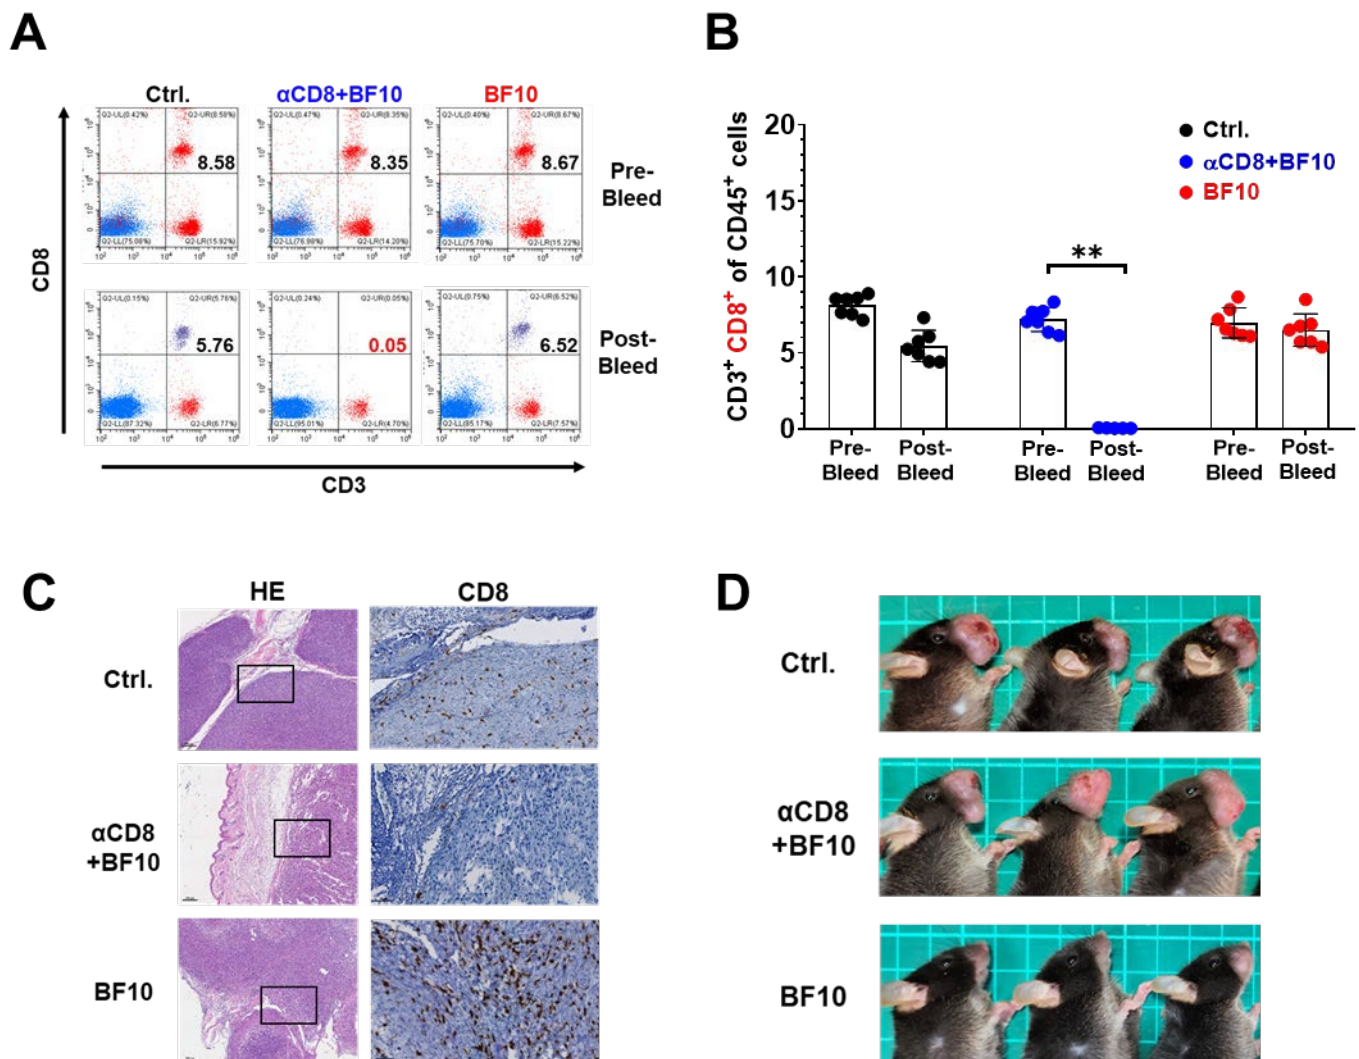

**Figure S6. The antitumor activities of BF10 in mouse syngeneic tumor models, related to Figure 3. (A)-(B)** CD8<sup>+</sup> T cells of peripheral blood of pre-bleed and post-bleed were assessed by flow cytometric analysis. The CD8<sup>+</sup> T cell depletion was carried out using 200 µg anti-CD8 antibody (i.p. every 3 days) simultaneously with or without BF10 treatment in tumor-bearing mice and protocols were described in Fig. 3I. **(C)** Representative images of H&E and IHC staining of CD8<sup>+</sup> T cells in tumor tissues from the indicated groups. n= 6-7 per group, **(D)** Representative photos of the orthotopic tumor from the indicated groups.

## Gating strategy for analysis of tumor infiltrating cells

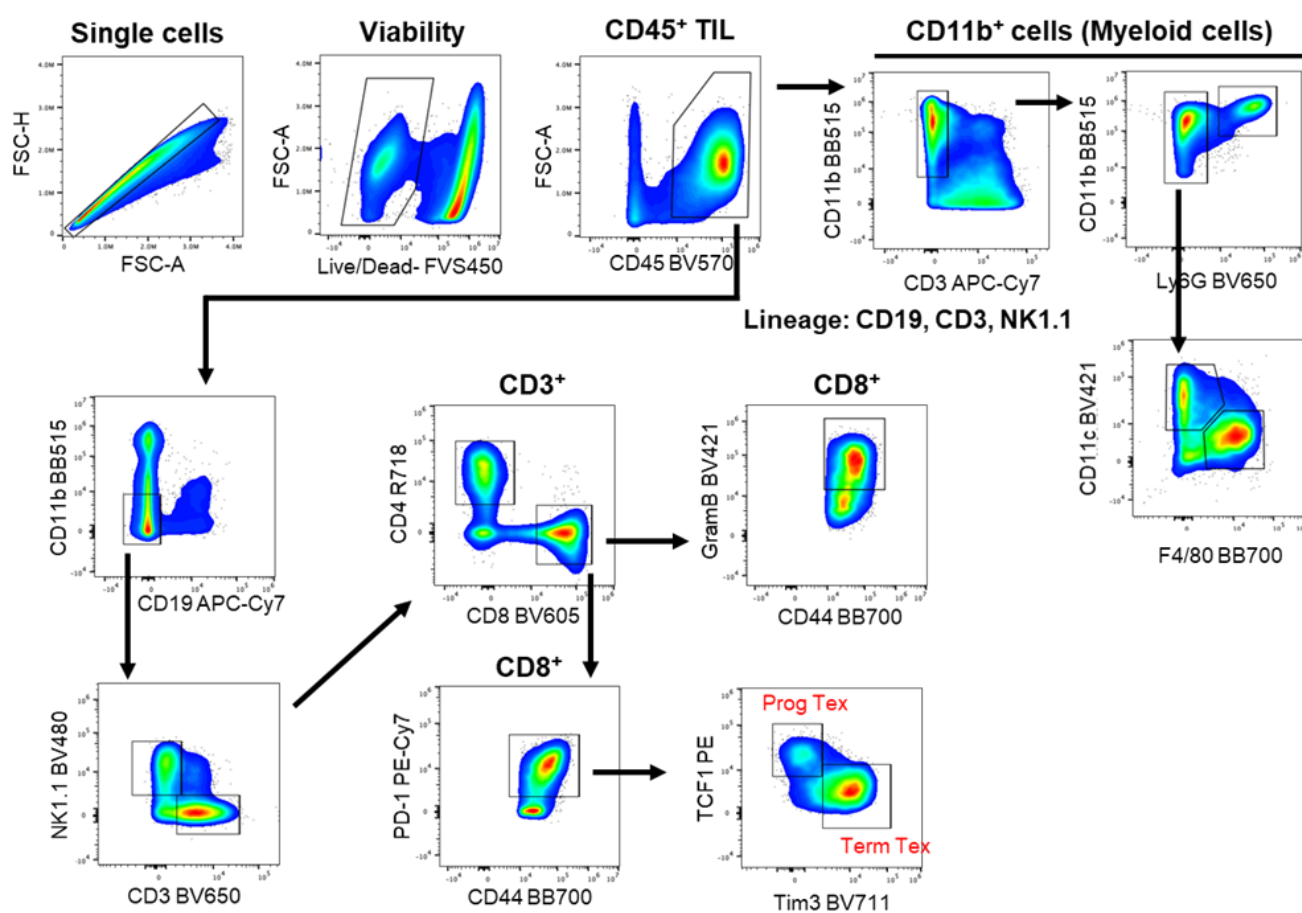

**Figure S7. BF10 modulates immune cells in tumor and lymphatic organs, related to Figure 4.** Gating strategies to assess immune compartmentalization of T cell subsets within tumor microenvironment. FACS gating strategy for immune cell profiling among tumors. The population and activity of infiltrated immune cells in the tumor microenvironment were determined according to the gating strategy.

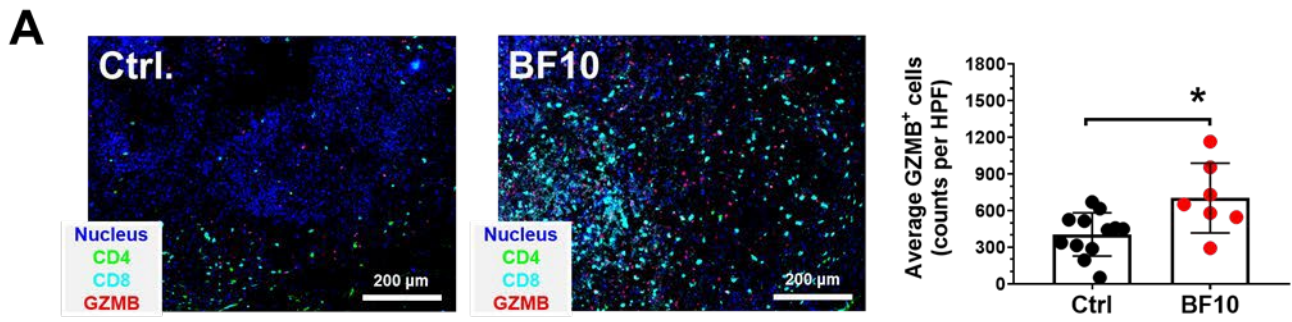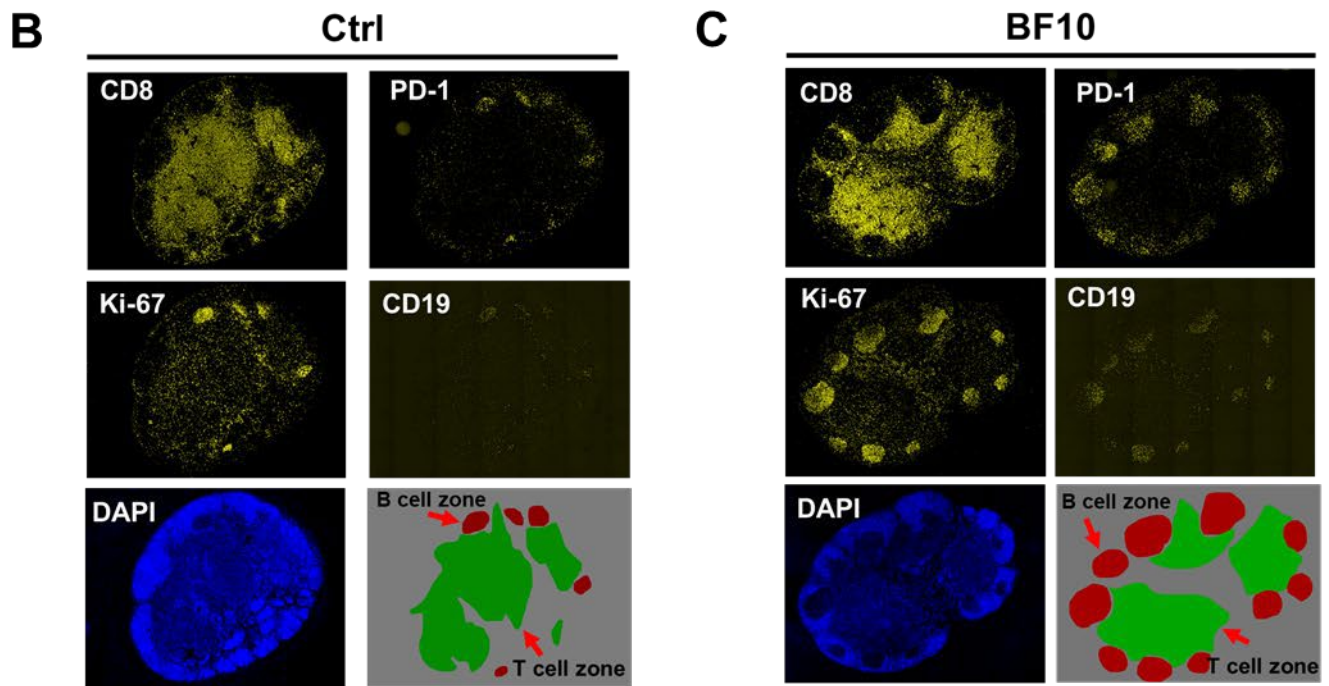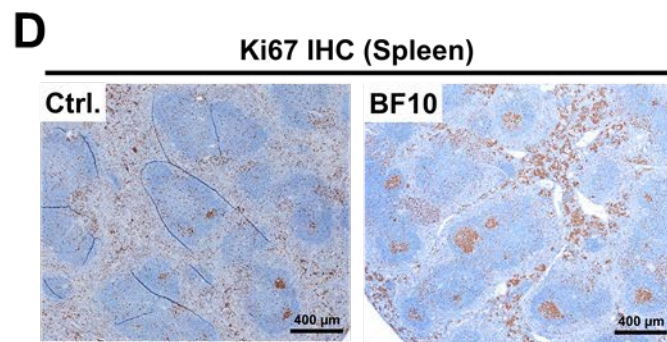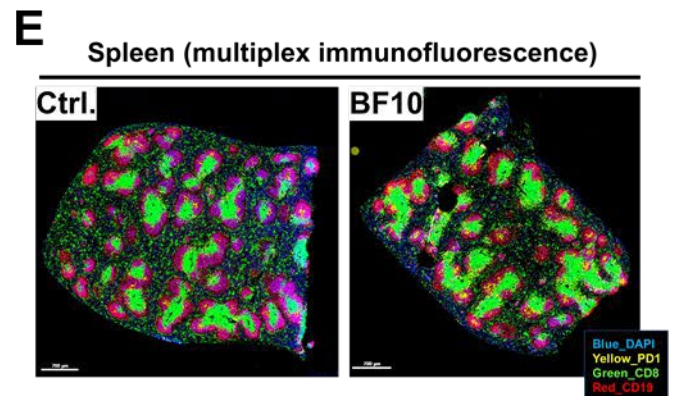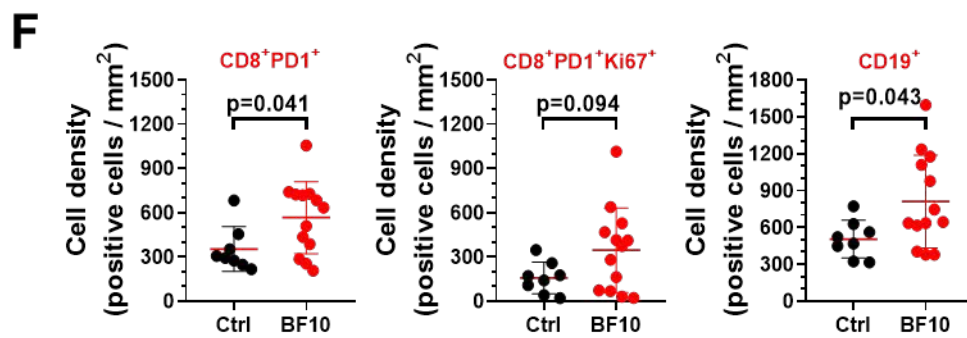

**Figure S8. BF10 modulates immune cells in tumor and lymphatic organs, related to Figure 4.** (A) Representative immunofluorescence images of CD4 (Green), CD8 (sky blue) and GZMB<sup>+</sup> cells (Red) within central tumor regions. All images were captured and analyzed by Vectra Polaris Imaging system and Inform AI software. The average numbers of infiltrated GZMB<sup>+</sup> T cells were counted using Inform software analysis, Scale bar, 200  $\mu$ m. (B)-(C) Representative multiplex immunofluorescence (mIF) images of tdLN stained with immune cells (see Figure 4J). The separated color for each marker was shown as indicated. (D) Representative IHC staining images of Ki67-expressing cells in spleens of indicated groups. Scale bar, 400  $\mu$ m. (E) Representative multiplex immunofluorescence (mIF) images of spleens stained with immune cells. The assayed were performed by using Opal-dye staining kit (Perkin Elmer) which contains DAPI (blue), CD8 (green), PD-1 (yellow), and CD19 (Red). Scale bar, 700  $\mu$ m. (F) Quantification of the immune cell density of tdLN in the BF10-treated vs. control group. Images and cell density were captured and analyzed with Vectra Polaris Imaging system and Inform software. \*P < 0.05 and \*\*P < 0.01. Unpaired student's t test.

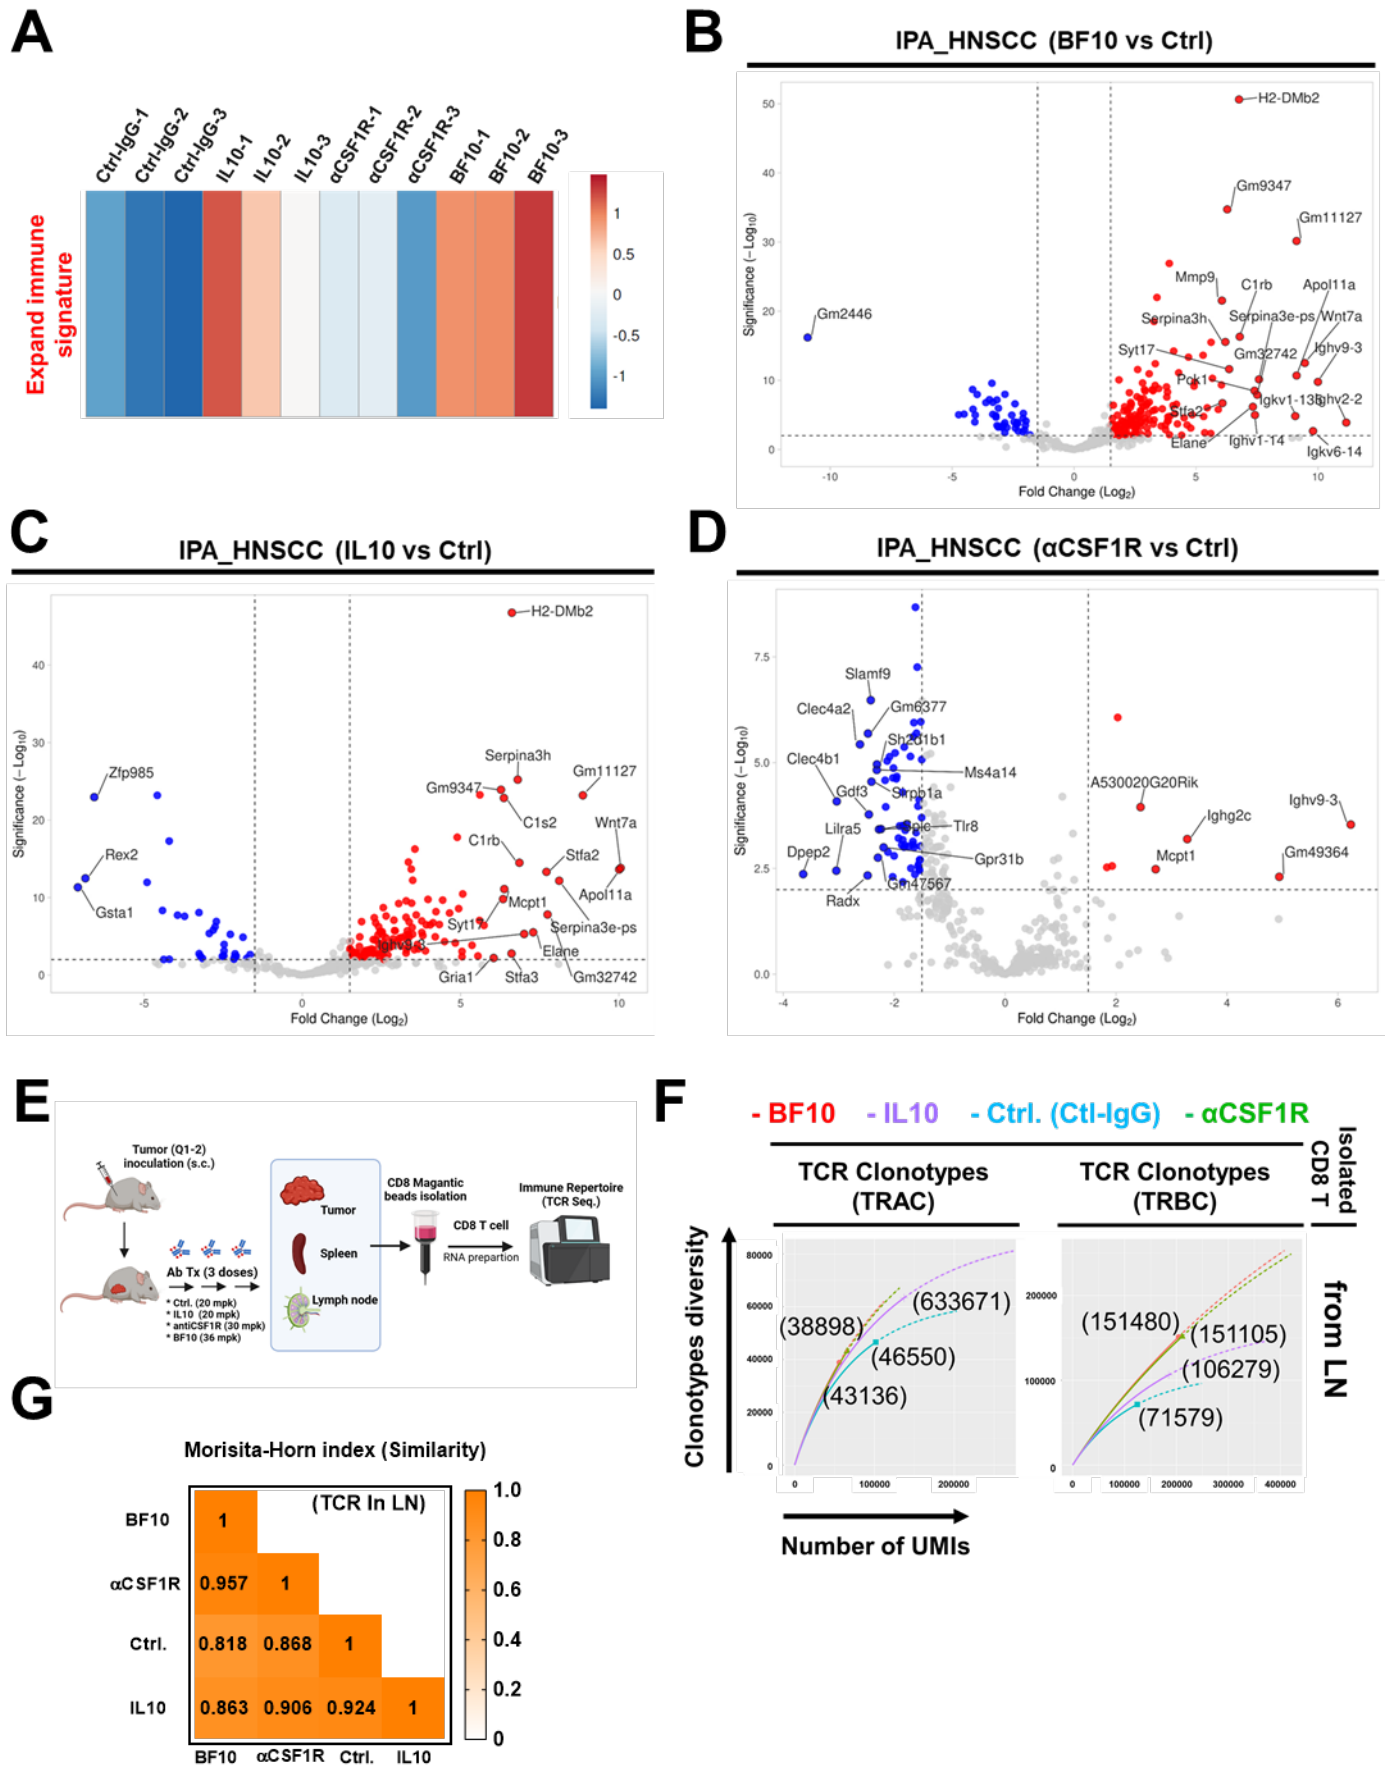

**Figure S9. Transcriptomic and TCR repertoire analysis of the tumors or tdLNs treated with BF10, IL10-Fc, αCSF-1R, or control, related to Figure 5. (A)** The heatmap of the expanded immune signatures in HNSCC/Q1-2 samples. Isolated tumor tissues of indicated treatment were applied to RNA extraction, followed by bulk RNA-Sequencing for gene expression profiles.

The signatures of expanded immune signature (18 genes) were analyzed by ssGSEA of gene set enrichment score for RNA-seq data (N=3 per group). **(B)-(D)** Volcano plot analysis of differential expressed genes (minus-log p-value) versus magnitude of expression change (log2 Fold Change) between pair comparison of treatments. BF10 vs. Ctrl-IgG **(B)**, IL-10 vs. Ctrl **(C)** and anti-CSF-1R vs. Ctrl **(D)**. **(E)** An illustration of mice received indicated components, followed by RNA extraction from CD8<sup>+</sup> T cells for T cell receptor (TCR) immune repertoire analysis. **(F)** T cell receptor (TCR) immune repertoire analysis of tumor-driving lymph nodes (tdLN). The clonotype diversity and distribution of both TRAC and TRBC CDR3 sequencing were assessed. 

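In the tdLN libraries, the clonotypes that held the top 50% of UMIs made up 28.1% of TRAC clonotypes for BF10 (95% interval 28.0% to 28.3%), 25.9% for αCSF1R (25.8% to 26.1%), 23.4% for control IgG (23.2% to 23.5%) and 22.3% for IL-10-Fc (22.2% to 22.5%). For TRBC they made up 32.5% for BF10 (32.3% to 32.7%), 30.5% for αCSF1R (30.4% to 30.6%), 28.4% for control IgG (28.3% to 28.6%) and 27.4% for IL-10-Fc (27.2% to 27.5%). With clonotypes of at least 2 UMIs, the TRBC order changed, to 29.8% for BF10, 29.3% for αCSF1R, 32.9% for control IgG and 31.3% for IL-10-Fc. The tdLN libraries differed in the reads behind each UMI. UMIs with at least 7 reads made up 8.00% of UMIs for BF10 and 9.94% for αCSF1R, against 38.7% for control IgG and 33.5% for IL-10-Fc. The number of TRAC UMIs for each TRBC UMI was 0.274 for BF10 and 0.312 for αCSF1R, against 0.816 for control IgG and 0.741 for IL-10-Fc. The most abundant TRBC clonotype of the BF10 tdLN library, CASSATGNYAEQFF with Trbv12-1 and Trbj2-1, had 0.175% of TRBC UMIs (95% Wilson interval 0.158% to 0.195%). In the other tdLN libraries it was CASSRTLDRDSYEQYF with Trbv17 and Trbj2-7 for control IgG, at 0.118%, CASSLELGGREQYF with Trbv16 and Trbj2-7 for IL-10-Fc, at 0.0827%, and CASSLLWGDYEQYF with Trbv3 and Trbj2-7 for αCSF1R, at 0.0741%. The most abundant TRAC clonotype was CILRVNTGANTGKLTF with Trav21-dv12 and Traj52 for BF10, at 0.129%, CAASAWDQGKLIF with Trav14d-1 and Traj23 for αCSF1R, at 0.201%, and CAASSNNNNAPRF with Trav10 and Traj43 for both control IgG, at 0.163%, and IL-10-Fc, at 0.144%. Trbv16 (chromosome 6 of GRCm38, 41151740 to 41152230) had the largest share of TRBC UMIs in control IgG tdLNs, at 10.9%, with 11.1% for IL-10-Fc, 10.1% for αCSF1R and 9.52% for BF10.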

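Without the TRGC and TRDC chains, the Morisita-Horn index between tdLN libraries lay between 0.0772 (BF10 and αCSF1R) and 0.211 (IL-10-Fc and control IgG), and it was 0.0925 between BF10 and control IgG. For TRGC alone it lay between 0.935 and 0.998, and for TRDC alone between 0.895 and 0.990. The 2 chains together had 5.27% of the UMIs of the control IgG tdLN library, 5.49% for IL-10-Fc, 4.96% for αCSF1R and 6.34% for BF10.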

The number of the bracket indicates observed diversity in the enrichment metrics of QIAseq-RNA Immune Repertoire Application. **(G)** Examination of the treatment-induced difference in TCR immune repertoire using Morista-Horn index.

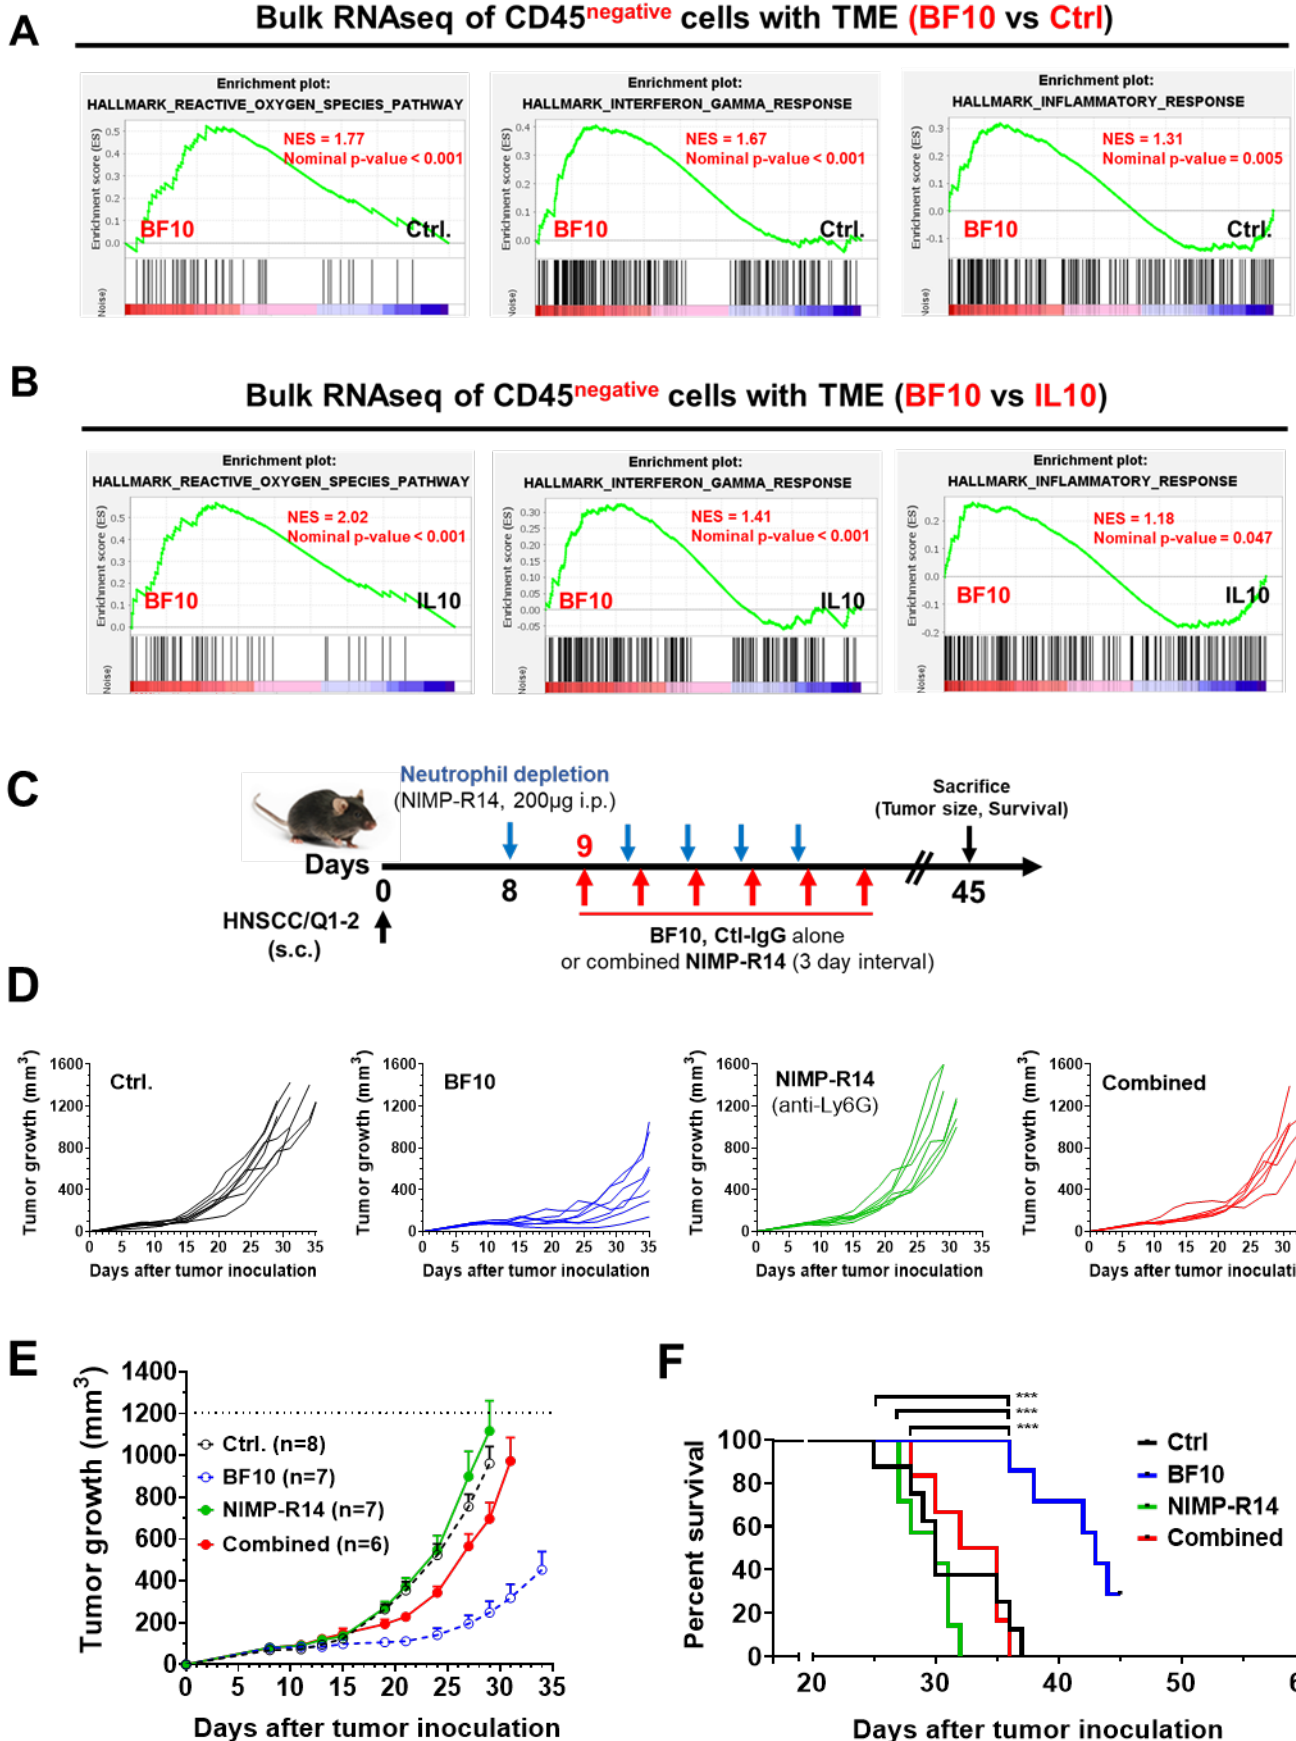

**Figure S10.** Gene set enrichment analysis of the bulk RNA-seq data of the CD45<sup>-</sup> cells from the four groups of mice tumors and examination of the impact of neutrophil depletion on BF10 treatment, related to Figure 6. (A)-(B). GSEA plots of BF10 versus Ctrl (A) and BF10 versus IL-10 (B). Related pathways were assessed by GSEA gene set of reactive oxygen species pathway, interferon-alpha response, interferon-gamma response, and inflammatory response signaling. The normalized enrichment

score (NES) and p-value are shown in each panel. **(C)** Experimental scheme and treatment protocol of HNSCC/Q1-2 tumor-bearing mice with neutrophil depletion. **(D)** Tumor volume curves of individual mice treated with Ctrl-IgG, BF10, NIMP-R14 or BF10 combined NIMP-R14. **(E)** The monitoring of tumor volume change in HNSCC/Q1-2 tumor-bearing mice treated with Ctrl-IgG, BF10, NIMP-R14 and BF10 combined NIMP-R14. **(F)**. Survival analysis between groups of Ctrl-IgG-, BF10-, NIMP-R14- and BF10 combined NIMP-R14-treated HNSCC/Q1-2 tumor-bearing mice. P value was estimated by log-rank test.

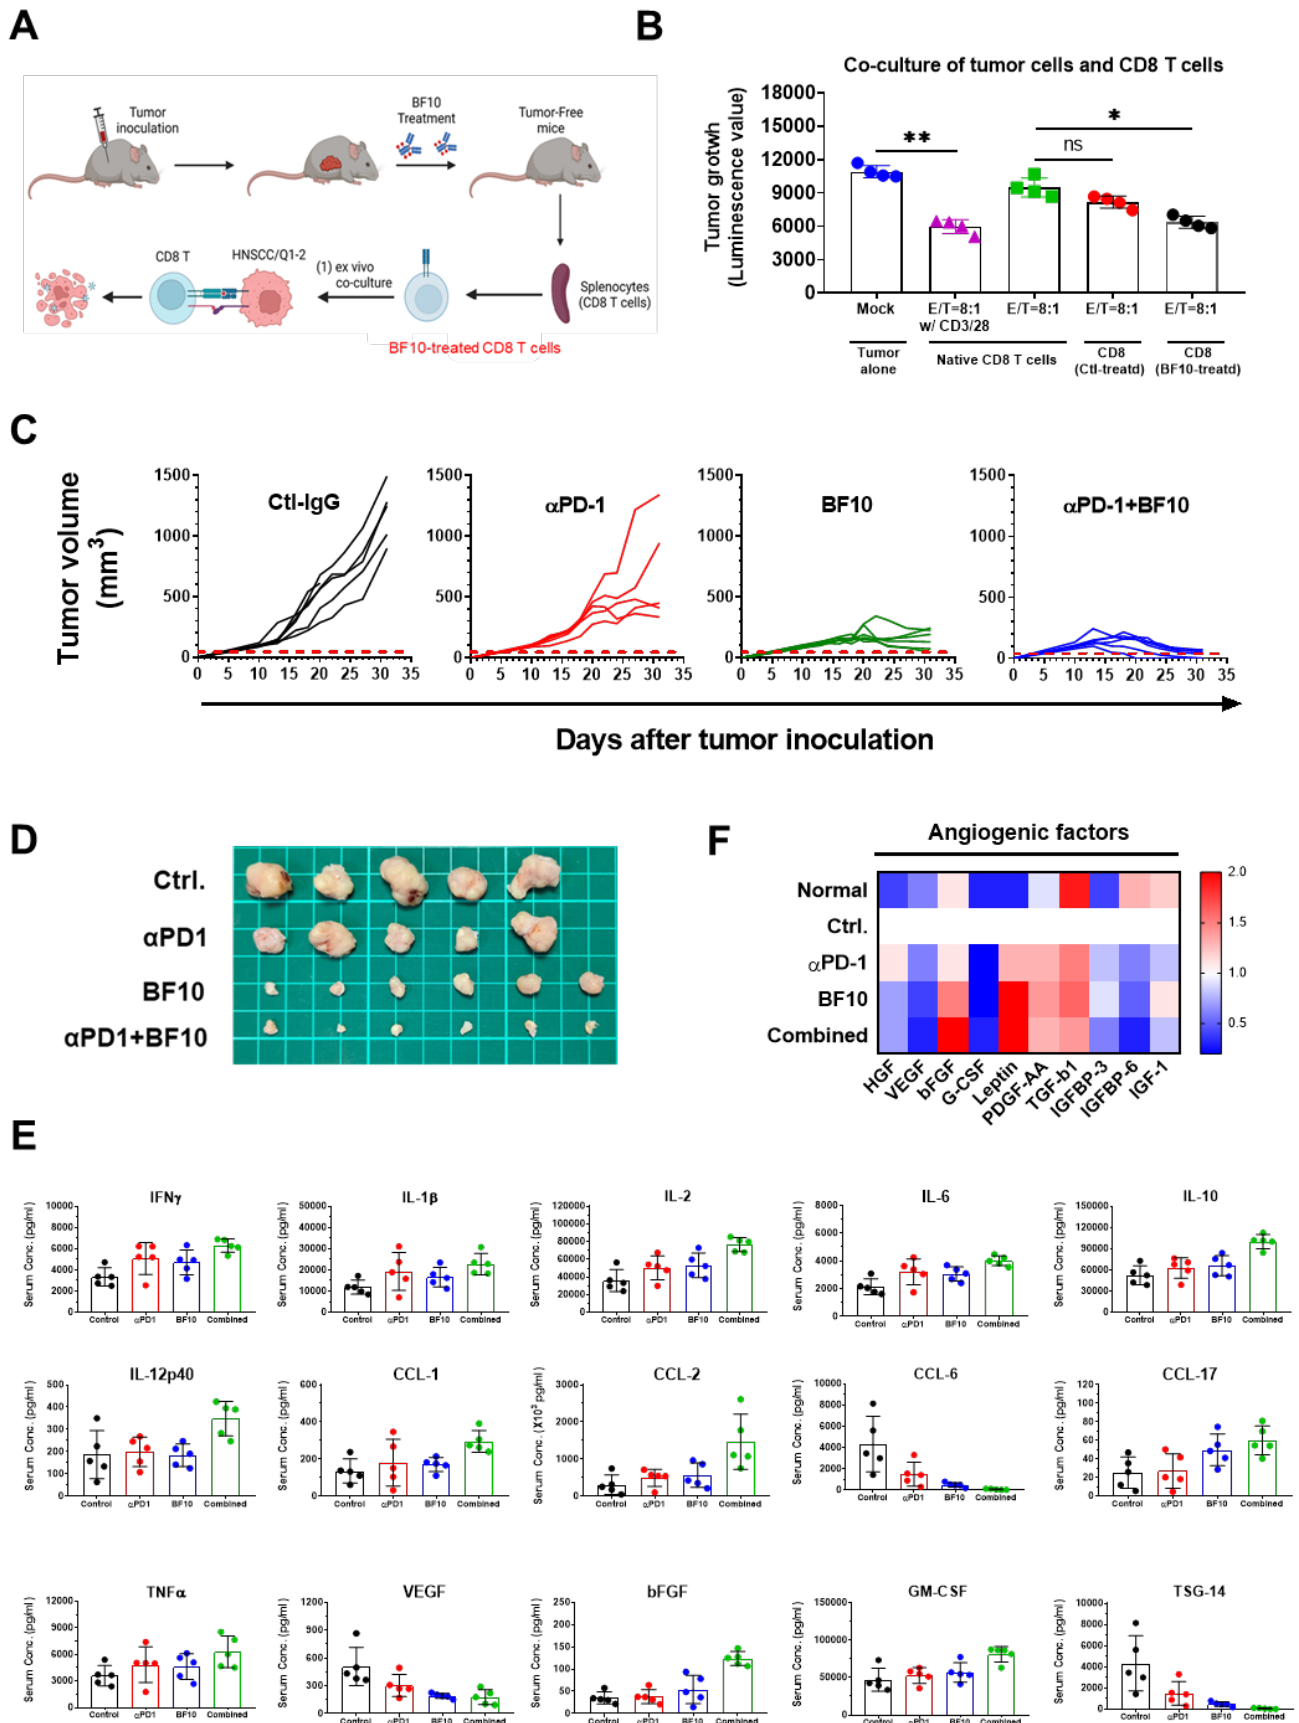

**Figure S11. BF10 elicits durable protect effect and potentiates anti-PD1 efficacy, related to Figure 7. (A)-(B)** Schema of the co-culture assay of CD8 T cells and tumor cells (a). HNSC/Q1-2 tumor cells ( $3 \times 10^5$  cells) were inoculated subcutaneously into mice, followed by BF10 treatment until tumor regression. CD8 T cells were isolated and co-cultured with tumor cells (E:T ratio = 8:1) in the presence or absence of CD3/CD28 stimulation. After 72 hours, the photos of tumor cell growth were recorded. The quantification of tumor growth inhibition of indicated groups. **(C)-(D)** The combinational efficacy of BF10 with anti-PD1

treatment in HNSC mouse model. Tumor-bearing mice (Q1-2, subcutaneous) received isotype control or anti-PD1 (200 µg) and/or BF10 (36 mg/kg) as indicated (n=5 to 6 per group). Tumor volume curves of individual mice **(C)**. Representative photos on day 31 after tumor inoculations **(D)**. **(E)-(F)** Mouse serum from indicated treatments were analyzed by the Mouse Cytokine Antibody Array. n=4 for each group. Serum concentration of the analyzed cytokines **(E)**. A heatmap for summarizing the level of angiogenic factors **(F)**.

# Supplementary material for: A CSF-1R-blocking antibody/IL-10 fusion protein increases anti-tumor immunity by effectuating tumor-resident CD8+ T cells
**Source:** Cell Rep Med. 2023 Aug 15;4(8):101154. doi: 10.1016/j.xcrm.2023.101154
**Supplement:** Document S2. Article plus supplemental information

# A CSF-1R-blocking antibody/IL-10 fusion protein increases anti-tumor immunity by effectuating tumor-resident CD8<sup>+</sup> T cells

## Graphical abstract

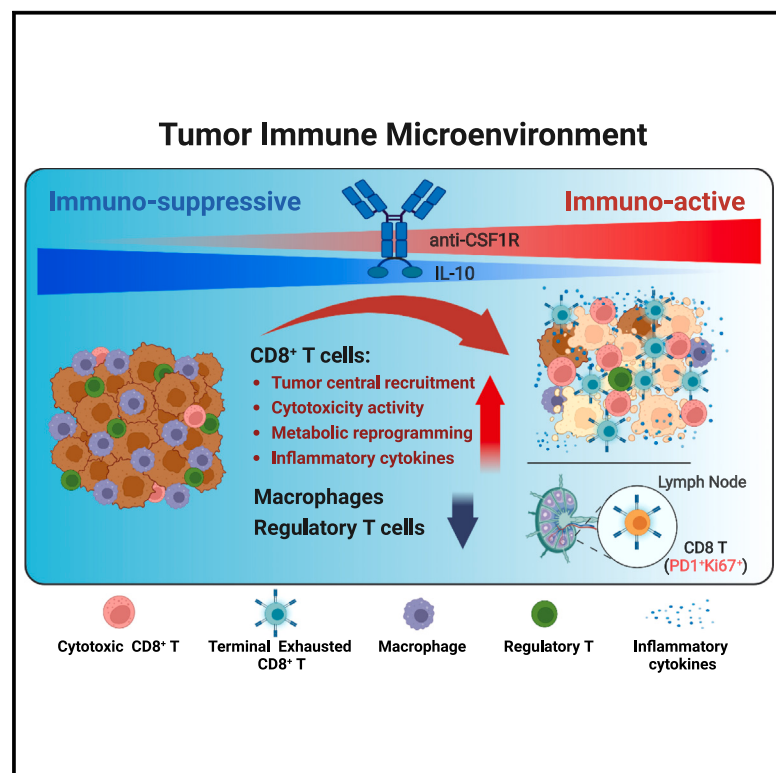

## Authors

Yao-Wen Chang, Huey-Wen Hsiao, Ju-Pei Chen, ..., Ping-Chih Ho, Hung-Kai Chen, Muh-Hwa Yang

## In brief

Chang et al. demonstrate the multifaceted antitumor effects of the  $\alpha$ CSF1R-IL-10 fusion protein BF10 against head and neck cancer via activation and metabolic reprogramming of CD8<sup>+</sup> T cells and depletion of immune-suppressive macrophages and regulatory T cells. This finding leads to advancements in microenvironment-guided immunotherapy.

## Highlights

- BF10 demonstrates efficacy against macrophage-enriched tumors
- BF10 depletes tumor-associated macrophages
- BF10 enhances cytotoxicity and metabolic reprogramming of CD8<sup>+</sup> T cells
- The combination of BF10 and  $\alpha$ PD-1 further enhances antitumor activity

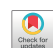

## Article

# A CSF-1R-blocking antibody/IL-10 fusion protein increases anti-tumor immunity by effectuating tumor-resident CD8<sup>+</sup> T cells

Yao-Wen Chang,<sup>1</sup> Huey-Wen Hsiao,<sup>2</sup> Ju-Pei Chen,<sup>1</sup> Sheue-Fen Tzeng,<sup>3</sup> Chin-Hsien Tsai,<sup>3</sup> Chun-Yi Wu,<sup>4</sup> Hsin-Hua Hsieh,<sup>4</sup> Santiago J. Carmona,<sup>5,6</sup> Massimo Andreatta,<sup>5,6</sup> Giusy Di Conza,<sup>5,6</sup> Mei-Tzu Su,<sup>7</sup> Pandelakis A. Koni,<sup>2</sup> Ping-Chih Ho,<sup>5,6</sup> Hung-Kai Chen,<sup>2,\*</sup> and Muh-Hwa Yang<sup>1,7,8,9,10,11,\*</sup>

<https://doi.org/10.1016/j.xcrm.2023.101154>

## SUMMARY

Strategies to increase intratumoral concentrations of an anticancer agent are desirable to optimize its therapeutic potential when said agent is efficacious primarily within a tumor but also have significant systemic side effects. Here, we generate a bifunctional protein by fusing interleukin-10 (IL-10) to a colony-stimulating factor-1 receptor (CSF-1R)-blocking antibody. The fusion protein demonstrates significant antitumor activity in multiple cancer models, especially head and neck cancer. Moreover, this bifunctional protein not only leads to the anticipated reduction in tumor-associated macrophages but also triggers proliferation, activation, and metabolic reprogramming of CD8<sup>+</sup> T cells. Furthermore, it extends the clonotype diversity of tumor-infiltrated T cells and shifts the tumor microenvironment (TME) to an immune-active state. This study suggests an efficient strategy for designing immunotherapeutic agents by fusing a potent immunostimulatory molecule to an antibody targeting TME-enriched factors.

## INTRODUCTION

Tumor-associated macrophages (TAMs) are one of the most abundant tumor-infiltrated immune cell types that create an immunosuppressive tumor microenvironment (TME) to repress antitumor immunity<sup>1,2</sup> and facilitate metastatic colonization.<sup>3–5</sup> Increased infiltration of TAMs is associated with a worse prognosis of patients with cancer.<sup>6–8</sup> TAMs are therefore considered to be a prime target in the TME over the past decade, with extensive approaches aimed at eliminating or repolarizing TAMs to remodel the TME.<sup>9–12</sup> A major strategy for targeting TAMs is to block the colony-stimulating factor-1 receptor (CSF-1R), either by using monoclonal antibodies that prevent ligand (CSF-1 and IL-34) binding or small-molecule inhibitors that prevent downstream signaling.<sup>13–15</sup> However, the results of CSF-1R inhibitors/antibodies have been relatively disappointing to date, with no significant benefit in most anticancer clinical trials.<sup>16–18</sup> Thus, a means to overcome the hurdles to more effective cancer therapy presented by TAMs remains an urgent but unmet medical need.

Interleukin-10 (IL-10) has long been recognized as an anti-inflammatory mediator through inhibition of antigen-presenting cells (APCs).<sup>19</sup> However, the pleiotropic nature of IL-10 is now well established, especially with regard to its antitumor effects.<sup>20,21</sup> IL-10 exerts antitumor activity by directly activating the IL-10 receptor (IL-10R) on CD8<sup>+</sup> T cells and natural killer (NK) cells.<sup>22–25</sup> IL-10 prevents dendritic cell (DC)-mediated apoptosis of tumor-specific CD8<sup>+</sup> T cells through IL-10R signaling on DCs.<sup>26</sup> We recently showed that IL-10 stimulates the oxidative phosphorylation of terminally exhausted T cells to reinvigorate their proliferation and antitumor activity.<sup>27,28</sup> In consideration of the therapeutic application of IL-10, a half-life-extended form of IL-10 (pegylated IL-10) demonstrated effective tumor control in mouse models.<sup>29</sup> Pegylated IL-10 was well tolerated in cancer clinical trials, which showed induction of CD8<sup>+</sup> T cell immunity.<sup>22,23</sup> However, the short half-life of pegylated IL-10 has limited its application. Another form of half-life-extended IL-10 includes an immunoglobulin Fc domain fusion protein (IL-10-Fc), which acts directly on CD8<sup>+</sup> terminally exhausted T cells to reprogram metabolic activities, restoring their

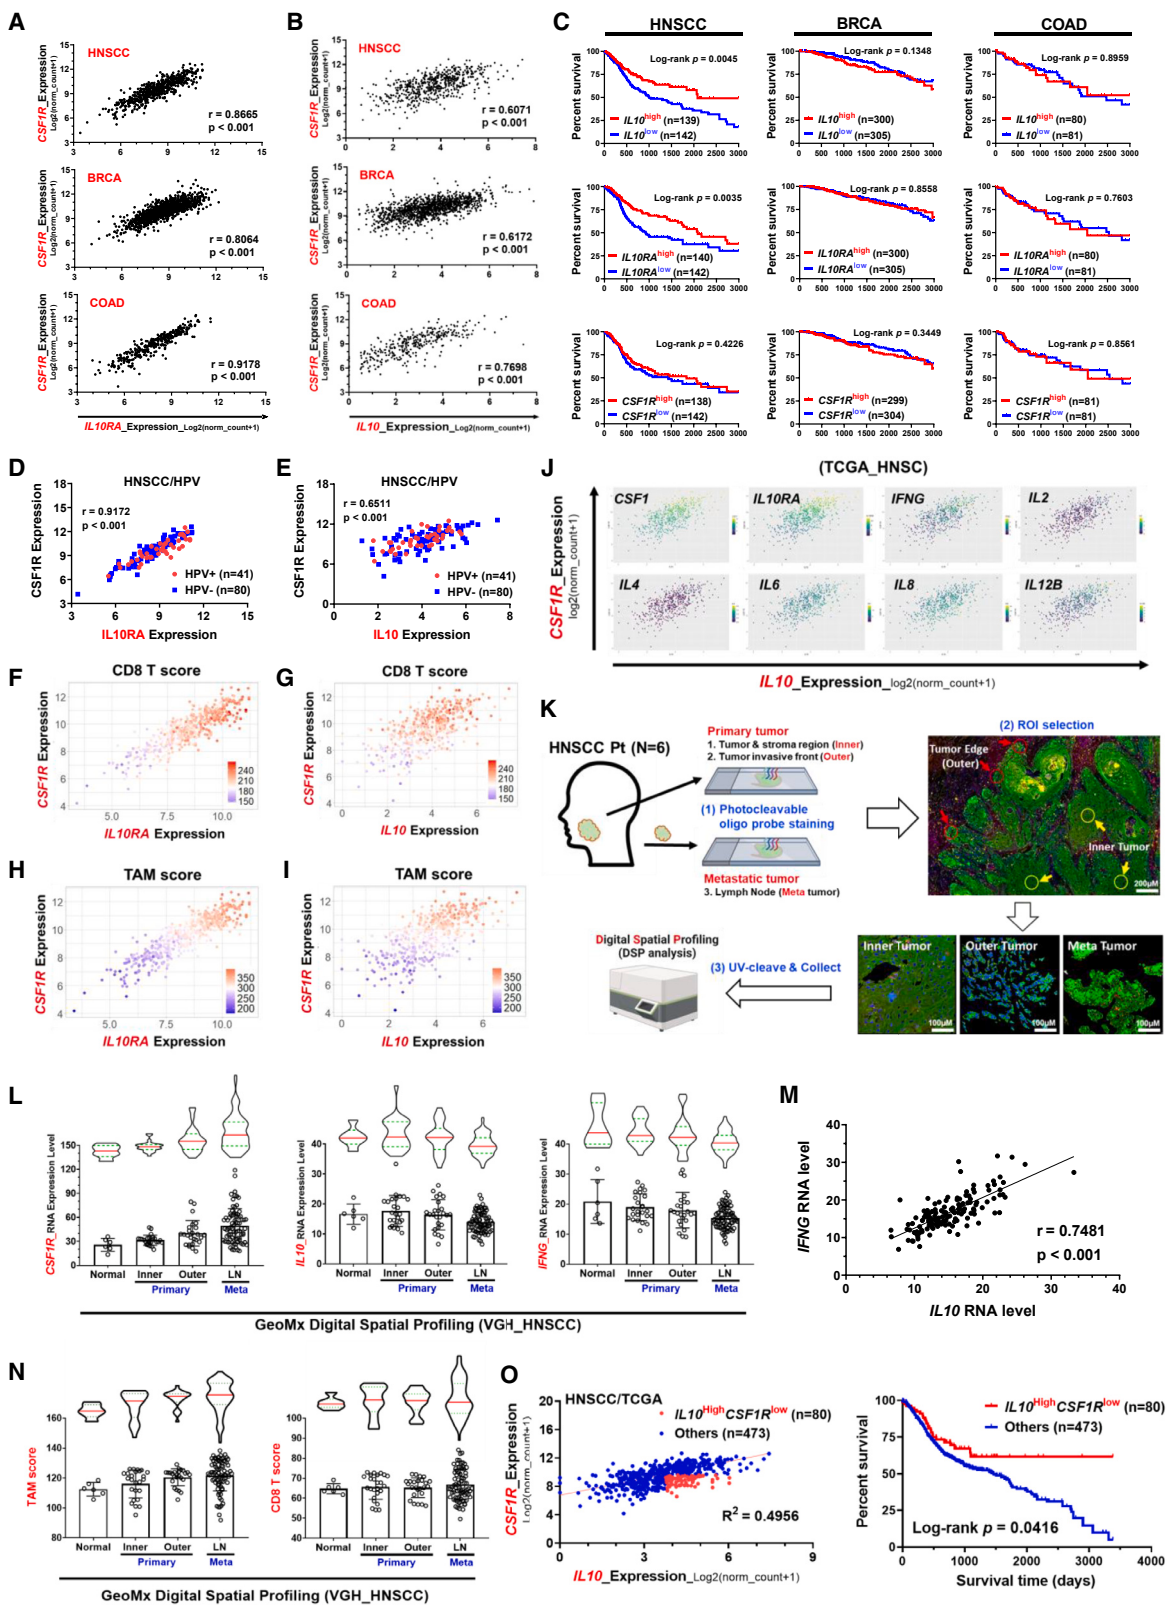

(legend on next page)

proliferation and antitumor activity in mouse tumor models.<sup>28</sup> Despite the extended half-life of IL-10-Fc, peri-tumoral administration of the IL-10-Fc was employed to minimize adverse systemic effects.<sup>28</sup> Developing an optimal form of IL-10 that can be effectively delivered to the TME with minimal systemic side effects is the major challenge of the clinical application of IL-10 therapy.

Recently, emerging evidence has revealed the spatial association between APCs and T cells in the TME. Tumor-specific CD8<sup>+</sup> T cells are closely associated with APCs in ovarian cancer.<sup>30</sup> The spatiotemporal codependency between CD8<sup>+</sup> exhausted cells and TAMs was also noted, and the depletion of TAMs was found to reinvigorate the effector potential of the exhausted T cells.<sup>31</sup> Furthermore, macrophage-binding proteins can be delivered either through binding to peripheral macrophages first or to already tumor-resident macrophages.<sup>32</sup> In the present study, we generated an anti-CSF1R antibody-IL-10 fusion protein based on the hypothesis that this will result in better delivery of IL-10 to the TME and thereby result in greater rejuvenation of terminally exhausted T cells in TAM-enriched tumors. Our positive results highlight the potential for the development of such an antibody-IL-10 fusion protein as a promising strategy against TAM-enriched cancers.

## RESULTS

### An IL-10<sup>high</sup>/CSF1R<sup>low</sup> profile correlates with an activated immune signature and favorable prognosis in head and neck cancer

Based on the promising antitumor effects of IL-10,<sup>20,21,28</sup> we aimed to develop an IL-10-based fusion protein for anticancer treatment. The potential of the spatiotemporal correlation between macrophages and T cells<sup>30,31</sup> prompted us to focus on macrophages as a target to deliver IL-10 to intratumoral T cells. Among the different types of tumors, macrophages were most abundant in head and neck squamous cell carcinoma (HNSCC), breast cancer (BRCA), colorectal adenocarcinoma (COAD), lung adenocarcinoma (LUAD), lung squamous cell carcinoma (LUCC), liver hepatocellular cancer (LIHC), and skin cutaneous melanoma (SKCM) (Figure S1A; Table S1). Intriguingly, we observed a significant

correlation of the expression of the *CSF1R* and *IL-10-IL-10RA* axis in HNSCC, BRCA, and COAD of The Cancer Genome Atlas (TCGA) cohort (Figures 1A, 1B, and S1B). However, the prognostic impact of the *IL-10-IL-10RA* axis was shown in HNSCC, i.e., a high expression of either *IL-10* or *IL-10RA* correlated with a better outcome in patients with HNSCC but not in patients with BRCA or COAD. The expression of *CSF1R* had no prognostic impact in all three types of patients with cancer (Figure 1C). We herein focused more on HNSCC, where responses to current immunotherapies had potential room for improvement.<sup>33,34</sup> The positive correlation between the expression of the *IL-10-IL-10RA* axis and *CSF1R* was validated in the RNA sequencing data of HNSCC from Taipei Veterans General Hospital (TVGH) (Figures S1C and S1D; Table S2). In HNSCC, human papillomavirus (HPV)<sup>+</sup> cases display distinct clinical characteristics compared with non-HPV-infected patients.<sup>35</sup> We categorized TCGA HNSCC cases into HPV<sup>+</sup> and HPV<sup>-</sup> ones. The results revealed that HPV positivity did not influence the correlation between *CSF1R* and the *IL-10-IL-10RA* axis (Figures 1D and 1E).

We next examined the correlation of *IL-10/IL-10RA/CSF1R* and the expression of cytokine genes and immune cell signatures in HNSCC. First, we analyzed the correlation between *IL-10/IL-10RA/CSF1R* expression and CD8<sup>+</sup> T cell score and TAM score in HNSCC. Coexpression of *IL-10/IL-10RA* and *CSF1R* was associated with a higher CD8<sup>+</sup> T cell score and TAM score in both TCGA and TVGH cohorts (Figures 1F–1I and S1E–S11H). An increased expression of the cytokine genes *IFNG*, *IL-2*, *IL-6*, and *IL-12B* was noted in the *CSF1R*<sup>high</sup>/*IL-10*<sup>high</sup>/*CSF1R*<sup>high</sup>/*IL-10RA*<sup>high</sup> patients (Figures 1J and S1I). We next examined the gene expression profiles from another set of TVGH HNSCC samples analyzed by the spatial transcriptomics technology Digital Spatial Profiler (DSP) (Tables S3A and S3B). The regions of interest (ROIs) were categorized as normal counterparts, inner tumors, outer invasive fronts, and metastatic tumors by a pathologist to represent their different levels of aggressiveness (Figure 1K). A gradually increased *CSF1R* from the inner tumors to the invasive fronts to the metastatic tumors was seen, whereas a trend of a decrease in *IL-10* and *IFNG* was noted from the inner tumors to the invasive fronts to the metastatic tumors (Figure 1L). A significant correlation

### Figure 1. Clinical relevance of the expression levels of IL-10 and CSF-1R in patients with cancer

(A and B) The correlation of RNA level between IL-10/IL-10-RA axis and CSF-1R of head and neck squamous carcinoma (HNSCC; N = 566), breast cancer (BRCA; N = 1,218), and colon adenocarcinoma (COAD; N = 329) in The Cancer Genome Atlas (TCGA) database. The correlation was determined by Pearson correlation (r). (C) Kaplan-Meier survival analysis of HNSCC-, BRCA-, or COAD- patients with different expression profiles of *IL-10*, *IL-10RA*, and *CSF1R*. High, upper quartile; low, lower quartile. p values were estimated by log-rank test.

(D and E) The correlation of RNA level between IL-10/IL-10-RA axis and HPV positivity in TCGA-HNSCC cases. The correlation was determined by Pearson correlation (r).

(F–I) 3D scatterplots for analyzing the expression of CD8<sup>+</sup> T score and tumor-associated macrophage (TAM) score related to IL-10/IL-10RA axis and CSF1R in TCGA-HNSCC. CD8<sup>+</sup> T or TAM scores were expressed from blue to red gradient color dots (low to high). The value expressed by RNA level (log2(norm\_count+1)).

(J) 3D scatterplots for the expression of different cytokine genes related to *IL-10* and *CSF1R* in TCGA-HNSCC.

(K) Schematic outlines represent the approach of digital spatial profiling (DSP) analysis of human HNSCC (14 slides with 171 regions of interest [ROIs] analyzed from 6 patients). ROIs were categorized as peri-normal tissue (normal), primary tumor (inner tumor and outer tumor), and metastatic lymph node (LN). Scale bar, 100 or 200  $\mu$ m as indicated.

(L) DSP analysis of *CSF1R*, *IL-10*, and *IFNG* in ROIs of HNSCC samples. The ROIs (500  $\mu$ m in diameter) were analyzed using a DSP CTA (Cancer Transcriptome Atlas) panel with 1825 RNA-binding oligonucleotide probes.

(M) Correlation between expression levels of *IL-10* and *IFNG* from DSP data. The correlation was determined by Pearson correlation (r).

(N) DSP analysis of the TAM score and CD8<sup>+</sup> T score related to tumor spatial location in ROIs of HNSCC samples.

(O) Left, a scatterplot of *IL-10* and *CSF1R* gene expression levels in TCGA HNSCC patients. Red dots indicate the patients with the top 50% of *IL-10* (*IL-10*<sup>high</sup>) and the bottom 50% of *CSF1R* (*CSF1R*<sup>low</sup>). Right, survival analysis between groups of *IL-10*<sup>high</sup>/*CSF1R*<sup>low</sup> (red line) and others (blue line). p value was estimated by a log-rank test.

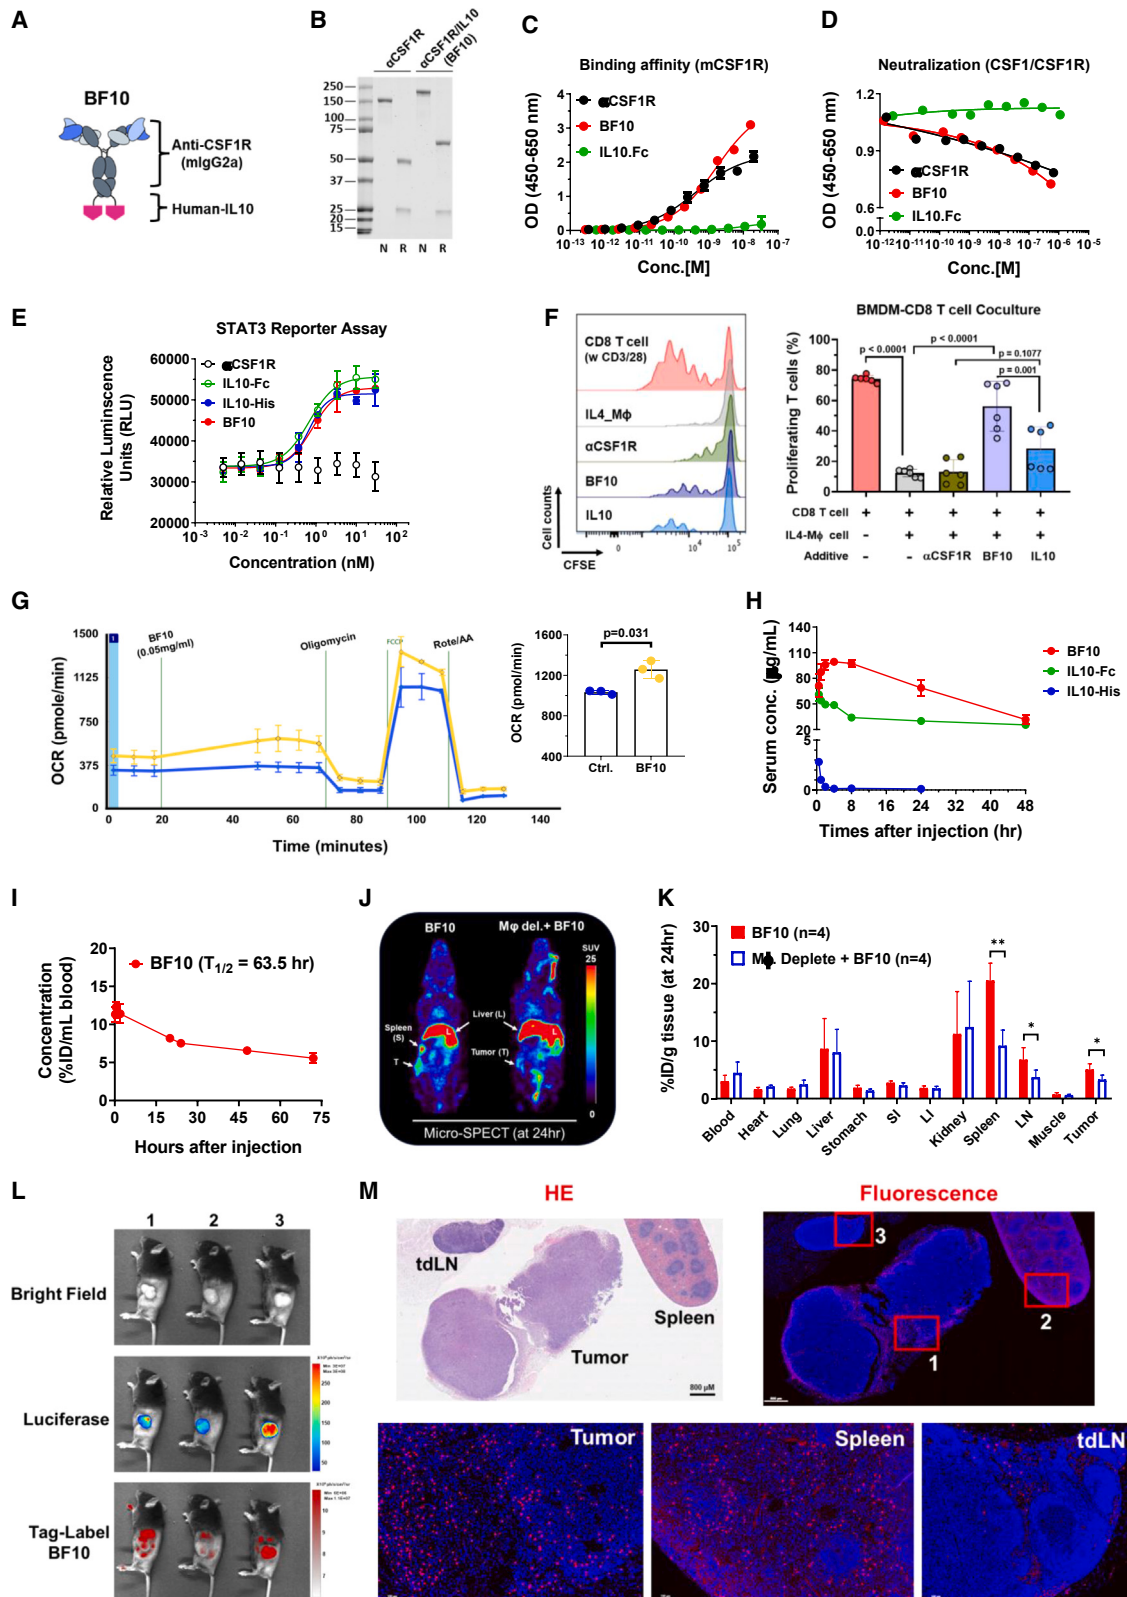

(legend on next page)

between *IFNG* and *IL-10* was demonstrated in the analyzed ROIs (Figure 1M). To investigate the correlation between TAM and CD8<sup>+</sup> T cells in DSP data, a gradual increase of the TAM score was noted from non-invasive inner tumors to the invasive/metastatic tumors; nevertheless, the change of CD8<sup>+</sup> T cell score among different regions was not significant (Figure 1N). A significant correlation between TAM score and CD8<sup>+</sup> T cell score was demonstrated (Figure S1J). The spatial transcriptomics result indicated that expression of *IL-10/IL-10RA* was associated with less invasiveness and an activated immune signature, whereas *CSF1R/TAM* score correlated with aggressiveness in HNSCC. Last, we analyzed the prognostic impact of *IL-10-CSF1R* in patients with HNSCC. A subgroup of patients with HNSCC with the *IL-10<sup>high</sup>CSF1R<sup>low</sup>* profile had a favorable outcome (Figure 1O); on the contrary, *IL-10<sup>high</sup>CSF1R<sup>high</sup>* did not have prognostic impact (Figure S1K). Taken together, the clinical data suggest a correlation of the expression of the *IL-10/IL-10RA* axis and *CSF1R* and an association of the *IL-10<sup>high</sup>CSF1R<sup>low</sup>* profile with an immunostimulatory signature and favorable prognosis of patients with HNSCC. This finding implicates a potential therapeutic impact of the stimulation of the *IL-10/IL-10R* axis in combination with the blockade of *CSF-1R* for tumors with abundant macrophages and T cells.

### The anti-CSF1R-IL-10 fusion protein BF10 harbors the bioactivity of both IL-10 and anti-CSF1R

Based on the above clinical analysis, we generated anti-CSF1R-IL-10 antibody fusion proteins for subsequently experiments. The bifunctional anti-CSF-1R-IL-10 fusion protein (named BF10) con-

sists of a murine immunoglobulin G2a (IgG2a) isotype anti-mCSF-1R antibody with a human IL-10 monomer fused to the heavy-chain C terminus via a linker sequence (Figure 2A). The fusion protein was generated based on the fact that human IL-10 could cross-react with mouse IL-10R<sup>28,36</sup> and that the bioactivity of the IL-10 IgG fusion (IL-10-Fc) has been approved.<sup>28</sup> SDS-PAGE was performed to validate the molecular weight of BF10. A higher molecular weight of the heavy chain of BF10 (~65 kDa) compared with the original anti-CSF1R antibody ( $\alpha$ CSF1R) heavy chain (~50 kDa) was evident, while the molecular weight of light chains was the same (~25 kDa) in BF10 and  $\alpha$ -mCSF-1R (Figure 2B). BF10 harbored a similar binding affinity (Figure 2C) and neutralization capacity (Figure 2D) to mCSF-1R compared with  $\alpha$ -mCSF-1R. The binding abilities of BF10 to mL-10R $\alpha$  and hIL-10-R $\alpha$  were validated (Figures S2A–S2G).

We next examined the *in vitro* bioactivity of BF10. BF10 had a comparable ability to suppress CSF1-dependent proliferation of murine M-NFS-60 cells (Figure S2H). BF10 stimulated a similar degree of STAT3 promoter activity in IL-10R $\alpha$ -expressing HeLa cells as IL-10 did (Figure 2E). Next, we performed macrophage-CD8<sup>+</sup> T cell coculture assays to examine whether BF10 treatment could sustain T cell proliferation. CD3/28-stimulated CD8<sup>+</sup> T cells were cocultured with IL4-primed macrophages and were treated with either IL-10-Fc,  $\alpha$ -mCSF-1R, BF10, or a control IgG. As expected, IL-4-primed macrophages suppressed T cell proliferation, and anti-mCSF1R antibody did not reverse this macrophage-mediated suppression of T cell proliferation. In contrast, both IL-10-Fc and BF10 effectively rescued

### Figure 2. Generation and characterization of the bifunctional anti-CSF-1R-IL-10 fusion proteins

(A) Schematic representation of the bifunctional anti-CSF-1R-IL-10 fusion protein (BF10). BF10 was designed by genetically fusing human IL-10 to the C terminus of the CSF-1R fragment (mouse IgG2a) separated by a 14 amino acid linker.

(B) SDS-PAGE of BF10 and the anti-CSF-1R antibody. N, non-reducing; R, reducing.

(C) Dose-dependent binding affinity of anti-CSF-1R Ab, BF10, and IL-10-Fc to recombinant mouse CSF-1R protein by ELISA. Calculated curve of one representative data of three independent experiments. Each point (OD value) was expressed as the average of two repeats and was presented as mean  $\pm$  SD.

(D) The competition activity of anti-CSF-1R, BF10, and IL-10-Fc. Serial dilutions of the test proteins were preloaded into the well before mouse CSF-1 to CSF-1R binding reaction. The values were measured by absorbance and expressed as an OD value (450–650 nm). Calculated curve of one representative data of three independent experiments was shown.

(E) STAT3 reporter assay. IL-10RA-overexpressed HeLa cells were seeded into a 96-well plate with complete DMEM medium (10% FBS) at 37°C for 4 h. Serial dilutions of IL-10-His tag, IL-10-Fc, anti-CSF1R, and BF10 were added into well for 18 h. Luciferase activity was measured using ONE-Glo Luciferase Assay (Promega). The calculated curve of one representative data of three independent experiments was presented as mean  $\pm$  SD.

(F) Effects of BF10 on T cell proliferation. CFSE-labeled CD8<sup>+</sup> T cells were activated with anti-CD3 and anti-CD28 in absence or presence of IL-4-primed BMDMs. 50 ng/mL anti-CSF-1R, IL-10, or BF10 was added as indicated. Data are cumulative results of two independent experiments (n = 6 per group). The results were shown as mean  $\pm$  SD, and the statistics were calculated using one-way ANOVA with Tukey test.

(G) Oxygen consumption rate (OCR) of CD8<sup>+</sup> T cells with BF10 treatment. Isolated splenic CD8<sup>+</sup> T cells from tumor-bearing mice were pretreated with BF10 (0.05 mg/mL) for 30 min and then sequential addition of the Seahorse assay reagents of oligomycin (1  $\mu$ M), FCCP (0.5  $\mu$ M), and Rot/antimycin A (1  $\mu$ M) to examine the effect of BF10 on T cell metabolism. Representative curve is one of three independent experiments and n = 3 repeats per each assay. p value was calculated using Student's t test.

(H) The serum concentration of BF10. Mice received the equivalent dose treatments of BF10 (20 mg/kg), IL-10-Fc (10 mg/kg), or IL-10-tag (5 mg/kg) using intravenous injection. 10  $\mu$ L blood was diluted and collected as the indicated times (0.25, 1, 2, 4, 8, 24, 48, and 72 h) and was subjected to ELISA to detect the IL-10 concentration.

(I) The biodistribution of <sup>111</sup>In-BF10. Tumor-bearing mice with or without clodronate-liposome before BF10 injection. After 24 h, tissue samples were excised and weighted. The radioactivity of the sample was measured, and the value was expressed as a percentage of the injected dose per gram of sample (%ID/g).

(J) The SPECT images of HNSCC/Q1-2 tumor-bearing mice receiving radiolabeled <sup>111</sup>In-BF10 injection. Mice were imaged at 24 h after injection. T, tumor; S, spleen; L, liver.

(K) The blood clearance kinetic of <sup>111</sup>In-BF10. <sup>111</sup>In-BF10 were intravenously (i.v.) injected, and blood samples were collected at the indicated time points. Data were expressed as the percentage injected dose per milliliter (%ID/mL). The half-life (T<sub>1/2</sub>) of the curve was estimated by Prism (v.9.2.0). p values were calculated using Student's t test. \*p < 0.05 and \*\*p < 0.01.

(L and M) Representative images of the biodistribution of BF10. HNSC/Q1-2<sup>Luciferase</sup> tumor-bearing mice were i.v. injected with Vivo680Tag-labeled BF10 (150  $\mu$ g) for 16 h before *in vivo* bioluminescence detection (L), and subsequently, tissues (tumor, spleen, or tdLNs) were isolated for fluorescence-Vivo680Tag detection (M). Scale bar, 100 or 800  $\mu$ m as indicated.

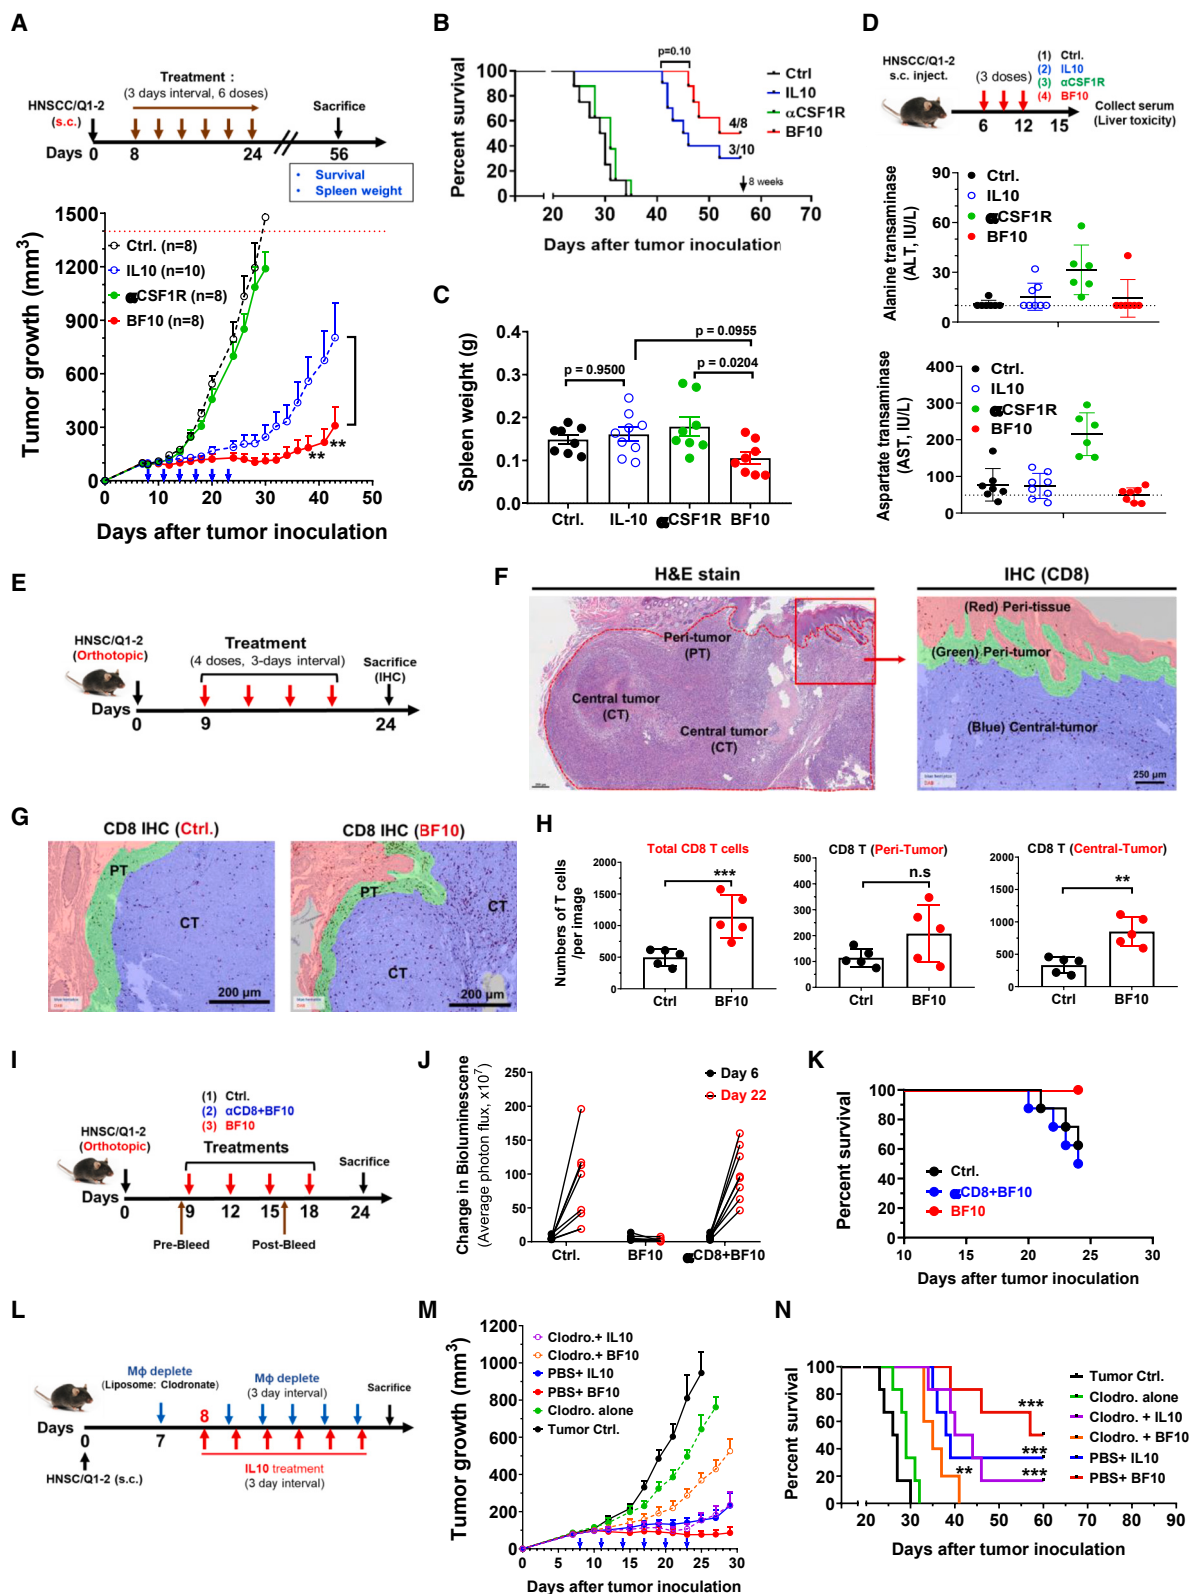

(legend on next page)

T cell proliferation, and BF10 outperformed IL-10-Fc (Figures 2F and S2I). We further generated two clones of fusion proteins consisting of human  $\alpha$ CSF-1R ( $\alpha$ -hCSF-1R) and IL-10-Fc to validate the efficacy of  $\alpha$ CSF-1R-IL-10 on human immune cells (Figure S2J). The fusion protein (huAb) reduced the viability of human macrophages (Figure S2K) and increased the secretion of interferon  $\gamma$  (IFN- $\gamma$ ) and granzyme B by human activated CD8<sup>+</sup> T cells (Figure S2L). We examined the metabolic profiling of CD8<sup>+</sup> cells treated with the BF10 *ex vivo* by an Agilent Seahorse analyzer because IL-10 induces metabolic reprogramming of T cells.<sup>28</sup> BF10 increased the oxygen consumption rate of the splenic CD8<sup>+</sup> T cells (Figure 2G). This result suggests that BF10 elicits a similar effect on metabolic reprogramming on CD8<sup>+</sup> T cells as IL-10Fc did in the previous study.

We investigated the pharmacokinetic of BF10, IL-10-Fc, and IL-10-His *in vivo* by examination of the serum concentration of BF10 at different time points by ELISA. Both IL-10-Fc and BF10 had a longer, better half-life than IL-10-His. Interestingly, different patterns of serum concentration changes were noted between BF10 and IL-10-Fc (Figure 2H). We next examined the tumor targeting and tissue biodistribution of BF10 by intravenous injection of radiolabeled BF10 (<sup>111</sup>In-BF10) into tumor-bearing mice. The serum concentration of BF10 first validated in non-tumor-bearing mice with a half-life ( $T_{1/2}$ ) around 63.5 h (Figure 2I). Micro-single-photon emission computed tomography (SPECT)/CT images demonstrated an obvious uptake of <sup>111</sup>In-BF10 in spleen, liver, lymph node, and tumor tissues. Depletion of macrophage significantly reduced BF10 accumulation in spleen, tumor, and lymph nodes (Figures 2J and 2K). We further applied another bioluminescence assay to confirm the binding capability of BF10 *in vivo*. We labeled BF10 with a near-infrared (NIR) fluorochrome, VivoTag. Labeled BF10 was intraperitoneally injected into mice bearing luciferase-ex-

pressing syngeneic murine HNSCC tumors, and mice were analyzed by IVIS imaging 16 h later, followed by collection of tumors, tumor-draining lymph nodes (tdLNs), and spleens for analysis. A combination of luciferase bioluminescence and VivoTag fluorescence imaging showed that BF10 accumulated in tumors as well as sporadic areas within the peritoneal cavity (Figure 2L). The VivoTag fluorescence images within the tissues confirmed the distribution of BF10 to tumors, tdLNs, and spleens (Figure 2M). In summary, these experiments confirm the bioactivity and specificity of the  $\alpha$ CSF1R-IL-10 fusion proteins.

### The subcomponents IL-10 and $\alpha$ -mCSF1R both construct the antitumor activity of BF10

We examined the antitumor effect of BF10 in syngeneic murine tumor models. We first applied the mouse syngeneic cancer platform (MuScreen, CrownBio), and a total of 9 cancer cell lines were utilized. Suppression of tumor growth was observed in most types of cancers with the exception of prostate cancer (RM-1), albeit with a somewhat limited effect in Pan02 (pancreatic cancer) and lung cancer (B16BL6) (Figures S3A and S3B). There was a positive correlation between tumor growth inhibition and the percentage of estimated macrophages (Figure S3C), implying the potential of a better efficacy of BF10 on macrophage-enriched tumors. We subsequently focused on the antitumor activities of BF10 in HNSCC owing to the evidence from clinical sample analyses (Figure 1) and the high abundance of TAMs<sup>37–39</sup> and relative immune responsiveness of HNSCC.<sup>40,41</sup> Abundant infiltrated macrophages were found within the tumor microenvironment of the murine HNSCC syngeneic model, and the relative tumor growth inhibition (TGI) by BF10 is about 68.5% (Figures S3D and S3E). This result justified the selection of HNSCC as a candidate type of cancer for BF10 treatment. The antitumor efficacy of BF10 was validated in the subcutaneous tumor model formed

### Figure 3. BF10 suppresses tumor growth via increasing tumor-infiltrating CD8<sup>+</sup> T cells and TAM depletion

(A–C) Experimental scheme. The HNSCC/Q1-2<sup>Luciferase</sup> tumor cells ( $5 \times 10^5$  cells) were subcutaneously inoculated into mice and received treatments of control (Ctrl)-IgG (30 mg/kg), IL-10-Fc (20 mg/kg),  $\alpha$ CSF1R (30 mg/kg), or BF10 (36 mg/kg) for six doses as indicated. All mice received the equivalent dose treatment according to different molecular weights of antibody components as described in the STAR Methods. After 8 weeks, tumor growth curve (A), survival proportion (B), and spleen weight (C) were recorded and analyzed. The survival analysis was defined as death spontaneously within 1 month or a tumor burden size reaching 1,500 mm<sup>3</sup> or a length >1.5 cm. Statistical analyses were evaluated using one-way ANOVA with post-hoc Tukey test. The survival was analyzed by Kaplan-Meier method and a log rank test. \*\*p < 0.01.

(D) Experimental scheme for assessing liver toxicity. Mice received a three-dose treatment as indicated and were sacrificed at day 15. Mouse serum was collected and examined for the levels of ALT and AST. The quantified results were presented as mean  $\pm$  SD, and these statistics were calculated using unpaired Student's t test (two groups comparison) and one-way ANOVA (more than 3 groups) with Tukey test. \*\*p < 0.01.

(E and F) The experimental schema with BF10 treatment (E) and an illustration of different tumor regions (F). The orthotopic HNSCC tumor tissues were collected for staining. Tumor tissue was separated into 3 regions, which are defined as peri-tumor (PT; green), central-tumor (CT; blue), and peri-normal tissue (red). Scale bar, 250  $\mu$ m.

(G) Representative images of the distribution of tumor-infiltrated CD8<sup>+</sup> T cells with BF10 treatment.

(H) Quantitative results of tumor-infiltrated CD8<sup>+</sup> T cells within tumor tissues. Images were captured and analyzed by the Vectra Polaris Imaging System and Inform software. The average numbers of the CD8<sup>+</sup> T cells were counted and expressed per field ( $1,397 \times 1,048 \mu\text{m}^2$ ) using Inform software analysis. p values were calculated using Student's t test. \*\*p < 0.01 and \*\*\*p < 0.001.

(I) Experimental scheme of CD8<sup>+</sup> T cell depletion by administration with indicated treatments in orthotopic HNSCC tumor model. CD8<sup>+</sup> T cell depletion was carried out using 200  $\mu$ g anti-CD8 antibody (i.p. every 3 days) simultaneously with or without BF10.

(J) Bioluminescence intensity measured and quantified using Xenogen IVIS 100 imaging system on days 6 and 22 for indicating the tumor growth.

(K) The Kaplan-Meier survival curve of the tumor-bearing mice receiving control (n = 8), BF10 (n = 8), and anti-CD8 plus BF10 (n = 7). The death of mice was recorded when they died spontaneously, had a tumor diameter of 1.5 cm, or had their eating behavior affected at day 24.

(L) Scheme of the macrophage depletion experiment. Tumor-bearing mice were treated with clodronate-liposome (200  $\mu$ L per 20 g body weight), followed by cotreatment of IL-10-Fc or BF10 with a 3 day interval for following tumor growth and survival.

(M and N) Tumor-bearing mice (N = 6–7 per group) received the treatments as indicated. Tumor size was measured by digital caliper, and tumor volume was calculated using the formula  $V = (\text{length} \times \text{width} \times \text{width})/2$ . Values represent tumor growth curve in all groups (M). The survival was analyzed by Kaplan-Meier method and a log-rank test (N). \*\*p < 0.01 and \*\*\*p < 0.001.

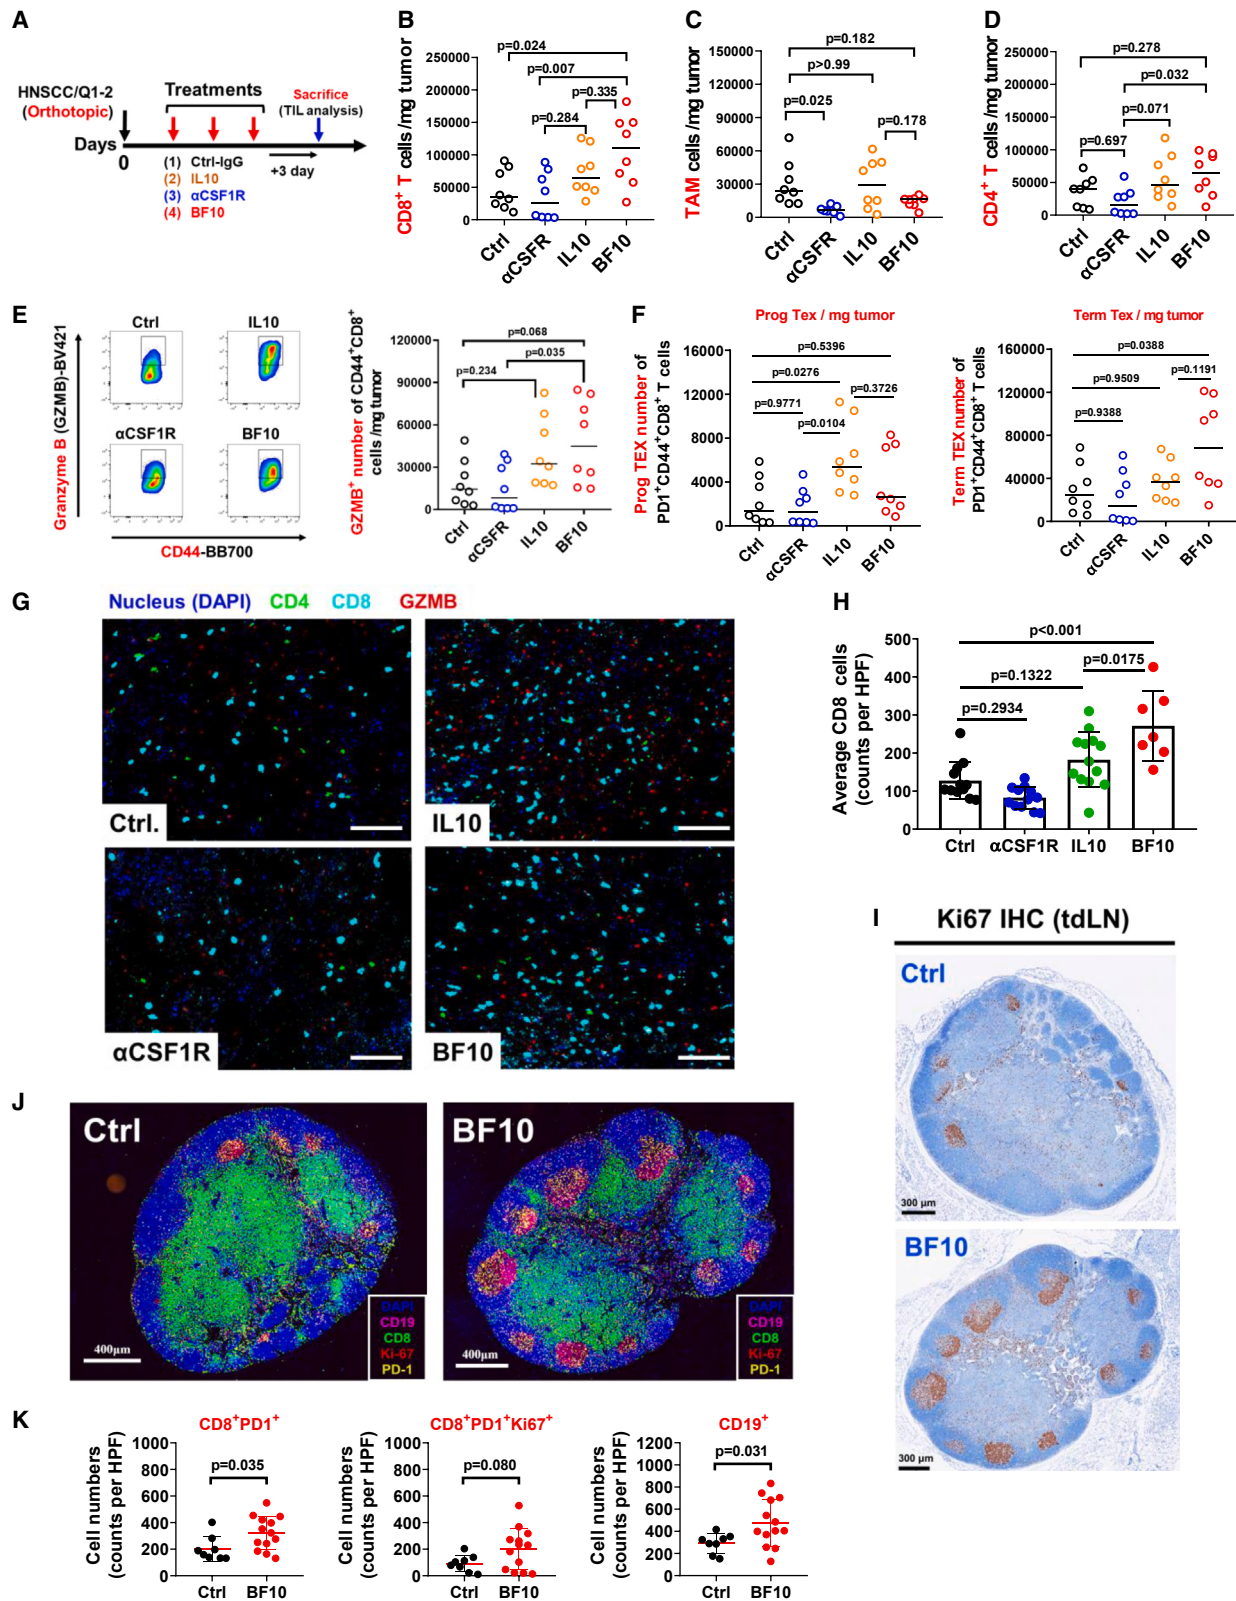

(legend on next page)

from the syngeneic murine HNSCC cell line MTCQ1-2 (Figures S4A–S4D). We next examined whether BF10 harbored a better antitumor efficacy compared with its subcomponents (IL-10 and  $\alpha$ -mCSF1R) in the subcutaneous HNSCC model. With the treatment of an equivalent molar ratio of BF10 or its subcomponents, IL-10-Fc and BF10 both significantly suppressed tumor growth, and BF treatment performed best among all groups. In contrast,  $\alpha$ -mCSF1R barely repressed tumors (Figure 3A). A trend of better survival was noted in the BF10 group compared with IL-10-Fc,  $\alpha$ -mCSF1R, or control IgG (Figure 3B). BF10 did not induce splenomegaly (Figure 3C) and caused no deleterious effect in liver compared to the elevated liver enzymes in mice receiving  $\alpha$ -mCSF1R treatment (Figure 3D).

We next investigated the influence of different treatments on immune cells in the HNSCC model. Increased CD8<sup>+</sup> T cells and reduced CD11b<sup>+</sup>Ly6C<sup>+</sup> monocyte numbers were noted in the peripheral blood of BF10-treated mice compared with control (Figure S4E). A significant enrichment in the infiltration of CD8<sup>+</sup> T cells was shown in the tumors after BF10 treatment (Figure S4F), especially in the central part of tumors (Figures 3E–3H and S4G). We further examined the tumor samples from four treatment groups (control, IL-10-Fc,  $\alpha$ -mCSF1R, BF10). BF10 treatment recruited more CD8<sup>+</sup> T cells to the central tumor part and reduced F4/80<sup>+</sup> TAM infiltration.  $\alpha$ -mCSF1R treatment reduced TAMs without significantly affecting intratumoral CD8<sup>+</sup> T cells. IL-10-Fc marginally increased intratumoral CD8<sup>+</sup> T cells without affecting TAMs (Figure S5A). Furthermore, we conducted an investigation into the influence of BF10 on various mouse models, including orthotopic and subcutaneous injection models, as the immune microenvironments in these models may differ. Orthotopic tumors exhibited a greater infiltration of CD8<sup>+</sup> T cells and macrophages compared with the control group. Notably, administration of BF10 significantly amplified the influx of CD8<sup>+</sup> T cells in tumors from both models, and this effect was more pronounced in the orthotopic model (Figure S5B).

We further examined whether both subcomponents of BF10 (IL-10 and  $\alpha$ -mCSF1R) contributed to the antitumor efficacy through modulating their corresponding immune cells, i.e., CD8<sup>+</sup> T cells by IL-10 and TAMs by  $\alpha$ -mCSF1R. We first depleted CD8<sup>+</sup> T cells in BF10-treated tumor-bearing mice (Figure 3I). Successful depletion of CD8<sup>+</sup> T cells was confirmed by analyzing the post-

treatment blood and tumor samples (Figures S6A and S6B). Depletion of CD8<sup>+</sup> cells abrogated the antitumor effect of BF10 (Figures 3J, 3K, S6C, and S6D). We next depleted TAMs to confirm the antitumor role of the  $\alpha$ -mCSF1R subcomponent in BF10 (Figure 3L). IL-10-Fc or BF10 monotherapy effectively suppressed tumor growth and possessed survival benefits as expected. Treatment with the macrophage-depleting agent clodronate-liposome suppressed tumor growth and improved survival marginally. Cotreatment with clodronate-liposome and IL-10-Fc showed a similar result to IL-10-Fc monotherapy. Importantly, cotreatment with clodronate-liposome and BF10 significantly attenuated the antitumor activity of BF10 (Figures 3M and 3N). Taken together, the above results indicate that BF10 provides potent antitumor effect and survival benefit and that both subcomponents of BF10 (IL-10 and  $\alpha$ -mCSF1R) contributed to the antitumor efficacy.

### BF10 modulates tumor-infiltrated immune cells and elicits immune activation

We next examined the impact of BF10 on the tumor-infiltrated immune cells in the murine orthotopic HNSCC model (Figure 4A). BF10 showed the most prominent increase in the infiltration of CD8<sup>+</sup> T cells. Reduction of TAMs was shown both in the  $\alpha$ -CSF1R- and BF10-treated groups. A slightly increased trend in CD4<sup>+</sup> T cell was noted in the BF10-treated group compared with the control group (Figures 4B–4D). We further investigated the composition of infiltrated CD8<sup>+</sup> T cells (Figures 4E and 4F; the gating strategy of flow cytometry is in Figure S7). Both IL-10-Fc and BF10 treatments significantly increased the GZMB<sup>+</sup> cytotoxic population of CD44<sup>+</sup>CD8<sup>+</sup> T cells within the TME (Figure 4E). In addition, different subsets of exhausted CD8<sup>+</sup> T cells responding to IL-10-Fc and BF10 was noted. BF10 treatment expanded the terminally exhausted CD8<sup>+</sup> T cells (Term Tex) population with a relatively mild increase in progenitor exhausted CD8<sup>+</sup> T cells (Prog Tex) (Figure 4F). In contrast, IL-10-Fc increased the Prog Tex population without significantly influencing the Term Tex population. We next applied the multicolor immunofluorescent (mIF) staining to examine the influence of BF10 treatment on infiltrated immune cells. Consistently, BF10 performed best at increasing the infiltrated CD8<sup>+</sup> T cells compared with its subcomponents (Figures 4G and 4H), and BF10 increased GZMB<sup>+</sup> cells as expected (Figure S8A). We examined the tDLNs and spleen from BF10-treated

### Figure 4. BF10 repopulates infiltrated immune cells in tumor tissues and LNs

(A) Experimental scheme. The HNSC/Q1-2 tumor cells ( $5 \times 10^5$  cells) were orthotopically inoculated into mice, followed by administrations of the indicated components (Ctrl-IgG, IL-10-Fc,  $\alpha$ -CSF1R, and BF10) with a 3 day interval for 3 doses. Tumor-infiltrated CD45<sup>+</sup> immune cells were assessed by flow cytometry. (B–D) Population of CD8<sup>+</sup> T cells (B), TAMs (C), and CD4<sup>+</sup> T cells (D) in tumors from the indicated groups. (E) Representative plots (left) and population (right) of the granzyme B (GZMB)-producing tumor-infiltrating T cells from the indicated tumors. (F) Representative population of the TCF1<sup>+</sup> Tim3<sup>−</sup> T cells (Prog Tex) and the TCF1<sup>−</sup> Tim3<sup>+</sup> T cells (Term Tex) among total tumor-infiltrating CD44<sup>+</sup> PD-1<sup>+</sup> CD8<sup>+</sup> T cells from the indicated mice. (G–H) Representative images of CD8<sup>+</sup> T cell numbers from the indicated groups. (G) Multiplexed immunofluorescence (mIF) staining performed with Opal 7-Color IHC kit (PerkinElmer) for CD4 (green), CD8 (sky blue), GZMB (red), and nuclei (hyacinth). Representative composite images obtained and quantified by the Vectra Polaris Imaging System and Inform software. Scale bar, 100  $\mu$ m. (H) Quantitative result of CD8<sup>+</sup> T cells. (I–K) Representative image of Ki67 expression in tumor-draining LNs (tDLNs). (I) The isolated tDLN examined by immunohistochemistry (IHC). The brown color indicates Ki67<sup>+</sup> cells. Scale bar, 300  $\mu$ m. (J) Representative mIF images of tDLN. The isolated tDLNs were stained with DAPI (blue), CD8 (green), PD-1 (yellow), FoxP3, CD19 (pink), and Ki67 (red). Whole-tissue composite images were captured and analyzed with the Vectra Polaris Imaging System and Inform software. Scale bar, 400  $\mu$ m. (K) Quantification of the cell number of CD8<sup>+</sup>PD1<sup>+</sup>, CD8<sup>+</sup>PD1<sup>+</sup>Ki67<sup>+</sup>, and CD19<sup>+</sup> cells in the BF10-treated versus control group. The data were presented as mean  $\pm$  SD, and the statistics were calculated using unpaired Student's *t* test. (two group comparison) and one-way ANOVA (more than 3 groups) with an appropriate test. \*\**p* < 0.01.

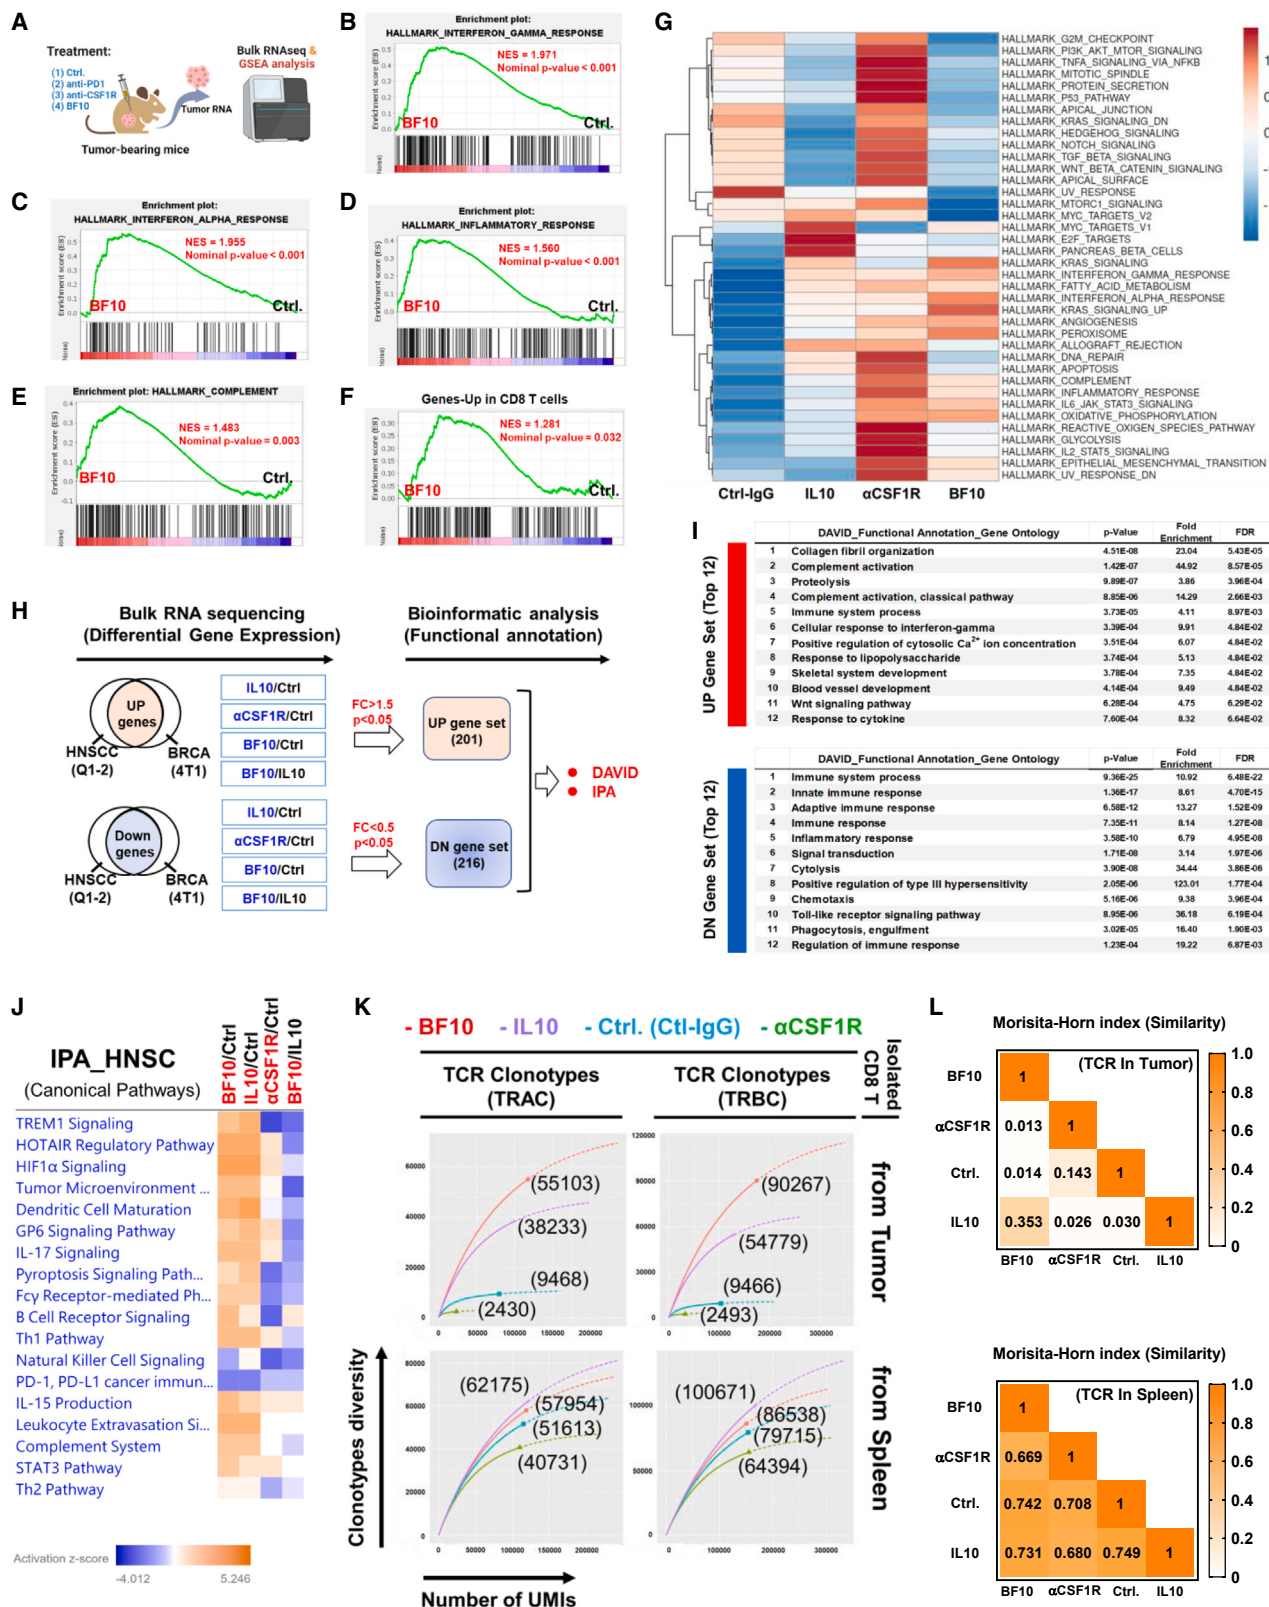

(legend on next page)

mice. Treatment with BF10 significantly boosted the proliferation of immune cells in the germinal centers of spleens and tdLNs (Figures 4I, S8D, and S8E). Further examination of tdLNs showed that BF10 treatment increased the numbers as well as the density of CD8<sup>+</sup>PD-1<sup>+</sup>, CD8<sup>+</sup>PD-1<sup>+</sup>Ki67<sup>+</sup>, and CD19<sup>+</sup> cells (Figures 4J, 4K, S8C, S8D, and S8F). The above results indicate that BF10 enriches the number and activity of tumor-infiltrated T cells as well as induces immune activation.

### BF10 activates multiple immune-related signaling pathways and expands the clonal diversity of tumor-infiltrated T cells

We compared the impact of BF10 treatment on the transcriptomic changes of tumors to the subcomponent treatment (IL-10-Fc and  $\alpha$ -mCSF1R) (Figure 5A). A gene set enrichment analysis (GSEA) showed that BF10 treatment was associated with the signature of IFN- $\gamma$  response (Figure 5B), IFN- $\alpha$  response (Figure 5C), inflammatory response (Figure 5D), complement (Figure 5E), and genes upregulated in CD8<sup>+</sup> T cells (GEO: GSE41867) (Figure 5F). Moreover, the BF10 treatment group revealed the most enriched expanded immune signature (Table S4)<sup>42</sup> compared with IL-10-Fc,  $\alpha$ CSF1R, and control (Figure S9A). Single-sample GSEA (ssGSEA) revealed a gene expression profile of BF10-treated tumors compared with the treatment of subcomponents or control (Figure 5G).

Next, we investigated potential signaling pathways influenced by BF10. We enrolled two syngeneic murine tumor models (4T1/Balb-c BRCA model and MTCQ1-2/C57BL/6 HNSCC model) to reduce the influence of tumor-type-specific effect and treated the mice with control IgG, IL-10-Fc,  $\alpha$ CSF-1R, or BF10. Tumors were obtained for RNA sequencing (RNA-seq) and for further analysis of the consistently upregulated/downregulated genes in both models (Figure 5H; Tables S5 and S6 for HNSCC and S7 and S8 for BRCA). A significant proportion of the top 12 upregulated/downregulated gene-related pathways were associated with immune responses (Figure 5I), which validated the immunomodulatory effects of these agents. We further focused on examining the genes/pathways influenced by different treatments in HNSCC through multiple comparisons. Compared with the control group, both BF10 and IL-10-Fc activated the expression of immune-related genes and pathways, effects that were mostly not observed in the  $\alpha$ CSF-1R-treated group. For example, *Wnt7a*, *Mmp9*, *Stfa2*, *C1s2*, *Elane*, *Apo11a*, and *H2-Dmb2* were

upregulated in IL-10-Fc- and BF10-treated samples but not in  $\alpha$ CSF1R-treated tumors. In contrast, *Clec4a*, *Clec4b1*, *Dpep2*, *Slamf9*, and *Lilra5a* were downregulated in the  $\alpha$ CSF1R group but not in the IL-10-Fc and BF10 groups (Figures S9B–S9D). Many pathways, such as TREM1 signaling, the TME pathway, DC maturation, Fc $\gamma$  receptor-mediated phagocytosis, leukocyte extravasation signaling, and the complement system, were activated both in the IL-10-Fc- and BF10-treated samples but not in the  $\alpha$ CSF1R-treated tumors (Figure 5J). Two pathways were specifically activated in the BF10-treated group compared with the IL-10-Fc group: B cell receptor signaling and IL-15 production (Figure 5J).

Recognition of tumor-associated antigen by T cell receptor (TCR) is a major determining factor for effective antitumor immune response. High diversity of TCR repertoire is associated with a better prognosis and with better responses to immune checkpoint blockade therapies.<sup>43,44</sup> Here, we analyzed the TCR repertoire of CD8<sup>+</sup> cells harvested from tumors, tdLNs, and spleens of mice receiving treatment of BF10 or subcomponents versus control (Figure S9E). Tumor-specific TCR $\alpha$  and TCR $\beta$  sequencing demonstrated that the CD8<sup>+</sup> cells from tumors or tdLNs of BF10-treated mice harbored the highest clonotype diversity compared with the other groups, whereas IL-10-Fc treatment increased the diversity of the TCR repertoire of CD8<sup>+</sup> cells from spleen (Figures 5K and S9F). The Morisita-Horn calculation index and the TCR clonotype report supported the fact that BF10 treatment induces the most clonotype diversity compared with the other treatments (Figures 5L and S9G; Table S9). In summary, the above results indicate that BF10 outperforms subcomponent treatments in the active immune signature of tumor samples and that BF10 increases TCR clonotype diversity in CD8<sup>+</sup> cells from tumors and tdLNs to the greatest extent compared with subcomponents or control.

### BF10 repopulates tumor-infiltrated T cells by increasing Term Tex cells and reducing regulatory T cells

To further understand the impact of BF10 on tumor-infiltrated immune cells, single-cell RNA-seq (scRNA-seq) was performed in murine orthotopic HNSCC tumors treated with IL-10-Fc,  $\alpha$ CSF1R, BF10, or a control IgG. CD45<sup>+</sup> cells were isolated from the tumor samples and analyzed using scRNA-seq, and CD45<sup>−</sup> cells were reserved for bulk RNA-seq analysis. The

#### Figure 5. Transcriptomic and TCR repertoire analysis of the samples from mice treated with BF10 versus its subcomponents

- (A) An illustration of mice receiving the indicated treatment followed by tumor isolation for bulk RNA-seq and gene set enrichment analysis (GSEA).  
(B–F) Enrichment plots of genes sets in BF10 versus control in mouse tumor samples. Significant pathways were identified by GSEA gene set of IFN- $\gamma$  response (B), IFN- $\alpha$  response (C), inflammatory response (D), complement (E), and genes upregulated in CD8 T cells (GEO: GSE41867) (F).  
(G) The heatmap of GSEA enriched pathways in treatment groups. The normalized enrichment score (NES) and p value are shown.  
(H) Schema of bioinformatic strategy to study the effect of BF10 within tumor microenvironment. Tumors derived from two syngeneic tumor models (HNSC/Q1-2 and BRCA/4T1) treated with BF10, IL-10-Fc,  $\alpha$ CSF-1R, or control were collected for bulk RNA-seq to investigate the differentially expressed genes (DEGs; >1.5-fold and  $p < 0.05$  or <0.5-fold and  $p < 0.05$ ). DEGs were analyzed using 2 modules: (1) Bioinformatics Database for Annotation, Visualization, and Integrated Discovery (DAVID; <https://david.ncifcrf.gov/>) and (2) Ingenuity Pathway Analysis (IPA).  
(I) DAVID functional Gene Ontology analysis.  
(J) IPA.  
(K) Immune repertoire TCR sequencing of CD8<sup>+</sup> T cells. Tumor-bearing mice received treatments of Ctrl-IgG, IL-10, anti-CSF1R, or BF10 for 3 doses, followed by RNA extraction of isolated CD8<sup>+</sup> T cells for TCR immune repertoire analysis. The data are shown as clonotype diversity and distribution of both TRAC and TRBC CDR3 sequencing from tumor and spleen. The number of the bracket indicates observed diversity in the enrichment metrics of QIAseq-RNA Immune Repertoire Application.  
(L) Examination of the TCR immune repertoire using Morisita-Horn index.

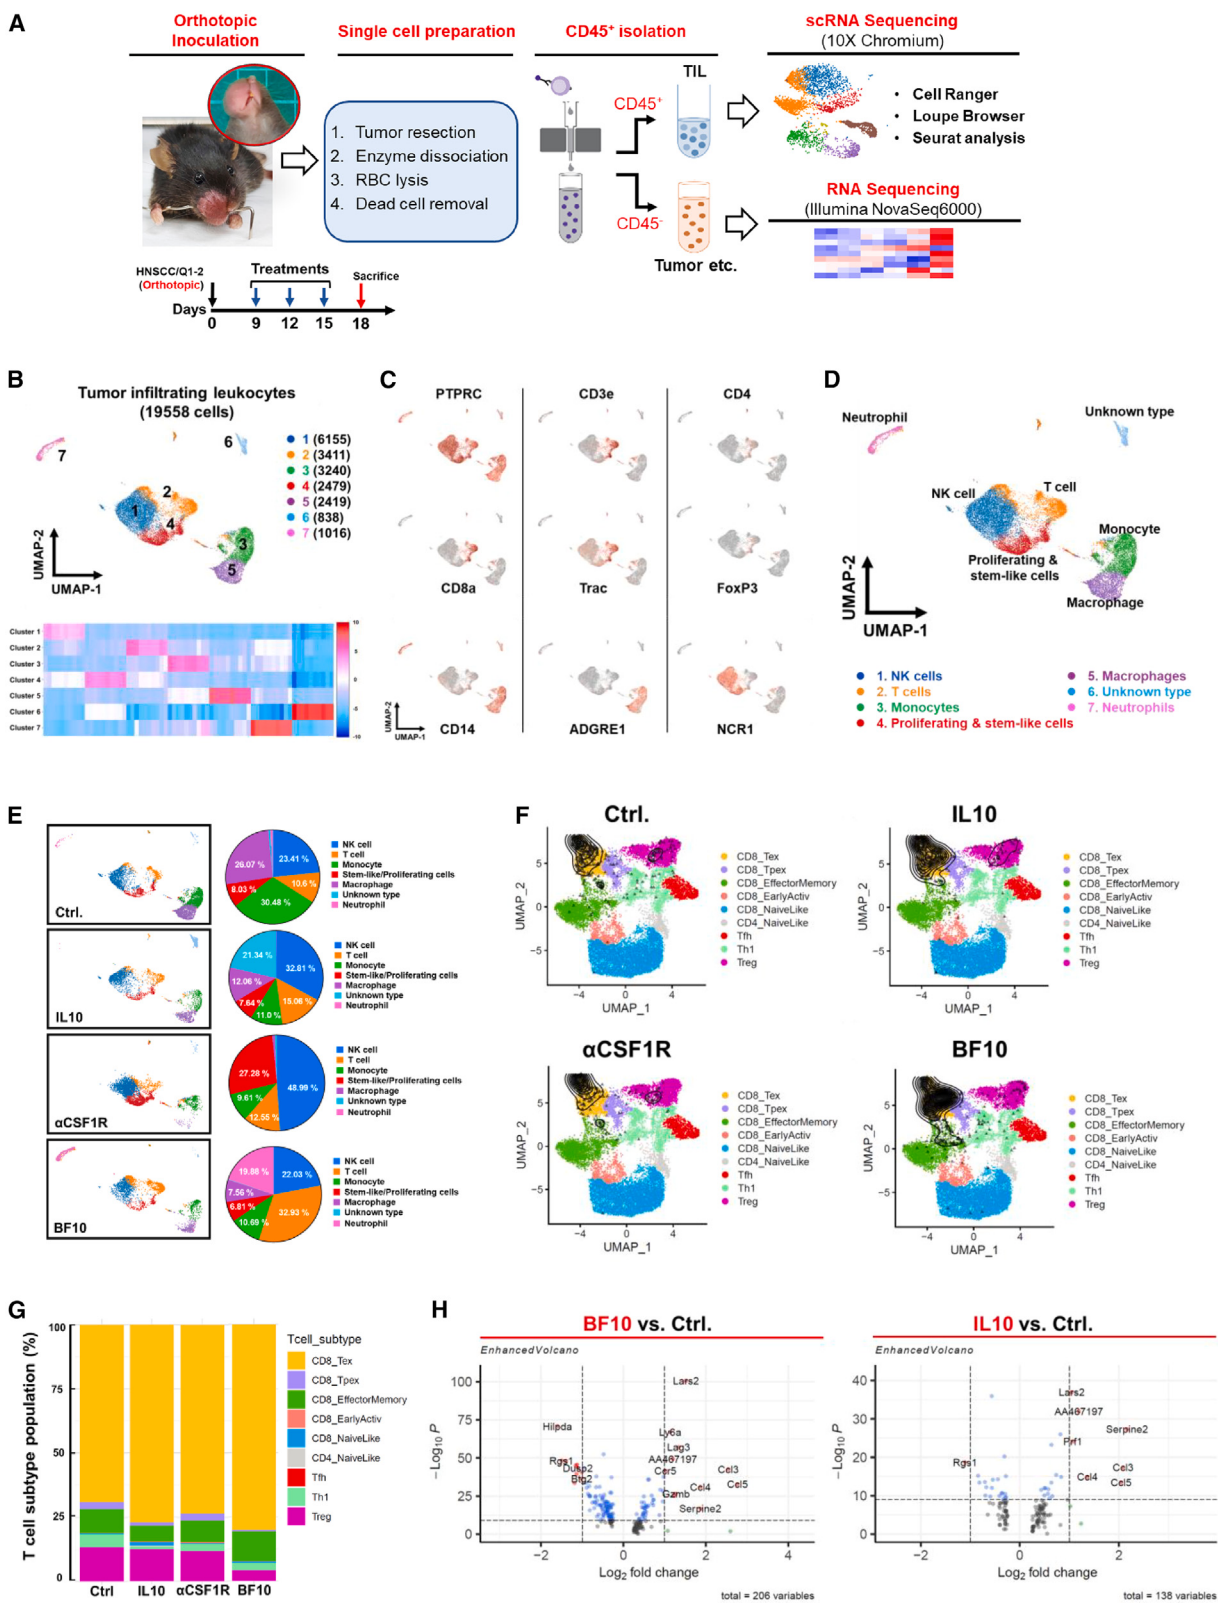

(legend on next page)

flowchart is illustrated in Figure 6A. Bulk RNA-seq of the CD45<sup>+</sup> cells showed that BF10 was associated with the reactive oxygen species (ROS) pathway, IFN- $\gamma$  response, and inflammatory response as compared with the control treatment (Figure S10A). Compared with the IL-10-Fc treatment group, BF10 treatment was also more closely associated with the signatures of ROS, IFN- $\gamma$  response, and inflammatory response (Figure S10B). For scRNA-seq of CD45<sup>+</sup> cells, sorted tumor-infiltrated leukocytes (19,558 cells) were clustered into 7 groups (Figure 6B). The expression of the immune markers in different clusters is shown in Figures 6C and 7, and the populations of immune cells were defined as shown in Figure 6D. Among the three treatment groups, T cells were mostly enriched in the BF10 group. TAMs were depleted in the  $\alpha$ CSF-1R group and reduced in the BF10 group, as expected. Interestingly, monocytes were significantly reduced in all three treatment groups, and NK cells were most prominently enriched in the  $\alpha$ CSF-1R group. An unexpected increase in neutrophils was noted in the BF10 group (Figure 6E). We further dissected the T cell subpopulations. By observing the relative percentages of subgroups, BF10 reduced the regulatory T cell (Treg) population and increased the Term Tex population, whereas the IL-10-Fc group also increased the Term Tex population, albeit to a lesser degree, without significantly influencing Tregs.  $\alpha$ CSF1R treatment did not influence the T cell subpopulations (Figures 6F and 6G). BF10 upregulated the genes related to T cell exhaustion more significantly than IL-10-Fc (Figure 6H). To address the role of neutrophils in BF10-mediated antitumor effect, a neutrophil-depletion experiment was performed. Neutrophil depletion causes a minor effect on tumor growth and survival of the mice (Figures S10C–S10F). In summary, the results indicate that BF10 shapes T cell subpopulations by increasing CD8<sup>+</sup> Term Tex and reducing the percentage of Tregs, which may contribute to its antitumor effect.

### BF10 elicits durable protective effect and potentiates anti-PD1 efficacy

We next investigated the effect of BF10 under tumor rechallenge. We treated HNSCC tumor-bearing mice with BF10 until total regression of the tumors was reached. The tumor-free (TF) mice were selected for subsequent tumor rechallenge experiments (Figure 7A). A significant and durable protective effect was demonstrated in the BF10-treated mice compared with the unexposed mice (Figures 7B and 7C). An *ex vivo* examination of the parental tumor cell line cocultured with CD8 T<sup>+</sup> isolated cells from BF10-

treated TF mice showed that CD8<sup>+</sup> T cells from BF10-treated mice were able to repress tumor cell growth (Figures S11A and S11B).

Next, we examined whether BF10 potentiates the antitumor activity of anti-PD1 ( $\alpha$ PD1) because BF10 increased the diversity of the TCR repertoire of tumor-infiltrating lymphocytes (TILs) (Figures 5K–5L), which is associated with the response to immune checkpoint blockade.<sup>43,44</sup> Furthermore, BF10 increased the CD8<sup>+</sup> Term Tex population (Figures 4F, 6F, and 6G). Mice with HNSCC were subjected to the treatment of BF10,  $\alpha$ PD1, or both in combination versus control (Figure 7D). BF10 revealed a significant antitumor effect consistent with previous data, whereas  $\alpha$ PD1 treatment showed a moderate effect in murine HNSCC. The combination of BF10 with  $\alpha$ PD1 showed nearly complete suppression of the tumors (Figures 7E, S11C, and S11D). The tumor volume changes and the endpoint tumor volume also supported a better antitumor efficacy in the combination treatment group compared with the single agents (Figures 7F and 7G). Treatment with BF10,  $\alpha$ PD1, or the combination did not alter the body weight of the mice (Figure 7H). We collected the sera of the mice for cytokinome analysis (Figure S11E). Combination treatment harbored a higher effect in producing inflammatory cytokines (IFN- $\gamma$ , IL-1 $\beta$ , IL-2, IL-6, IL-10, IL-12p40, and TNF- $\alpha$ ) and certain chemokines (e.g., CCL-11, eotaxin-2, CCL-1, CCL-2, and CXCL-9) than single treatments (Figures 7I and 7J). The angiogenic factors were not significantly and consistently influenced by the combination treatment (Figure S11F). In summary, the combination of BF10 and  $\alpha$ PD1 provided better efficacy against murine HNSCC. An increased induction of certain proinflammatory cytokines and chemokines is shown in the combination treatment group, which might contribute to the immune cell recruitment and antitumor activities induced by BF10 and  $\alpha$ PD1.

### DISCUSSION

In this study, we generated a proof-of-concept bifunctional antibody, BF10, by fusing an anti-CSF-1R antibody with IL-10. The goal of this design is to enhance the delivery of IL-10 to the TME and concurrently shape the immune environment. We selected CSF-1R as the target of the “basal” antibody based on the following. First, we validated the clinical relevance of *IL-10/IL-10R* and *CSF1R* in tumor samples. Second, there was a high proportion of TAMs in tumor-infiltrated immune cells of HNSCC. Third,

### Figure 6. scRNA-seq analysis of syngeneic HNSCC treated with BF10 or its subcomponents

(A) Experimental scheme for scRNA-seq. TILs were isolated. Single-cell libraries were prepared using a Chromium NextGEM Single Cell 3' Reagent Kit (v.3.1 kit) and sequenced with Illumina NovaSeq 6000. Data were processed and analyzed with Cell Ranger pipeline (v.5.0.1, 10x Genomics) and Loupe browser (v.5.0). A detailed analysis of T cell subtype was assessed with ProjecTILs (v.1.0). CD45<sup>+</sup> cells were harvested for bulk RNA-seq.

(B) Top, uniform manifold approximation and projection (UMAP) plot of the total cells colored by the 7 major cell lineages. The cell counts of each cluster are indicated in brackets. Bottom, a heatmap to represent the top 10 upregulated genes of each cluster.

(C) UMAP plots of markers for different types of immune cells.

(D) UMAP plot of color-coded immune cell types as indicated (reference: CellKb, <https://www.cellkb.com/immune/>).

(E) Left, UMAP plots of cell-type distributions in different treatment groups. Right, pie charts showing the immune cell compositions of different treatment groups.

(F) Projection of T cells into a TIL reference atlas using ProjecTILs in tumors of different treatment groups. Colored cells represent the reference states defined by previous literature<sup>45</sup>; black cells represent projected cells from the treatment groups, and black contour lines represent the density of projected cells over the atlas.

(G) T cell subtype composition and proportion of the four treatment conditions with subtypes defined by ProjecTILs classifier.

(H) DEGs in exhausted T cells (Texs) between pairs of treatments.

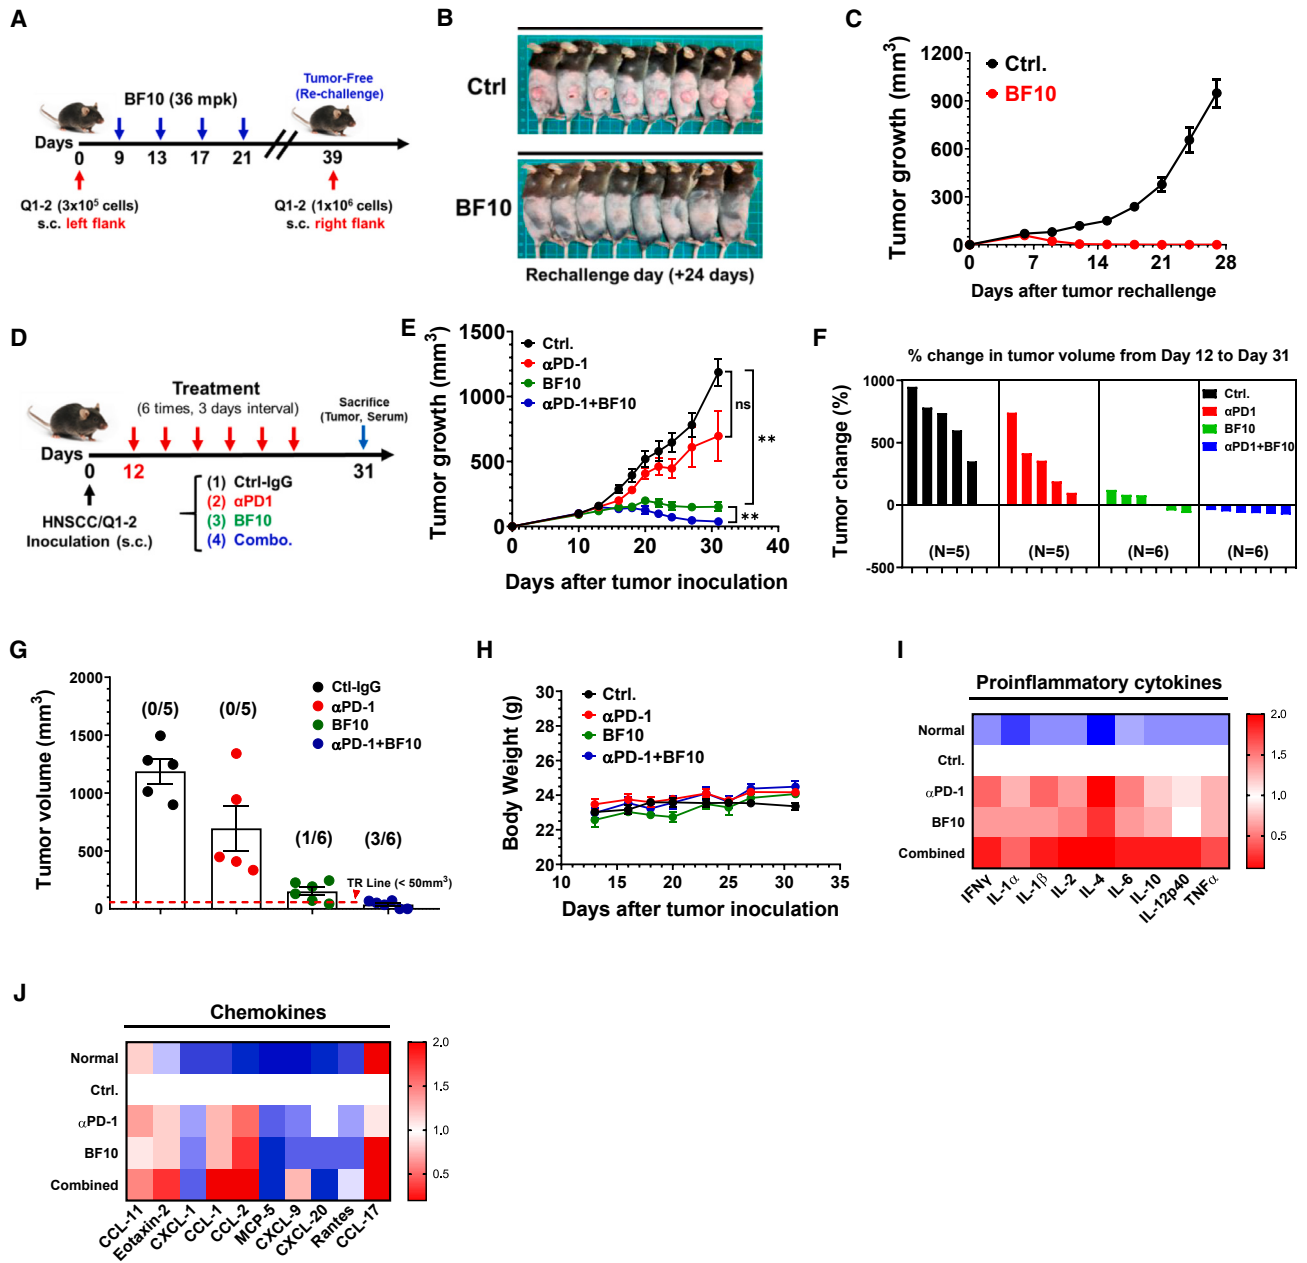

**Figure 7. BF10 provides durable antitumor effect and potentiates anti-PD1 therapy**

(A) Schema of the tumor rechallenge experiments. HNSCC/Q1-2 tumor cells ( $3 \times 10^5$  cells) were subcutaneously injected into left flank of mice followed by BF10 treatment until tumor regression. Tumor-free mice were selected and rechallenged with a secondary implantation of the tumor cells ( $1 \times 10^6$  cells) on the right flank. Tumor growth was recorded for 1 month after rechallenge.

(B) Representative photos of the mice that received tumor rechallenge.

(C) Tumor volume curve of the BF10-treated, tumor-free mice or control mice. The data are shown as means  $\pm$  SEM ( $N = 10$ –16 per group).

(D–J) Tumor-bearing mice (Q1-2, subcutaneous) were treated with isotype control or anti-PD1 (200  $\mu\text{g}$ ) and/or BF10 (36 mg/kg) as indicated.

(D) Experimental scheme. Treatment started when tumor size reached  $100 \text{ mm}^3$ . The mice were sacrificed on day 31.

(E) Tumor growth curve. The data were presented as mean  $\pm$  SD, and the statistics were calculated by one-way ANOVA with multiple comparisons test.  $^{**}p < 0.01$ .

(F) Waterfall plot showed tumor volume percentage change of individual mice.

(G) The ratio of tumor-free mice over total mice in each group ( $N = 5$ –6 per group). Tumor-free volume was defined as  $<50 \text{ mm}^3$ .

(H) The measurements of body weights in mice.

(I and J) The serum ( $N = 4$  per group) from mice with indicated treatments was analyzed using the Mouse Cytokine Antibody Array (RayBiotech, QAM-CAA-4000 for 200 cytokines). The signals of dots are normalized to internal positive and negative controls on the same array. The calculated data values are shown as heatmaps of proinflammatory cytokines (I) and chemokines (J).

the importance of the physical interplay between APCs (especially TAMs) and T cells (especially exhausted T cells) within the TME has been gradually uncovered.<sup>31,46</sup> Fourth, the efficient delivery of macrophage-targeting agents to tumor sites by either peripheral macrophages or TAMs was demonstrated. The results of this study highlight the potential development of antibody-fused IL-10-Fc in the future. The selection of basal antibodies can be extended to target the proteins enriched in the TME with immunomodulatory functions.

In our study, significant antitumor activity was demonstrated in both BF10 and IL-10-Fc, and BF10 outperformed its subcomponents IL-10 and  $\alpha$ -mCSF1R. The potential explanations include the following. First, the antitumor activity of BF10 was abolished by depletion of either CD8<sup>+</sup> T cells or TAMs, indicating that both subcomponents contribute to its therapeutic efficacy. Second, BF10 increased the greatest clonotype diversity of TCRs of CD8<sup>+</sup> T cells in tumors or tdLNs compared with its subcomponents. Third, BF10 has the best ability to reprogram the TME to an immune-active state, as proven by transcriptomic experiments. Interestingly, BF10 had a better ability to enrich Term Tex and reduce Tregs compared with IL-10-Fc. The BF10 biodistribution experiment indicates that BF10 accumulated not only in the tumor but also in the tdLN and spleen, indicating the potential extra-tumoral immunomodulatory effects of BF10.

Here, we selected HNSCC as the major target disease because of the abundance of TAMs in HNSCC in previous studies<sup>47,48</sup> and our analyses, and the accumulation of TAMs in the TME negatively correlated with the clinical outcomes of patients with HNSCC.<sup>47</sup> In recent years, the paradigm shift of the treatment in recurrent/metastatic (R/M) HNSCC has been due to the great success of immune checkpoint inhibitors (ICIs).<sup>49–51</sup> However, the relatively low response rate of ICI monotherapy reduces enthusiasm and indicates persistent unmet medical needs in R/M HNSCC. Recent studies have suggested that ICIs alone may not be sufficient because of the dominant role of the TME in governing tumor immune surveillance and cancer immune evasion.<sup>52–54</sup> Therefore, simultaneous activation of tumor-specific T cells and shaping of the TME serve as an opportunity to resolve the shortcomings of current therapies.

In summary, we present the antitumor efficacy of the bifunctional fusion protein BF10 in multiple murine models, especially HNSCC. BF10 enhances CD8<sup>+</sup> T cell recruitment to the central tumor region, induces proliferation and metabolic reprogramming of CD8<sup>+</sup> T cells, and reduces Tregs and TAMs. The combination of BF10 and  $\alpha$ PD-1 further enhances antitumor activity and boosts proinflammatory cytokine production. Our results provide a promising drug design strategy for the future development of immuno-oncology agents.

### Limitations of the study

A significant limitation of the current study is the lack of evaluation regarding the impact of BF10 on tumor-specific T cells in HNSCC. This is primarily due to the unavailability of a suitable model, such as Yumm1.7 for melanoma, to investigate tumor-specific T cells in HNSCC. We did not employ the Yumm1.7 model in this study due to our focus on HNSCC. Nonetheless, it is imperative to establish a tumor-specific T cell model to

explore the antitumor response for future advancements in anti-HNSCC immunotherapy.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- RESOURCE AVAILABILITY
  - Materials availability
  - Data and code availability
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
  - Human HNSCC samples
  - Mice
  - Cell lines
- METHOD DETAILS
  - Bioinformatics analysis of The Cancer Genome Atlas (TCGA) and VGH\_HNSCC patients
  - Digital spatial profiling (DSP) of RNA analysis in HNSCC samples
  - Tumor model and treatment
  - MuScreen examination of BF10 antitumor activity in syngeneic tumor models
  - Generation of bifunctional anti-CSF-1R/IL-10 fusion proteins
  - ELISA of BF10 binding activity and neutralization
  - Inhibition of CSF-1-dependent cell survival of macrophages by anti-CSF1R antibodies
  - IL10R-STAT3 reporter assay
  - CD8<sup>+</sup> T cell proliferation assay
  - Seahorse metabolomics analysis
  - Serum pharmacokinetics of BF10
  - Preparation of <sup>111</sup>In-labeled BF10 and the animal SPECT/CT imaging of <sup>111</sup>In-labeled BF10
  - Biodistribution studies of <sup>111</sup>In-labeled BF10 and the blood clearance kinetic of <sup>111</sup>In-labeled BF10
  - Activation of CD8<sup>+</sup> T cells by IL-10
  - Antibody labeling, biodistribution and *in vivo* imaging
  - Immunohistochemistry (IHC)
  - *In vivo* depletion of CD8<sup>+</sup> T cells or macrophages
  - Flow cytometry assays
  - Multiplex immunofluorescence staining of mouse samples
  - Bulk RNA sequencing and biologic inference
  - Generation of mouse TCR immune repertoire sequencing data
  - Single-cell RNA sequencing
  - Neutrophil depletion
  - Combination therapy of BF10 with anti-PD-1 blockade
  - Cytokine array assay
- QUANTIFICATION AND STATISTICAL ANALYSIS

## SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.xcrm.2023.101154>.

## ACKNOWLEDGMENTS

We acknowledge the technical services of Wan-Chun Chang, Bingxiu Guo, Chih-Sin Hsu, Chien-Yi Tung, and Kate Hua provided by the Genomics Center for Clinical and Biotechnological Applications of the Cancer Progression Research Center (National Yang Ming Chiao Tung University), The National Core Facility for Biopharmaceuticals of National Science and Technology Council. We thank Dr. Kuo-Wei Chang (National Yang Ming Chiao Tung University) for providing the mouse head and neck cancer cell line MTC-Q1 and Dr. Szu-Ting Chen (National Yang Ming Chiao Tung University) for the experimental comments. All human tumor samples for this study were obtained from the Biobank of Taipei Veterans General Hospital. We thank Dr. Chih-Hung Chung, Mr. Yu-Hsien Chen, and Ms. Jia-Jia Yang (National Yang Ming Chiao Tung University) for their technical assistance. This work was supported by grants from the National Council for Science and Technology (NSTC 111-2321-B-A49-007; MOST 110-2740-B-A49A-501; MOST 109-2740-B-010-002; MOST 108-2319-B-010-001; MOST-108-2314-B-010-020-MY3; MOST 110-2320-B-A49A-542; MOST 111-2320-B-A49-007; and MOST 111-2314-B-A49-030-MY3 to M.-H.Y.); the National Health Research Institutes (NHRI-EX112-11215BI to M.-H.Y.); the Taipei Veterans General Hospital (V112C-130, V112E-002-2, V111C-013, and V111E-001-1 to M.-H.Y.); the Taipei Veterans General Hospital-National Taiwan University Hospital Joint Research Project (VN111-13 to M.-H.Y.); the Research Project for Industry-Academia Collaboration of National Yang Ming Chiao Tung University (YM108C084, YM108C084-1, and YC-Y21C041 to M.-H.Y.); the Cancer Progression Research Center (111W31101) and the Cancer and Immunology Research Center (112W31101) of Featured Areas Research Center Program within the framework of the Higher Education Sprout Project by the Ministry of Education (to M.-H.Y.); the Department of Health, Taipei City Government (no. 11201-62-042 to M.-H.Y.); Elixiron Immunotherapeutics (to P.-C.H.); a European Research Council Staring Grant (802773-MitoGuide to P.-C.H.); SNSF project grants (31003A\_182470 to P.-C.H.); the Cancer Research Institute Lloyd J. Old STAR award (to P.-C.H.); and Ludwig Cancer Research (to P.-C.H.).

## AUTHOR CONTRIBUTIONS

Conceptualization, Y.-W.C., C.-Y.W., C.-H.T., P.A.K., P.-C.H., H.-K.C., and M.-H.Y.; data curation, investigation, and formal analysis, Y.-W.C., H.-W.H., J.-P.C., H.-H.H., S.-F.T., S.J.C., and M.-T.S.; methodology, resources, software, and analysis, H.-W.H., J.-P.C., M.A., and G.D.C.; writing – original draft & editing, Y.-W.C., H.-W.H., P.A.K., and M.-H.Y.; supervision, writing – review & editing, and funding acquisition, P.-C.H., H.-K.C., and M.-H.Y.

## DECLARATION OF INTERESTS

P.-C.H. is a scientific advisor for Elixiron Immunotherapeutics, Acepodia, and Novartis and is a cofounder of Pilatus Biosciences. P.-C.H. received research support from Elixiron Immunotherapeutics. P.-C.H. also received research support from Roche.

## INCLUSION AND DIVERSITY

We support inclusive, diverse, and equitable conduct of research.

Received: November 3, 2022

Revised: June 4, 2023

Accepted: July 18, 2023

Published: August 15, 2023

## REFERENCES

- DeNardo, D.G., and Ruffell, B. (2019). Macrophages as regulators of tumour immunity and immunotherapy. *Nat. Rev. Immunol.* 19, 369–382. <https://doi.org/10.1038/s41577-019-0127-6>.
- Myers, K.V., Amend, S.R., and Pienta, K.J. (2019). Targeting Tyro3, Axl and MerTK (TAM receptors): implications for macrophages in the tumor microenvironment. *Mol. Cancer* 18, 94. <https://doi.org/10.1186/s12943-019-1022-2>.
- Lee, C.C., Lin, J.C., Hwang, W.L., Kuo, Y.J., Chen, H.K., Tai, S.K., Lin, C.C., and Yang, M.H. (2018). Macrophage-secreted interleukin-35 regulates cancer cell plasticity to facilitate metastatic colonization. *Nat. Commun.* 9, 3763. <https://doi.org/10.1038/s41467-018-06268-0>.
- Wei, C., Yang, C., Wang, S., Shi, D., Zhang, C., Lin, X., Liu, Q., Dou, R., and Xiong, B. (2019). Crosstalk between cancer cells and tumor associated macrophages is required for mesenchymal circulating tumor cell-mediated colorectal cancer metastasis. *Mol. Cancer* 18, 64. <https://doi.org/10.1186/s12943-019-0976-4>.
- Liang, Z.W., Ge, X.X., Xu, M.D., Qin, H., Wu, M.Y., Shen, M., Zhang, Y., Liu, X.M., Chen, K., Li, W., et al. (2021). Tumor-associated macrophages promote the metastasis and growth of non-small-cell lung cancer cells through NF-kappaB/PP2Ac-positive feedback loop. *Cancer Sci.* 112, 2140–2157. <https://doi.org/10.1111/cas.14863>.
- Feng, Q., Chang, W., Mao, Y., He, G., Zheng, P., Tang, W., Wei, Y., Ren, L., Zhu, D., Ji, M., et al. (2019). Tumor-associated macrophages as prognostic and predictive biomarkers for postoperative adjuvant chemotherapy in patients with stage II colon cancer. *Clin. Cancer Res.* 25, 3896–3907. <https://doi.org/10.1158/1078-0432.CCR-18-2076>.
- Yuan, X., Zhang, J., Li, D., Mao, Y., Mo, F., Du, W., and Ma, X. (2017). Prognostic significance of tumor-associated macrophages in ovarian cancer: a meta-analysis. *Gynecol. Oncol.* 147, 181–187. <https://doi.org/10.1016/j.ygyno.2017.07.007>.
- Forsell, J., Oberg, A., Henriksson, M.L., Stenling, R., Jung, A., and Palmqvist, R. (2007). High macrophage infiltration along the tumor front correlates with improved survival in colon cancer. *Clin. Cancer Res.* 13, 1472–1479. <https://doi.org/10.1158/1078-0432.CCR-06-2073>.
- Chen, Y., Jin, H., Song, Y., Huang, T., Cao, J., Tang, Q., and Zou, Z. (2021). Targeting tumor-associated macrophages: a potential treatment for solid tumors. *J. Cell. Physiol.* 236, 3445–3465. <https://doi.org/10.1002/jcp.30139>.
- Li, M., Li, M., Yang, Y., Liu, Y., Xie, H., Yu, Q., Tian, L., Tang, X., Ren, K., Li, J., et al. (2020). Remodeling tumor immune microenvironment via targeted blockade of PI3K-gamma and CSF-1/CSF-1R pathways in tumor associated macrophages for pancreatic cancer therapy. *J. Contr. Release* 321, 23–35. <https://doi.org/10.1016/j.jconrel.2020.02.011>.
- Akkari, L., Bowman, R.L., Tessier, J., Klemm, F., Handgraaf, S.M., de Groot, M., Quail, D.F., Tillard, L., Gadiot, J., Huse, J.T., et al. (2020). Dynamic changes in glioma macrophage populations after radiotherapy reveal CSF-1R inhibition as a strategy to overcome resistance. *Sci. Transl. Med.* 12, eaaw7843. <https://doi.org/10.1126/scitranslmed.aaw7843>.
- Han, S., Wang, W., Wang, S., Yang, T., Zhang, G., Wang, D., Ju, R., Lu, Y., Wang, H., and Wang, L. (2021). Tumor microenvironment remodeling and tumor therapy based on M2-like tumor associated macrophage-targeting nano-complexes. *Theranostics* 11, 2892–2916. <https://doi.org/10.7150/thno.50928>.
- Denny, W.A., and Flanagan, J.U. (2021). Small-molecule CSF1R kinase inhibitors; review of patents 2015-present. *Expert Opin. Ther. Pat.* 31, 107–117. <https://doi.org/10.1080/13543776.2021.1839414>.
- Ordentlich, P. (2021). Clinical evaluation of colony-stimulating factor 1 receptor inhibitors. *Semin. Immunol.* 54, 101514. <https://doi.org/10.1016/j.smim.2021.101514>.
- Ries, C.H., Cannarile, M.A., Hoves, S., Benz, J., Wartha, K., Runza, V., Rey-Giraud, F., Pradel, L.P., Feuerhake, F., Klamann, I., et al. (2014). Targeting tumor-associated macrophages with anti-CSF-1R antibody reveals a strategy for cancer therapy. *Cancer Cell* 25, 846–859. <https://doi.org/10.1016/j.ccr.2014.05.016>.
- Falchook, G.S., Peeters, M., Rotte, S., Dirix, L.Y., Obermannova, R., Cohen, J.E., Perets, R., Frommer, R.S., Bauer, T.M., Wang, J.S., et al. (2021). A phase 1a/1b trial of CSF-1R inhibitor LY3022855 in combination with durvalumab or tremelimumab in patients with advanced solid tumors. *Invest. N. Drugs* 39, 1284–1297. <https://doi.org/10.1007/s10637-021-01088-4>.
- Razak, A.R., Cleary, J.M., Moreno, V., Boyer, M., Calvo Aller, E., Edenfield, W., Tie, J., Harvey, R.D., Rutten, A., Shah, M.A., et al. (2020). Safety and efficacy of AMG 820, an anti-colony-stimulating factor 1 receptor antibody, in

- p>combination with pembrolizumab in adults with advanced solid tumors.
- J. Immunother. Cancer*
- 8, e001006.
- <https://doi.org/10.1136/jitc-2020-001006>
- .
18. Gomez-Roca, C.A., Italiano, A., Le Tourneau, C., Cassier, P.A., Toulmonde, M., D'Angelo, S.P., Campone, M., Weber, K.L., Loirat, D., Cannarile, M.A., et al. (2019). Phase I study of emactuzumab single agent or in combination with paclitaxel in patients with advanced/metastatic solid tumors reveals depletion of immunosuppressive M2-like macrophages. *Ann. Oncol.* 30, 1381–1392. <https://doi.org/10.1093/annonc/mdz163>.
  19. Fiorentino, D.F., Zlotnik, A., Vieira, P., Mosmann, T.R., Howard, M., Moore, K.W., and O'Garra, A. (1991). IL-10 acts on the antigen-presenting cell to inhibit cytokine production by Th1 cells. *J. Immunol.* 146, 3444–3451.
  20. Saraiva, M., Vieira, P., and O'Garra, A. (2020). Biology and therapeutic potential of interleukin-10. *J. Exp. Med.* 217, e20190418. <https://doi.org/10.1084/jem.20190418>.
  21. Rallis, K.S., Corrigan, A.E., Dadah, H., George, A.M., Keshwara, S.M., Sideris, M., and Szabados, B. (2021). Cytokine-based cancer immunotherapy: challenges and opportunities for IL-10. *Anticancer Res.* 41, 3247–3252. <https://doi.org/10.21873/anticancer.15110>.
  22. Oft, M. (2019). Immune regulation and cytotoxic T cell activation of IL-10 agonists - Preclinical and clinical experience. *Semin. Immunol.* 44, 101325. <https://doi.org/10.1016/j.smim.2019.101325>.
  23. Naing, A., Infante, J.R., Papadopoulos, K.P., Chan, I.H., Shen, C., Ratti, N.P., Rojo, B., Autio, K.A., Wong, D.J., Patel, M.R., et al. (2018). PEGylated IL-10 (pegilodecakin) induces systemic immune activation, CD8(+) T cell invigoration and polyclonal T cell expansion in cancer patients. *Cancer Cell* 34, 775–791.e3. <https://doi.org/10.1016/j.ccell.2018.10.007>.
  24. Zheng, L.M., Ojcius, D.M., Garaud, F., Roth, C., Maxwell, E., Li, Z., Rong, H., Chen, J., Wang, X.Y., Catino, J.J., and King, I. (1996). Interleukin-10 inhibits tumor metastasis through an NK cell-dependent mechanism. *J. Exp. Med.* 184, 579–584. <https://doi.org/10.1084/jem.184.2.579>.
  25. Emmerich, J., Mumm, J.B., Chan, I.H., LaFace, D., Truong, H., McClanahan, T., Gorman, D.M., and Oft, M. (2012). IL-10 directly activates and expands tumor-resident CD8(+) T cells without de novo infiltration from secondary lymphoid organs. *Cancer Res.* 72, 3570–3581. <https://doi.org/10.1158/0008-5472.CAN-12-0721>.
  26. Qiao, J., Liu, Z., Dong, C., Luan, Y., Zhang, A., Moore, C., Fu, K., Peng, J., Wang, Y., Ren, Z., et al. (2019). Targeting tumors with IL-10 prevents dendritic cell-mediated CD8(+) T cell apoptosis. *Cancer Cell* 35, 901–915.e4. <https://doi.org/10.1016/j.ccell.2019.05.005>.
  27. Ryan, D., and Frezza, C. (2021). IL-10-mediated refueling of exhausted T cell mitochondria boosts anti-tumour immunity. *Immunometabolism* 3, e210030. <https://doi.org/10.20900/immunometab20210030>.
  28. Guo, Y., Xie, Y.Q., Gao, M., Zhao, Y., Franco, F., Wenes, M., Siddiqui, I., Bevilacqua, A., Wang, H., Yang, H., et al. (2021). Metabolic reprogramming of terminally exhausted CD8(+) T cells by IL-10 enhances anti-tumor immunity. *Nat. Immunol.* 22, 746–756. <https://doi.org/10.1038/s41590-021-00940-2>.
  29. Mumm, J.B., Emmerich, J., Zhang, X., Chan, I., Wu, L., Mauze, S., Blaisdell, S., Basham, B., Dai, J., Grein, J., et al. (2011). IL-10 elicits IFN-gamma-dependent tumor immune surveillance. *Cancer Cell* 20, 781–796. <https://doi.org/10.1016/j.ccr.2011.11.003>.
  30. Duraiswamy, J., Turriani, R., Minasyan, A., Barras, D., Crespo, I., Grimm, A.J., Casado, J., Genolet, R., Benedetti, F., Wicky, A., et al. (2021). Myeloid antigen-presenting cell niches sustain antitumor T cells and license PD-1 blockade via CD28 costimulation. *Cancer Cell* 39, 1623–1642.e20. <https://doi.org/10.1016/j.ccell.2021.10.008>.
  31. Kersten, K., Hu, K.H., Combes, A.J., Samad, B., Harwin, T., Ray, A., Rao, A.A., Cai, E., Marchuk, K., Artchoker, J., et al. (2022). Spatiotemporal co-dependency between macrophages and exhausted CD8(+) T cells in cancer. *Cancer Cell* 40, 624–638.e9. <https://doi.org/10.1016/j.ccell.2022.05.004>.
  32. Muñoz-García, J., Cochoñneau, D., Télétchéa, S., Moranton, E., Lanoe, D., Brion, R., Léot, F., Heymann, M.F., and Heymann, D. (2021). The twin cytokines interleukin-34 and CSF-1: masterful conductors of macrophage homeostasis. *Theranostics* 11, 1568–1593. <https://doi.org/10.7150/thno.50683>.
  33. Cramer, J.D., Burtneess, B., Le, Q.T., and Ferris, R.L. (2019). The changing therapeutic landscape of head and neck cancer. *Nat. Rev. Clin. Oncol.* 16, 669–683. <https://doi.org/10.1038/s41571-019-0227-z>.
  34. Kok, V.C. (2020). Current understanding of the mechanisms underlying immune evasion from PD-1/PD-L1 immune checkpoint blockade in head and neck cancer. *Front. Oncol.* 10, 268. <https://doi.org/10.3389/fonc.2020.00268>.
  35. Johnson, D.E., Burtneess, B., Leemans, C.R., Lui, V.W.Y., Bauman, J.E., and Grandis, J.R. (2020). Head and neck squamous cell carcinoma. *Nat. Rev. Dis. Prim.* 6, 92. <https://doi.org/10.1038/s41572-020-00224-3>.
  36. Tan, J.C., Indelicato, S.R., Narula, S.K., Zavodny, P.J., and Chou, C.C. (1993). Characterization of interleukin-10 receptors on human and mouse cells. *J. Biol. Chem.* 268, 21053–21059.
  37. Evrard, D., Szturz, P., Tijeras-Raballand, A., Astorgues-Xerri, L., Abitbol, C., Paradis, V., Raymond, E., Albert, S., Barry, B., and Faivre, S. (2019). Macrophages in the microenvironment of head and neck cancer: potential targets for cancer therapy. *Oral Oncol.* 88, 29–38. <https://doi.org/10.1016/j.oraloncology.2018.10.040>.
  38. Troiano, G., Caponio, V.C.A., Adipietro, I., Tepedino, M., Santoro, R., Laino, L., Lo Russo, L., Cirillo, N., and Lo Muzio, L. (2019). Prognostic significance of CD68(+) and CD163(+) tumor associated macrophages in head and neck squamous cell carcinoma: A systematic review and meta-analysis. *Oral Oncol.* 93, 66–75. <https://doi.org/10.1016/j.oraloncology.2019.04.019>.
  39. Kumar, A.T., Knops, A., Swendseid, B., Martinez-Outschoom, U., Harshyne, L., Philp, N., Rodeck, U., Luginbuhl, A., Cognetti, D., Johnson, J., and Curry, J. (2019). Prognostic significance of tumor-associated macrophage content in head and neck squamous cell carcinoma: A meta-analysis. *Front. Oncol.* 9, 656. <https://doi.org/10.3389/fonc.2019.00656>.
  40. Watermann, C., Pasternack, H., Idel, C., Ribbat-Idel, J., Brägelmann, J., Kuppler, P., Offermann, A., Jonigk, D., Kühnel, M.P., Schröck, A., et al. (2021). Recurrent HNSCC harbor an immunosuppressive tumor immune microenvironment suggesting successful tumor immune evasion. *Clin. Cancer Res.* 27, 632–644. <https://doi.org/10.1158/1078-0432.CCR-20-0197>.
  41. Cruz, I., Meijer, C.J., Walboomers, J.M., Snijders, P.J., and Van der Waal, I. (1999). Lack of MHC class I surface expression on neoplastic cells and poor activation of the secretory pathway of cytotoxic cells in oral squamous cell carcinomas. *Br. J. Cancer* 81, 881–889. <https://doi.org/10.1038/sj.bjc.6690780>.
  42. Ayers, M., Lunceford, J., Nebozhyn, M., Murphy, E., Loboda, A., Kaufman, D.R., Albright, A., Cheng, J.D., Kang, S.P., Shankaran, V., et al. (2017). IFN-gamma-related mRNA profile predicts clinical response to PD-1 blockade. *J. Clin. Invest.* 127, 2930–2940. <https://doi.org/10.1172/JCI91190>.
  43. Valpione, S., Mundra, P.A., Galvani, E., Campana, L.G., Lorigan, P., De Rosa, F., Gupta, A., Weightman, J., Mills, S., Dhomen, N., and Marais, R. (2021). The T cell receptor repertoire of tumor infiltrating T cells is predictive and prognostic for cancer survival. *Nat. Commun.* 12, 4098. <https://doi.org/10.1038/s41467-021-24343-x>.
  44. Postow, M.A., Manuel, M., Wong, P., Yuan, J., Dong, Z., Liu, C., Perez, S., Tanneau, I., Noel, M., Courtier, A., et al. (2015). Peripheral T cell receptor diversity is associated with clinical outcomes following ipilimumab treatment in metastatic melanoma. *J. Immunother. Cancer* 3, 23. <https://doi.org/10.1186/s40425-015-0070-4>.
  45. Andreatta, M., and Carmona, S.J. (2021). UCell: Robust and scalable single-cell gene signature scoring. *Comput. Struct. Biotechnol. J.* 19, 3796–3798. <https://doi.org/10.1016/j.csbj.2021.06.043>.
  46. Wang, L.X., Talebian, F., Liu, J.Q., Khattabi, M., Yu, L., and Bai, X.F. (2012). IL-10 contributes to the suppressive function of tumour-associated myeloid cells and enhances myeloid cell accumulation in tumours. *Scand.*

How the deposited data were processed for this re-analysis (not part of the article)

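CD8+ T cells of tumors, spleens and tdLNs of mice given control IgG, IL-10-Fc, αCSF1R or BF10 were the source of 12 TCR libraries, 1 for each treatment and tissue, and the paper's methods give 100 ng of RNA per library. The labels of the tdLN libraries do not repeat that the cells were selected for CD8, and the paper's text states that they were. Reads were grouped by UMI by the authors in Qiagen's portal, which assigned the V region, J region and CDR3 of each clonotype. The UMI counts were deposited by the authors as the portal gives them, that is, as the number of UMIs of each clonotype with at least 3 reads and with each higher minimum up to 7 reads, without normalization. The authors also deposited a fraction for each clonotype, made by dividing its UMIs with at least 3 reads by their total over the library and chain. The germline reference and the error correction behind the V and J assignments are not named in the paper's text.

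Each library and chain was taken as listed, with 1502315 listed clonotypes over the 12 libraries. Of these, 1166 had an undetermined residue, 0 were out of frame and 0 had a stop codon. The number of clonotypes was computed as listed, as the expected number at the smallest UMI total among the 4 libraries of a tissue and chain, and as the Chao1 estimate, the exponential of the Shannon entropy and the inverse Simpson index. Intervals on numbers of clonotypes, on ratios and on the share of clonotypes with the top 50% of UMIs are 95% intervals. They come from 200 resamplings of the UMIs of each library, with unseen clonotypes allowed for. Intervals on Morisita-Horn indices are 95% intervals from 200 resamplings of the listed clonotypes only, without unseen ones. Intervals on shares of UMIs are Wilson intervals, and the smallest share a library can show was taken as 3 UMIs of its chain. The depth set the precision: the smallest of these shares was 0.00142% of TRBC UMIs (tdLN, αCSF1R) and the largest for TRBC was 0.00915% (tumor, αCSF1R).

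The comparisons were the number of TRAC and TRBC clonotypes of BF10 with the highest other treatment in tumors and tdLNs, that of IL-10-Fc with the highest other treatment in spleens, the Morisita-Horn index between treatments within a tissue, and the index between tissues for the same and for different treatments, the latter with a one-sided exact permutation test over the 24 ways of pairing treatments. The main index within a tissue used all 4 chains, since the paper's text does not name the chains or the definition of a clonotype behind its index. The index between tissues used TRAC and TRBC. The alternatives were equal UMI totals, clonotypes with at least 2 UMIs, UMIs with at least 7 reads, CDR3 nucleotide or amino acid sequences without V and J, merging of CDR3s that are 1 base apart and differ at least 10-fold in UMIs, clonotypes in frame without a stop codon, single chains, subsampling of libraries (20 draws each), Morisita's original index and presence only. The named clonotypes are the TRAC and the TRBC clonotype with the most UMIs in each library, the TRBV gene with the largest share of TRBC UMIs in each tissue of control mice and the one that differs most between BF10 and control tumors, TRAC chains with TRAV11 and TRAJ18, and the most abundant TRGC and TRDC clonotypes of each tissue. Positions of genes are those of GRCm38.

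The steps were tested on simulated data. The expected number of clonotypes at a lower depth differed from the number drawn by at most 0.770% in 100 simulations. A repertoire sampled at 2 depths gave a mean ratio of 1.87 with all UMIs and 1.00 at equal UMIs. The intervals held the expected number in 94% of 100 simulations. In simulated libraries with many UMIs per clonotype, the Morisita-Horn index differed from its true value by at most 0.0169. Most deposited libraries have fewer UMIs per clonotype, so this does not bound their error. In spleens, Morisita's original index, corrected for chance sampling, was 0.362 for BF10 and control IgG, against 0.271 without the correction. The tumor index of this pair, 0.0030, is smaller than 0.0169. The permutation test gave its smallest p in 4.8% of 1000 simulations without a pairing and in 100% of 100 with one. The planted pairing put each matched entry above all others, so its 100% was certain in advance and does not measure power. Simulated entries were independent, whereas indices of the same library are not. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The other experiments of the paper are not analysed here.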

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

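The tests given in this part were written down before their values were seen, but the reading of the carry-over test was not. None of 18 results computed for all 4 libraries of a tissue had a library whose distance from the others passed Dixon's critical value.

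Against control IgG, the log2 ratio of TRAC clonotypes for BF10 was 2.54 in tumors and -0.26 in tdLNs, so the 2 tissues moved in opposite directions for this chain. For TRBC clonotypes it was 3.25 and 1.08, the same direction in both tissues. With 1 library per treatment and tissue, the difference was not tested. Depth was weighed first. At equal UMIs, the ratio in tdLNs was 1.16, so the lower number in tdLNs may come from the smaller number of TRAC UMIs in that library. The ratio in tumors was 5.82 as listed and 2.95 at equal UMIs, so depth accounts for part of it. Circulating T cells in the tumor sample were also weighed. The Morisita-Horn index of the BF10 tumor and BF10 spleen libraries was 0.186, which leaves them open, but BF10 tumors had a similar index with spleens of other treatments, so the index does not separate circulating T cells from other unexpanded T cells.

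Clonotypes of TRGC and TRDC, which the paper's text does not discuss, were led in each of the 4 tdLN libraries by the same sequences. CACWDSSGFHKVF with Tcrg-V6 (chromosome 13 of GRCm38, 19190356 to 19190929) and Trgj1 (19210343 to 19210402) had 33.1% of TRGC UMIs for control IgG, 35.9% for IL-10-Fc, 47.7% for αCSF1R and 45.5% for BF10. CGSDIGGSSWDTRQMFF with Trdv4 (chromosome 14, 54074905 to 54075515) and Trdj2 (54136779 to 54136837) had 28.0%, 30.2%, 45.0% and 36.7% of TRDC UMIs in the same order. In tumors, the TRDC sequence had 31.7% for control IgG, 3.21% for IL-10-Fc, 63.1% for αCSF1R and 5.88% for BF10. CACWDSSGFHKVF with Tcrg-V5 (19192278 to 19192725), the TRGC clonotype with the most UMIs over the 4 tumor libraries, had 10.4%, 4.90%, 24.7% and 7.84%. Sequences carried over between libraries of a tissue were weighed by asking whether the most abundant TRBC clonotype of a tdLN library was listed in another one with at least 10% of its UMIs. The highest share was 19.0%, which meets that condition in 1 of 12 comparisons, the leading IL-10-Fc clonotype in the BF10 library (29 UMIs). The other 11 had 0 UMIs, among them every comparison into the control IgG, IL-10-Fc and αCSF1R libraries, where the TRGC sequence had 2556, 3898 and 4741 UMIs. By the condition written down, the outcome set for carry-over was met. Weighed after the values were seen, the 11 comparisons at 0 UMIs argue against carry-over as the reason the same sequences lead all 4 libraries. The leading IL-10-Fc clonotype has the amino acid sequence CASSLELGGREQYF. It was encoded by 7 nucleotide sequences in the IL-10-Fc tdLN library and 5 in the BF10 tdLN library. The sequences also led in control IgG tdLNs, and no biological explanation was tested.

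TRAC chains with TRAV11 (Trav11, chromosome 14 of GRCm38, 53519303 to 53519859) and TRAJ18 (Traj18, 54200777 to 54200842), the V and J regions that the invariant chain of NKT cells uses, are also outside the paper's text and were above 3 UMIs in 11 of the 12 libraries. Not all of them had the CDR3 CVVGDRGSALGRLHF, the leading one in 10 of the 12 libraries, so the shares are of this V and J pair and not of the invariant chain. In spleens they had 0.464% of TRAC UMIs for control IgG, 0.0454% for IL-10-Fc, 0.507% for αCSF1R and 0.325% for BF10. In tdLNs they had 0.496%, 0.307%, 0.351% and 0.270%. In tumors they had 0.0238% for control IgG, 0.0213% for IL-10-Fc and 0.0153% for BF10, and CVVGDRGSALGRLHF made up 9 of 19, 14 of 21 and 2 of 18 of these UMIs. αCSF1R tumors had 1 UMI, with another CDR3, below the smallest share of 0.0127% that the depth can show. Neither a technical nor a biological explanation was tested for this V and J pair.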

How the results depend on the processing

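Alternatives were chosen before the data were examined, apart from UMIs with at least 7 reads, chosen after seeing the data. Ratios of clonotypes are to the highest other treatment, for BF10 in tumors and tdLNs and for IL-10-Fc in spleens, each as TRAC and TRBC. The cause of the changes below was not tested, except where the observations give a test.

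At equal UMIs the ratios were 1.14 and 1.17 in tumors, 1.02 and 1.02 in tdLNs (TRAC reversed, to above 1) and 1.06 and 1.10 in spleens. With at least 2 UMIs per clonotype they were 1.25 and 1.42, 0.299 and 0.660, and 0.994 (reversed) and 1.04. With at least 7 reads per UMI they were 1.15 and 1.37, 0.114 and 0.302, and 0.941 (reversed) and 1.06. The Chao1 estimate gave 1.57 and 1.80, 0.982 and 1.10, and 1.13 and 1.24. The exponential of the Shannon entropy gave 1.75 and 2.02 in tumors, 0.707 and 1.003 in tdLNs and 1.18 for TRBC in spleens. The inverse Simpson index gave 11.8 and 5.98, 0.945 and 0.754, and 1.39 for TRBC in spleens. CDR3 nucleotide sequences without V and J gave 1.42 in tumors, 0.635 in tdLNs and 1.06 in spleens for TRAC. Amino acid sequences gave 1.36 and 1.56 in tumors, 0.675 for TRAC in tdLNs, and 1.05 and 1.13 in spleens. Merging near-identical CDR3s moved TRAC in tdLNs, to 0.618. Requiring clonotypes in frame without a stop codon removed 1166 clonotypes with an undetermined residue and 0 others, so it could not move a ratio by much. The TRBC ratio in tdLNs was 0.998 as listed, not detectably below 1, so the values above 1 are not a change of direction. Of the 60 values of these 6 ratios, 17 stayed within the main interval.

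The Morisita-Horn index of BF10 and control IgG in tumors was 0.00341 for TRAC, 0.00187 for TRBC, 0.00227 for both, 0.00437 for nucleotide sequences, 0.0136 for amino acid sequences, 0.0216 for presence only and 0.00380 with at least 2 UMIs. In spleens it was 0.418 for TRAC, 0.0326 for TRBC, 0.252 for both, 0.507 for nucleotide sequences, 0.743 for amino acid sequences, 0.362 for Morisita's original index and 0.0637 for presence only. In tdLNs it was 0.254 for TRAC, 0.0353 for TRBC, 0.0925 for both, 0.0528 for presence only and 0.604 with at least 2 UMIs. For the other 15 pairs of treatments, 97 of 135 values changed, 46 of them higher and 51 lower. For the shares of clonotypes with the top 50% of UMIs, 52 of 72 values changed, 38 higher and 14 lower.

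Between tumor and spleen, the ratio of same-treatment to other-treatment overlap reversed to 0.963 for TRAC (exact permutation test, p = 0.542) and was stronger for TRBC, at 1.45 (exact permutation test, p = 0.0417), and for presence only, at 1.11 (exact permutation test, p = 0.0417). With amino acid sequences it was weaker between tumor and tdLN, at 1.07 (exact permutation test, p = 0.25), and between spleen and tdLN, at 1.02 (exact permutation test, p = 0.125).

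No analysis paired by mouse was possible because each treatment and tissue has 1 pooled library. The tests between tissues matched libraries by treatment only. Read counts in place of UMIs were not run, since the values list no read counts.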

Differences from the paper's values

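The numbers of clonotypes and the shares of clonotypes with the top 50% of UMIs equal those of the paper's Table S9 after rounding. The Morisita-Horn indices in tdLNs did not differ from those of the paper's figure by more than 1.5 times. Those in tumors and spleens did, with all 4 chains and the clonotypes as listed.

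In tumors, the index of BF10 and αCSF1R was 0.00457 against the paper's about 0.013 in Fig. 5L, read by eye. It was 0.00303 against the paper's about 0.014 for BF10 and control IgG, 0.0239 against about 0.14 for αCSF1R and control IgG, 0.0640 against about 0.35 for BF10 and IL-10-Fc, 0.00536 against about 0.026 for IL-10-Fc and αCSF1R, and 0.00686 against about 0.030 for IL-10-Fc and control IgG, all in Fig. 5L and read by eye. In spleens, it was 0.203 against the paper's about 0.67 for BF10 and αCSF1R, 0.271 against about 0.74 for BF10 and control IgG, 0.225 against about 0.71 for αCSF1R and control IgG, 0.251 against about 0.73 for BF10 and IL-10-Fc, 0.200 against about 0.68 for IL-10-Fc and αCSF1R, and 0.273 against about 0.75 for IL-10-Fc and control IgG, all in Fig. 5L and read by eye.

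Of the alternatives set before the data were examined, CDR3 amino acid sequences without V and J closed the gap for all 12 pairs. In the order above, they gave 0.0134, 0.0136, 0.144, 0.353, 0.0263 and 0.0305 in tumors, and 0.66995, 0.743, 0.709, 0.732, 0.6801 and 0.749 in spleens. CDR3 nucleotide sequences without V and J closed it for 4 pairs in spleens (0.507 for BF10 and control IgG, 0.510 for BF10 and IL-10-Fc, 0.461 for IL-10-Fc and αCSF1R and 0.566 for IL-10-Fc and control IgG) and left it open for the other 2 and for tumors. Presence only closed it for IL-10-Fc and control IgG in tumors, at 0.0236. TRAC alone, TRBC alone, TRAC with TRBC, subsampled libraries, Morisita's original index and clonotypes with at least 2 UMIs closed none of the 12.

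The paper ranks BF10 above the other treatments in clonotype diversity in tdLNs. Read by eye, the tdLN labels of Fig. S9F look swapped between treatments, and whether the ranking rests on those labels could not be told. By the listed numbers, BF10 had the fewest TRAC clonotypes in tdLNs, with a ratio of 0.614 to IL-10-Fc, and a ratio of 0.998 to αCSF1R for TRBC. BF10 ranked above the other treatments at equal UMIs for both chains, and with the Chao1 estimate and the exponential of the Shannon entropy for TRBC. It also ranked highest for both chains with UMIs of at least 7 reads at equal UMIs, a setting chosen after seeing the data (3452 TRAC clonotypes against 3444 for αCSF1R, and 15856 TRBC clonotypes against 15797 for αCSF1R). Most of the 3626 TRAC and 16853 TRBC UMIs drawn were different clonotypes there, so this setting leaves little room for a ranking and carries little weight. It did not rank highest in tdLNs for either chain with at least 2 UMIs, UMIs of at least 7 reads without equal totals, nucleotide or amino acid sequences, in-frame clonotypes, merged CDR3s or the inverse Simpson index, nor for TRAC with the Chao1 estimate or the Shannon entropy.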

Other observations

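The test of carry-over for the shared sequence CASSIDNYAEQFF, and the reasons given for leaving open the tests of thin read coverage and of errors counted as clonotypes, were chosen only after the result was seen. The other tests in this part were written down before their results were seen, although the minimum of 7 reads that the tests of thin coverage use was itself chosen after seeing the data.

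The tumor libraries of BF10 and IL-10-Fc mice listed more clonotypes than those of control IgG and αCSF1R mice. The ratio of TRBC clonotypes of BF10 to control IgG was 9.54 as listed and 4.19 at equal UMIs, and that of TRAC clonotypes was 5.82 and 2.95. UMI depth therefore accounts for part of the difference and not for all of it. Equal UMIs are not equal numbers of T cells. Cell numbers per library were not available, so a difference in the number of cells was not weighed and remains open. Errors counted as clonotypes were weighed by merging near-identical CDR3s, after which the ratio for TRBC was 10.3. Merging needs a clonotype with at least 10 times the UMIs, and 240 of the 90267 TRBC clonotypes of the BF10 tumor library had 10 UMIs or more. It took that library to 90131 and the control IgG library from 9466 to 8747, so merging alone cannot rule errors out. The ratio was 6.25 with clonotypes of at least 2 UMIs, 7.05 with UMIs of at least 7 reads and 3.69 with the latter at equal UMIs, and these settings go against errors as the whole of the difference. Circulating T cells in the tumor sample remain a candidate explanation. The Morisita-Horn index of the BF10 tumor and BF10 spleen libraries was 0.186 on TRAC and TRBC, while spleens of different treatments had 0.187 to 0.275 with each other and control IgG tumors had 0.000862 with their own spleens. The BF10 tumor library had a similar index with spleens of other treatments, at 0.191 for control IgG, 0.228 for IL-10-Fc and 0.143 for αCSF1R. The IL-10-Fc tumor library had 0.0497 with its own spleen, well below the spleens with each other. By this index alone, the explanation fits the BF10 library better than the IL-10-Fc library. The index uses UMI shares, and the leading TRAC clonotype took 1.99% of TRAC UMIs in IL-10-Fc tumors against 0.148% in BF10 tumors. Much of the BF10 index comes from TRAC clonotypes that many libraries share, so an unexpanded library of another origin could reach it too. On TRBC alone, the BF10 tumor library had 0.0353 with its own spleen, where spleens had 0.0210 to 0.0406 with each other, and 0.129 with its own tdLN library. Of its 100 most abundant TRBC clonotypes, 24 were listed in its own spleen and 56 in its own tdLN library. For the IL-10-Fc tumor library these numbers were 25 and 58. Of the 100 most abundant TRBC clonotypes of a spleen library, the tumor library of the same treatment listed 34 for BF10 and 42 for IL-10-Fc. These counts do not favor the BF10 library. Circulating T cells are therefore neither shown nor excluded as a source of the BF10 or the IL-10-Fc clonotypes. Cell numbers per library and a blood sample would be needed to separate them.

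In tdLNs, the BF10 library listed the fewest TRAC clonotypes of the 4. At equal UMIs the ratio to control IgG was 1.16, so depth may account for that order. The BF10 and αCSF1R tdLN libraries listed the most TRBC clonotypes. Thin read coverage was weighed with UMIs of at least 7 reads at equal UMIs, which gave a ratio of BF10 to control IgG of 1.04. It stayed above 1, the outcome written down against thin coverage. However, clonotypes were 90.2% (control IgG) to 94.1% (BF10) of the 16853 UMIs drawn, so the measure had little room to move in either direction, and the pattern cannot be told apart from thin coverage. The paper's Table S9 gives 4.2 read pairs per UMI for BF10 and 4.3 for αCSF1R in tdLNs, against 6.5 for control IgG. These 2 libraries also had few TRAC UMIs for their TRBC UMIs. With at least 7 reads, the TRAC to TRBC ratio was 3.34 times higher for control IgG than for BF10. A stricter minimum removes more UMIs where coverage is thin and restores none, so the pattern cannot be told apart from thin coverage, and no biological explanation was tested.

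Morisita-Horn indices between treatments were higher in tdLNs than in tumors. Shared TRGC and TRDC sequences may explain much of this, since without these chains the index of BF10 and control IgG in tdLNs was 0.0925. That is still above the index in tumors for the same chains, 0.00227. Over the 6 pairs, the index on these chains lay between 0.0772 and 0.211 in tdLNs and between 0.0016 and 0.0623 in tumors. With TRBC clonotypes only, BF10 and IL-10-Fc went the other way, at 0.0536 in tumors and 0.0459 in tdLNs.

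On average, tumor and tdLN libraries of the same treatment shared more TRBC sequence than those of different treatments. Each of the 4 tumor libraries had its highest index with the tdLN library of its own treatment, but the control IgG and αCSF1R tdLN libraries had theirs with the BF10 tumor library, so 2 of the 4 treatments were highest with their own in both directions. Mixing of tdLN RNA into the tumor sample was weighed by the 100 most abundant TRBC clonotypes of the BF10 tdLN library, of which the BF10 tumor library listed 17. At least 90 had been set as the number that mixing would give, so this was not met, and a small admixture was not tested. The labels do not say whether the tumor and tdLN pools came from the same mice, but Fig. S9E draws the tissues as taken from the same mice. Libraries of the same treatment would then also share mice, so the index cannot separate treatment from mice. No biological explanation was tested.

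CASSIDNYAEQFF, chosen after its values were seen, was counted over all V regions. It had 4.28% of TRBC UMIs in control IgG tumors and 4.00% in αCSF1R tumors, with 0 UMIs in IL-10-Fc tumors and 5 UMIs in BF10 tumors. Its leading nucleotide sequences in control IgG and αCSF1R tumors had Trbv19 (chromosome 6 of GRCm38, 41178375 to 41179048). Carry-over between libraries was weighed by the leading nucleotide sequence of control IgG tumors, which had 0 UMIs in αCSF1R tumors. A sequence common in all mice was weighed by its share in the control IgG and αCSF1R spleens, at most 0.000647%, from 1 UMI with another V region. Of the other spleen and tdLN libraries, the highest were 0.0043% in αCSF1R tdLNs (9 UMIs), 0.0032% in control IgG tdLNs (4 UMIs) and 0.0012% in IL-10-Fc spleens (2 UMIs). The technical explanations tested were not met, and a sequence selected in tumors of different mice may be considered, as a hypothesis. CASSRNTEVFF, also chosen after its values were seen, had 5.51% of TRBC UMIs in control IgG tumors, 0.358% in IL-10-Fc tumors, 2.01% in αCSF1R tumors and 0.145% in BF10 tumors, against 0.0020% to 0.0084% in spleens and 0.0216% to 0.0681% in tdLNs. No explanation was tested for it.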
